# The *Thermoanaerobacter* Glycobiome Reveals Mechanisms of Pentose and Hexose Co-Utilization in Bacteria

**DOI:** 10.1371/journal.pgen.1002318

**Published:** 2011-10-13

**Authors:** Lu Lin, Houhui Song, Qichao Tu, Yujia Qin, Aifen Zhou, Wenbin Liu, Zhili He, Jizhong Zhou, Jian Xu

## Abstract

Thermoanaerobic bacteria are of interest in cellulosic-biofuel production, due to their simultaneous pentose and hexose utilization (co-utilization) and thermophilic nature. In this study, we experimentally reconstructed the structure and dynamics of the first genome-wide carbon utilization network of thermoanaerobes. The network uncovers numerous novel pathways and identifies previously unrecognized but crucial pathway interactions and the associated key junctions. First, glucose, xylose, fructose, and cellobiose catabolism are each featured in distinct functional modules; the transport systems of hexose and pentose are apparently both regulated by transcriptional antiterminators of the BglG family, which is consistent with pentose and hexose co-utilization. Second, glucose and xylose modules cooperate in that the activity of the former promotes the activity of the latter via activating xylose transport and catabolism, while xylose delays cell lysis by sustaining coenzyme and ion metabolism. Third, the vitamin B_12_ pathway appears to promote ethanologenesis through ethanolamine and 1, 2-propanediol, while the arginine deiminase pathway probably contributes to cell survival in stationary phase. Moreover, by experimentally validating the distinct yet collaborative nature of glucose and xylose catabolism, we demonstrated that these novel network-derived features can be rationally exploited for product-yield enhancement via optimized timing and balanced loading of the carbon supply in a substrate-specific manner. Thus, this thermoanaerobic glycobiome reveals novel genetic features in carbon catabolism that may have immediate industrial implications and provides novel strategies and targets for fermentation and genome engineering.

## Author Summary

Renewable liquid fuels derived from lignocellulosic biomass could alleviate global energy shortage and climate change. Cellulose and hemicellulose are the main components of lignocellulosic biomass. Therefore, the ability to simultaneously utilize pentose and hexose (i.e., co-utilization) has been a crucial challenge for industrial microbes producing lignocellulosic biofuels. Certain thermoanaerobic bacteria demonstrate this unusual talent, but the genetic foundation and molecular mechanism of this process remain unknown. In this study, we reconstructed the structure and dynamics of the first genome-wide carbon utilization network of thermoanaerobes. This transcriptome-based co-expression network reveals that glucose, xylose, fructose, and cellobiose catabolism are each featured on distinct functional modules. Furthermore, the dynamics of the network suggests a distinct yet collaborative nature between glucose and xylose catabolism. In addition, we experimentally demonstrated that these novel network-derived features can be rationally exploited for product-yield enhancement via optimized timing and balanced loading of the carbon supply in a substrate-specific manner. Thus, the newly discovered modular and precisely regulated network elucidates unique features of thermoanaerobic glycobiomes and reveals novel perturbation strategies and targets for the enhanced thermophilic production of lignocellulosic biofuels.

## Introduction

Renewable liquid fuels derived from lignocellulose, the most abundant biological polymer on earth, could alleviate global energy shortages and climate change. Consolidated bioprocessing (CBP), which is one proposed scheme of lignocellulosic ethanol production, combines cellulase production, cellulose degradation, hexose fermentation and pentose fermentation in a single bioreactor, thus maximizing energy- and cost-saving [1]. Thermophilic, gram-positive, anaerobic bacteria (TGPAs) are of exceptional interest in a CBP scheme, due to several advantages, including the capability of rapid cellulose degradation (e.g., *Clostridium thermocellum*) [2], the ability to ferment a wide range of monosaccharides and oligosaccharides (e.g., *Thermoanaerobacter*), and optimal growth at high temperature (60–70°C), which avoids iterative heating/cooling steps, saves energy for downstream product recovery and minimizes microbial contamination [2]. Furthermore, TGPAs, such as *Thermoanaerobacter*, not only metabolize both hexose and pentose but also simultaneously ferment them into ethanol (“co-utilization”). This feature is of particular industrial interest because the pentose D-xylose is the primary ingredient of the hemicellulose fraction of lignocellulosic biomass.

However, optimization of TGPA cellular machineries for cellulosic ethanol production through fermentation or genetic engineering has been a challenge. First, continuous ethanol production is highly dependent on the efficient and simultaneous use of all of the di- and monosaccharides (both pentoses and hexoses) released from lignocellulose. Second, along with ethanologenic pathways, all described TGPAs have branched organic acid pathways [3]. Currently, the ethanol yield (typically <2%) [3], carbon substrate loading (e.g., <27 g/L cellulose for *C. cellulolyticum* and <20 g/L xylose for *T. ethanolicus* [4]), ethanol tolerance (usually <1∼1.5% (w/v) [5]) and sugar to ethanol conversion rate (usually <30%) [3] have hindered the direct industrial application of TGPAs.

Genetic engineering of TGPA ethanologens has focused thus far on knocking out individual enzyme genes in the acetate and lactate pathways [3]. However, the highest yield reported (3.7% (w/v)) is still far below the industrial demand (7% or higher) [1]. Alternatively, few studies have engineered carbon-influx machineries in which shared or specific catabolic pathways of various carbohydrate substrates interact to mediate the carbon flux in the cell. In organisms such as *Escherichia coli* and *Bacillus subtilis*, the catabolism of monosaccharides and oligosaccharides is tightly controlled by key regulatory processes, such as carbon catabolite repression (CCR), resulting in a cellular preference for hexoses over pentoses [6]. However, little is known about how the unusual phenotype of hexose-pentose co-utilization found in some TGPAs occurs, and few genome-wide models of thermoanaerobic carbohydrate catabolism (“thermoanaerobic glycobiomes”) have been reported [7].

Employing the thermophilic ethanologen *Thermoanaerobacter* sp. X514 as a model [8], [9], we devised a rational strategy to unravel the structure and dynamics of the thermoanaerobic glycobiome. Whole-genome expression profiles and physiological responses at various growth phases were measured while culturing X514 in glucose, xylose, fructose and cellobiose as sole carbon sources or in pairwise combinations. Diversity, interactions and dynamics of functional modules were identified and interrogated via co-expression analysis and comparative genomics. To the best of our knowledge, these efforts enabled the reconstruction of the first genome-wide functional network operating and regulating a thermoanaerobic glycobiome.

## Results

### *Thermoanaerobacter* glycobiome network simultaneously metabolizes hexose and pentose

Among the glucose, xylose, fructose and cellobiose carbon sources, X514 more rapidly and efficiently catabolized monosaccharides than disaccharides (Figure 1A and Figure S1E). Moreover, different carbon substrates resulted in distinct product sets (Part I of Text S1). However, X514 simultaneously and efficiently metabolized both hexose and pentose when both were present, suggesting an absence of CCR (Figure 1B). To investigate the cause of this phenomenon, a high-density, oligonucleotide-based, whole-genome, gene-expression microarray for X514 was constructed and analyzed via two-dimensional transcriptome sampling (Figure 2): one by carbon substrate (glucose, xylose, fructose and cellobiose) and the other by growth phase (early, mid and late exponential). The sampling and analyses were further organized into three “Views” (Figure 2). View I investigated carbon substrate-specific cellular machineries where X514 transcriptomes of mono-carbohydrate cultures (glucose, xylose, fructose or cellobiose alone) were collected and compared at mid exponential phase. View II was designed to explore the interactions between the hexose and pentose pathways where mid exponential cultures under glucose alone, xylose alone and the equimolar presence of glucose and xylose (glucose-xylose) were collected and investigated. In View III, network dynamics were captured by sampling early, mid and late exponential phase cultures under different substrates (glucose alone, xylose alone or glucose-xylose). All of these experiments were performed with three biological replicates to improve the discriminating power of the subsequent co-expression analyses. 

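RNA from X514 cultures in 11 conditions was hybridized to 33 whole-genome oligonucleotide arrays, 3 biological replicates per condition. The conditions were early, mid and late exponential phase under glucose, xylose and glucose-xylose, and mid exponential phase under fructose and cellobiose. On each array RNA was in the Cy5 channel and genomic DNA, the common reference, in the Cy3 channel. Each array carried 5376 spots, among them 2 spots for each of 2295 gene probes. The scanner output was analysed here, which gives the mean signal and the mean local background of every spot in both channels. A table of values processed by the authors was used only as an alternative. It holds the background-subtracted Cy5 signal multiplied by 1 factor per array, on a linear scale and without centring: of 75557 values compared, 447 differed from that form by more than 0.01 on the log2 scale. For the values at each claim, both channels were corrected for background with the normexp method of limma (offset 50), and the log2 ratio of Cy5 to Cy3 was taken for each spot. Each array was then centred on the median ratio of its gene probes, and the 2 spots of a probe were averaged. A probe counted as detected on an array when its signal-to-noise ratio in the RNA channel was at least 2, the limit below which the legend of Figure 4 calls a value not quantifiable. In mid exponential phase the median number of probes detected was 1821 under glucose (range 1710 to 1888), 1766 under xylose (1744 to 1978), 1851 under fructose (1700 to 1855), 1498 under cellobiose (1433 to 1583) and 1849 under glucose-xylose (1823 to 1886). In early exponential phase it was 1702 under glucose (1610 to 1744), 1575 under xylose (1559 to 1679) and 1782 under glucose-xylose (1680 to 1986). In late exponential phase it was 1779 under glucose (1520 to 1825), 1979 under xylose (1887 to 1994) and 1820 under glucose-xylose (at least 1722). The 1981 probes detected on all 3 arrays of at least 1 condition were kept, and the 3 arrays per condition limit the precision of every value. All 33 arrays were fitted together with limma, with 1 mean per condition. A gene was called changed at an adjusted p (Benjamini-Hochberg) under 0.05 and a log2 fold change of at least 1 in either direction, the fold cutoff of the paper. Before centring, the median log2 ratio of the gene probes differed between conditions, from -3.65 ± 0.42 under cellobiose and -3.59 ± 0.23 in early exponential phase under xylose to -1.38 ± 0.15 in late exponential phase under xylose (mean ± SD, n = 3 arrays each). Centring sets these array medians to 0, so that every change is relative to the median gene of the array. Each array carries a number that was read here as an acquisition time in seconds, although no label says that it is a time. By this reading, the 3 arrays of mid exponential phase under glucose form a scan session of their own. In comparisons with these arrays, scan session and condition therefore cannot be told apart. The same holds for glucose-xylose against xylose, whose arrays were scanned in different sessions.

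**Figure D1:**
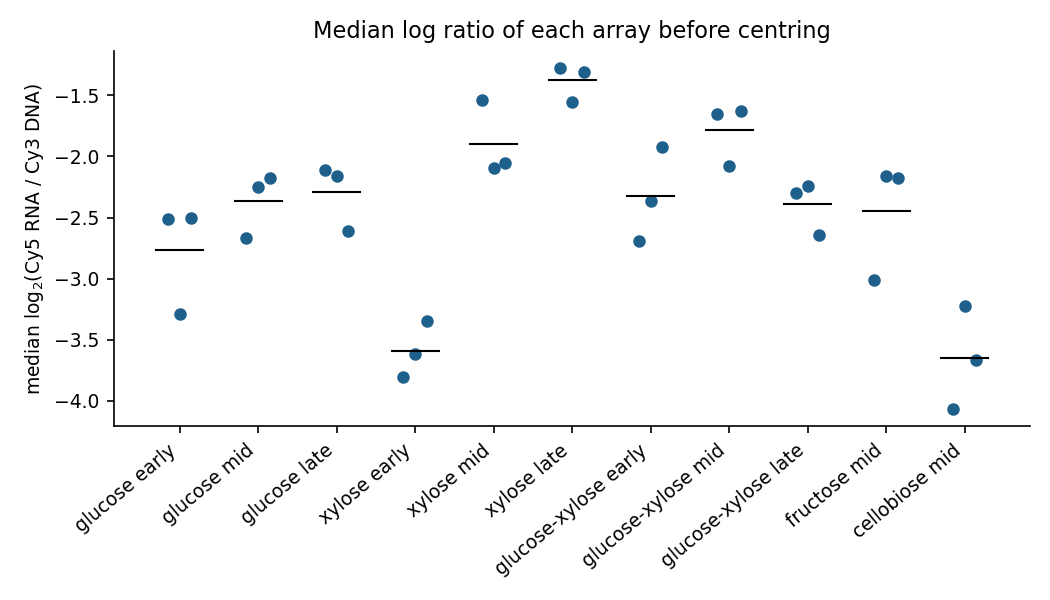
Median log2 ratio (Cy5 to Cy3, before centring) of the gene probes of each of the 33 arrays, by condition. Each point is 1 array and each bar the mean of 3 arrays, and the conditions lie between -3.65 (cellobiose) and -1.38 (xylose, late exponential phase).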

A genome-wide functional network consequently emerged.

**Figure 1:**
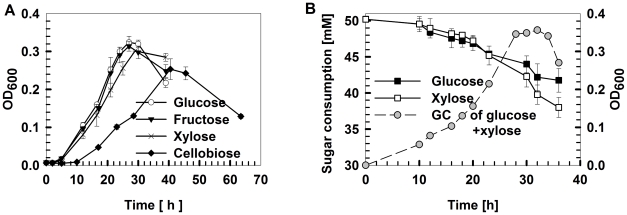
*Thermoanaerobic*growth conditions and carbohydrate utilization by*Thermoanaerobacter*sp. X514. The strain was grown in defined medium supplemented with glucose, xylose, fructose or cellobiose as the sole carbon source or in pairwise combinations. A) Growth curves under different mono-carbohydrates. B) Time course of sugar utilization when grown in defined medium supplemented with 50 mM glucose plus 50 mM xylose. All experiments were performed in triplicate. GC: growth curve.

**Figure 2:**
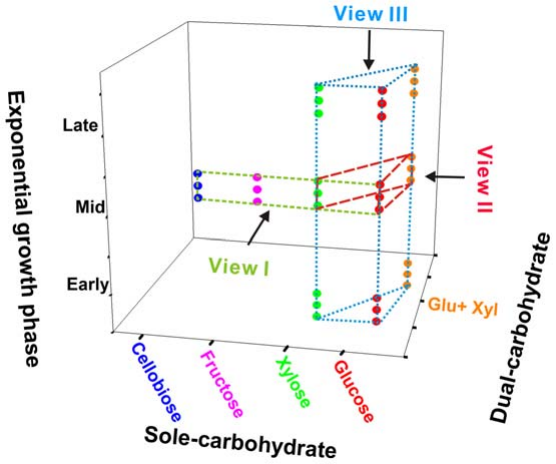
Experimental design for reconstructing the gene co-expression network. View I investigated four carbon substrate-specific cellular machineries. View II explored the interactions between hexose and pentose catabolism. View III captured the network dynamics at different growth phases. Three dots under every condition represent the three biological replicates. Whole-genome expression profiles of all 33 samples were used to reconstruct the gene co-expression network.

(I) Overview of the Network. The network includes a total of 614 genes (24.8% of the genome) that are partitioned into thirteen modules (Figure 3A and Table S1). 

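Pearson correlations of the centred log2 ratios over the 33 arrays were computed for the 1791 probes detected on at least 17 arrays. A link was set at a positive r of at least 0.94, which is the cutoff that the paper gives. Pairs with a negative r of that size were counted apart and were not links. The text of the paper does not say which probes entered its network. The network rebuilt here had 211 genes with at least 1 link, 11.8% of the probes entered, and 449 links. The number of negative pairs past the cutoff was 0. Fast greedy modularity (igraph) divided these genes into 10 modules of at least 5 genes, the largest with 28 genes. The r of a pair is the measure of the network and no p value was computed for it. The 33 arrays represent 11 conditions, and from the deviations of the arrays from the means of their conditions 67 genes had a link. The number of genes moved most with the centring of the arrays. Without centring, the median r over all pairs of probes rose from 0.00648 to 0.612, and 1007 genes had 2613 links in 28 modules. The table of values processed by the authors, which is not centred either, gave 745 genes, 1296 links and 21 modules.

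**Figure D2:**
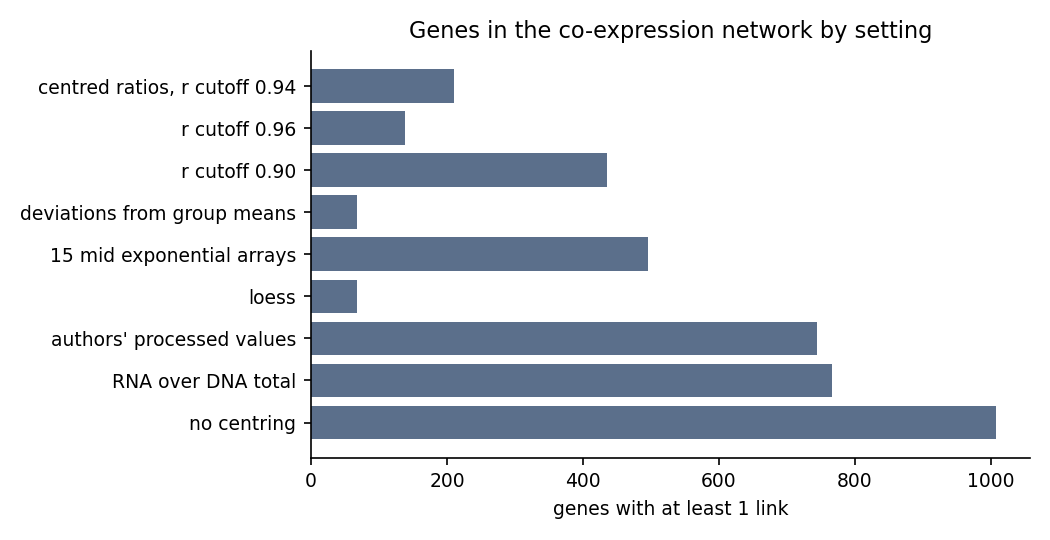
Number of genes with at least 1 link (bar length) in networks built with different processing. The bars run from 67 genes (deviations from the means of the conditions, or within-array loess) to 1007 genes (no centring).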

Each module represents a group of more than four genes that are highly connected among themselves but have fewer connections with those in other modules [10]. Thus, each module consists of a functionally coherent set of genes (‘nodes’) and a set of connections (‘links’) that suggest positive co-expression (i.e., functional correlation) between the two nodes.

**Figure 3:**
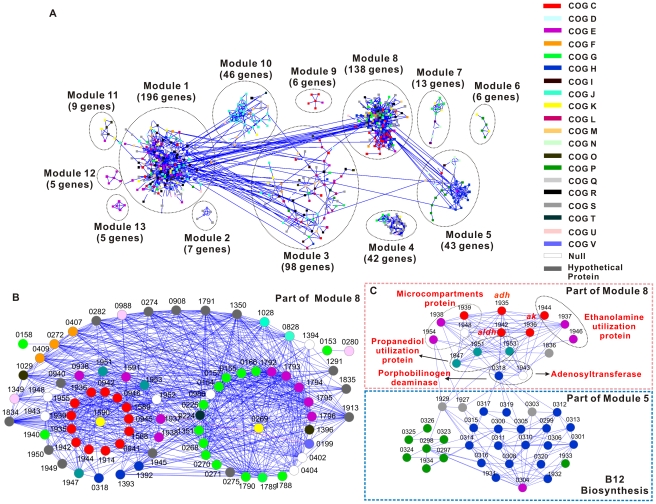
Gene co-expression network of the *Thermoanaerobacter* glycobiome. A) Global view of the network. B) A sub-module of Module 8. Only those genes known to be involved in xylose catabolism and their first neighbors (genes directly connected to xylose catabolism genes) in the network are shown. C) The sub-network that includes genes directly involved in B_12_ synthesis and ethanol fermentation. It includes components from both Module 5 and Module 8. Each node represents a gene, which is color-coded using its predicted COG-based functional classification (http://www.ncbi.nlm.nih.gov/nuccore/NC_010320; NC_010320.1). Any two genes with a Pearson correlation ≥0.94 in their expression patterns are connected (via edges, which are shown as lines; blue lines indicate positive correlation). For a given gene, its first neighbors are defined as those gene(s) that are directly connected to it.

Module 1 (mostly genes involved in amino acid metabolism, translation, transcription or encoding hypothetical proteins), Module 3 (mostly genes related to DNA replication or encoding hypothetical proteins), Module 8 (mostly xylose catabolism and energy production genes) and Module 10 (mostly 30S or 50S ribosomal protein genes) are the most predominant (Figure 3A), suggesting their contribution as the core sugar-responsive pathways in X514. 

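The copy of Table S1 used here lists 595 genes in Modules 1 to 10, and their probes were followed in the rebuilt network. Among the 191 probes of Module 1 the median r of all pairs was 0.289, and 5 pairs passed the link cutoff. Module 3 (98 probes) had a median r of 0.357 and 2 links, and Module 10 (46 probes) a median r of 0.559 and 0 links. Without centring the median r of the pairs was 0.859 in Module 1, 0.845 in Module 3 and 0.888 in Module 10, with 594, 175 and 131 links. Module 8 (110 probes) had a median r of 0.457 with centring and 0.717 without.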

Modules 5 (mostly genes involved in *de novo* vitamin B_12_ synthesis and related cobalt transport), Module 6 (genes responsible for heavy metal transport), Module 9 (mostly V-type ATP synthesis genes) and Module 11 (mostly genes involved in chaperones and stress responses) also are identified, although they are generally much smaller in size (Figure 3A). Furthermore, distinct modules that correspond to xylose, fructose and cellobiose utilization are revealed (Module 8, 7 and 4 respectively; Figure 3A).

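In the rebuilt network, the largest module held 28 genes between Teth5140703 and Teth5140738, of which 27 are in Module 4 of Table S1, and it had 229 links. All pairs of the 31 probes of Module 4 that entered the network had a median r of 0.938. For Module 7, 7 of its 13 genes had probes that were detected on enough arrays to enter, with a median r of 0.768 and 4 links. Of the 43 genes that Table S1 lists in Module 5, 39 had probes in the network, with 36 links among them. A module of 16 probes from Teth5140298 to Teth5140313 with 42 links held 14 of them, and a module with 5 links held 5 (Teth5140297 and Teth5140323 to Teth5140326). The 4 probes of Module 6 had a median r of 0.930, and the 6 probes of Module 9 had a median r of 0.928, with 4 links that fell to 0 without centring. Modules 11 to 13 are not in the copy of Table S1 used here.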

(II) Structures of Individual Modules. The network serves as an experimental basis for unraveling, validating and annotating the structure and function of “hypothetical genes”, operons and regulatory circuits (Part II of Text S1; Figure S2, Figure S3 and Table S2). Because there are 13 prominent modules in the network, only Module 8, which is responsible for xylose catabolism, is presented here as an example.

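Of the 138 genes that Table S1 assigns to Module 8, 110 had probes in the rebuilt network, with 65 links among them. Without centring there were 183 links among the same probes, and with the values processed by the authors 92. These genes did not form a single module here. The largest part held 15 genes between Teth5141935 and Teth5141950, with 36 links. A part of 6 genes between Teth5141790 and Teth5141796 had 10 links, and a part of 5 genes between Teth5141951 and Teth5141955 had 6 links. Teth5140153 to Teth5140155, Teth5140157 and Teth5140158 formed a part with 7 links, and Table S1 assigns 4 of these 5 genes to Module 8.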

Module 8 includes the majority of genes in xylose catabolism and includes 138 nodes (genes) and 2001 links. Three major Clusters of Orthologous Groups (COG) categories exist in this module: carbohydrate transport and metabolism (COG G, 19 genes), energy production and conversion (COG C, 19 genes) and amino acid transport and metabolism (COG E, 12 genes) (Figure 3B). These 50 genes account for 36% of all genes in this module.

Genes in COG G occupy two groups, one of which is the xylose-specific monosaccharide ATP-binding cassette (ABC) transporter systems (*teth5140155* (*xylF*), *0157-0158* (*xylGH*), *0166*, *0225* and *0989*). Similar to *Thermoanaerobacter ethanolicus* 39E, which is a strain closely related to X514, and *E. coli*, the xylose ABC transporter of X514 consists of three molecular components: an ATP-binding protein (XylG, Teth5140157), a membrane transporter (XylH, Teth5140158) and a substrate-binding protein (XylF, Teth5140155) (*teth5140156* encodes an RNA-directed DNA polymerase) [11], [12]. However, the organization of these genes in the X514 genome is distinct from in *E. coli* and 39E (Figure S4). In X514, *xylF* and *xylAB* (encoding xylose metabolic enzymes) are in one putative operon, whereas *xylGHR* resides in another locus located downstream of *xylABF*. Moreover, in X514, the *xylABF* and *xylGH* are both upregulated under xylose (Table S3), while in 39E the expression of *xylH* is relatively constant [11], regardless of xylose. Thus, X514 is unique in that its xylose ABC transporters are xylose-dependent. 

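In mid exponential phase, 302 of 1979 genes tested were called changed under xylose relative to glucose, 120 higher and 182 lower. For 631 genes (32.0%) the 3 xylose arrays and the 3 glucose arrays did not overlap, where chance gives 10%. Before centring, the median of all probes was higher by 0.53 under xylose, and without centring 361 genes were called, 295 higher and 66 lower. Within-array loess, which fits the ratio to the signal intensity, moved the count most, to 70 genes. With genomic DNA as the reference, the ratio follows the RNA signal, so that this fit also removes differences in expression. A call lost with it, here or in other passages, therefore does not by itself count against a change. With scan session as a random block 251 genes were called, and with only the 6 arrays compared 139 genes. The probes of xylABF (Teth5140153 to Teth5140155) and xylGH (Teth5140157 and Teth5140158) were detected on all 3 xylose arrays and on 0 of the 3 glucose arrays. For such a probe the fold was computed against the weakest RNA signal that counted as detected on each glucose array, and it is a lower bound. Expression under xylose was at least 109.9-fold higher for Teth5140153, at least 34.0-fold for Teth5140154 and at least 70.4-fold for Teth5140155. The bounds for the ABC transporter genes were 11.9-fold for Teth5140157 and 4.77-fold for Teth5140158. Per array, the median log2 ratio of xylABF was 3.54 ± 0.34 (SD, n = 3) under xylose and -3.36 ± 0.12 (SD, n = 3) under glucose. For xylGH it was 0.58 ± 0.20 (SD, n = 3) under xylose and -3.68 ± 0.39 (SD, n = 3) under glucose. The fitted median change of xylABF was 7.52 (6.14 with the 3 genes at their lower bounds), with an adjusted p of 4.33e-16 from the rotation set test fry of limma, adjusted over 585 pairs of locus and comparison. The fitted median change of xylGH was 4.27, or 2.91 at the bounds (adjusted p 5.56e-13 from the same test). All 3 xylose arrays lay above all 3 glucose arrays for both loci. These p values describe the arrays and are not independent evidence, since the paper chose several of its loci on the same arrays. With each array left out in turn, the change of xylABF stayed between 7.36 and 7.69, and within-array loess moved it most, to 2.86. From the upregulation of both loci under xylose, set against the expression of xylH in 39E, the paper concludes that the xylose ABC transporters of X514 depend on xylose.

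**Figure D3:**
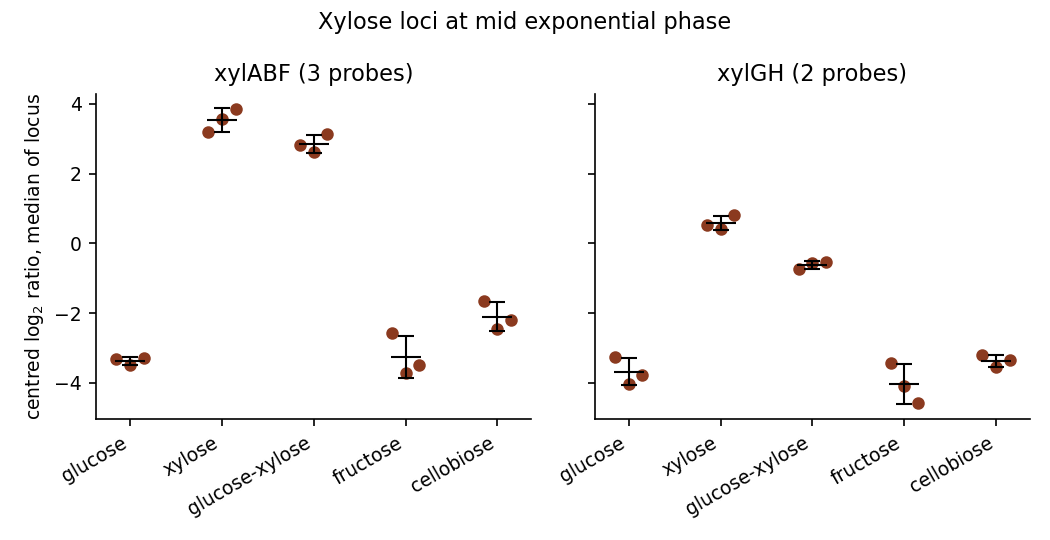
Median centred log2 ratio (Cy5 to Cy3) of the probes of xylABF and xylGH on each array of mid exponential phase, by substrate. Points are arrays, bars the mean and error bars the SD of 3 arrays, and xylABF lies at 3.54 under xylose and -3.36 under glucose.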

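Teth5140154, which encodes XylB, had a log2 ratio of 3.26 ± 0.34 (SD, n = 3) under xylose, and a fitted change from glucose of 6.44 (standard error 0.30, adjusted p 1.12e-15). Teth5141351 had log2 ratios of 3.03 ± 0.22 (SD, n = 3) under xylose and 1.97 ± 0.42 (SD, n = 3) under glucose, a change of 1.06 (standard error 0.27, adjusted p 0.00451). All of its xylose arrays lay above all of its glucose arrays. Its change fell under the fold cutoff without glucose mid replicate 1 (0.85), without xylose mid replicate 2 (0.97) and with within-array loess (0.66). Teth5140969 rose by 0.63 (standard error 0.29, adjusted p 0.115), with 3 of 3 xylose arrays above the glucose arrays, and was not called. Without centring its change was 1.11 and it was called.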

The other group includes genes encoding xylose metabolic enzymes (*teth5140154* (*xylB*), *0969* and *1351*), which are strongly induced under xylose (Table S3). Interestingly, *xylA* (*teth5140153*; Module 1), a member of one Module 8 predicted operon (*teth5140153-0155*), serves as the connection between an ATPase gene (*teth5140280*; Module 1) and the rest of the putative operon, thus identifying Teth5140280 as the ATP provider for xylose transport and initial metabolism (Figure 3B).

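The probe of Teth5140280 was detected on 16 of the 33 arrays and did not enter the rebuilt network. Over all 33 arrays its r was 0.880 with Teth5140153, 0.886 with Teth5140154 and 0.928 with Teth5140155, each under the link cutoff. Teth5140153 was linked to Teth5140154 (r = 0.990) and to Teth5140155 (r = 0.975).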

The COG C genes in Module 8 include two predicted operons related to butanoate metabolism (*teth5140936-0938* and *teth5140939-0947*), two loci involved in the ethanolamine utilization pathway (*teth5141937-1939* and *teth5141943-1944*), acetate kinase (*teth5141936*) and alcohol dehydrogenase (*teth5141935*). These genes, all of which are key participants of energy (ATP) and ethanol generation, are upregulated under xylose (Table S4). Therefore, xylose supports a vigorous ethanologenic program in X514.

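Under xylose in mid exponential phase, the butanoate operon Teth5140936 to Teth5140938 had a median change from glucose of 0.13 (adjusted p 0.713, set test), and the operon Teth5140939 to Teth5140947 of -0.09 (adjusted p 0.549). Of the 9 probes of the latter, 3 were higher and 6 lower, and its median was 0.39 without centring, 0.24 with the values processed by the authors and 0.03 with within-array loess. No gene of the 2 operons was called. For the operon Teth5140936 to Teth5140938 the per-array median was 2.15 ± 0.24 (SD, n = 3) under xylose and 1.84 ± 1.18 (SD, n = 3) under glucose, so that the difference was smaller than the spread. The ethanolamine utilization genes Teth5141937 to Teth5141939 rose by a median of 1.24 (adjusted p 0.00383), from -0.53 ± 0.58 (SD, n = 3) under glucose to 0.77 ± 0.03 (SD, n = 3) under xylose, and all 3 genes were called. Acetate kinase (Teth5141936) rose by 1.46 (standard error 0.33, adjusted p 0.00218), with no overlap of the arrays. Alcohol dehydrogenase (Teth5141935) rose by 1.03 (standard error 0.37, adjusted p 0.0447), and its xylose and glucose arrays overlapped. Its call was lost in 10 of the alternatives, and when any 1 of 5 of the 6 arrays was left out, with a change of 0.68 without glucose mid replicate 1. The call of acetate kinase was lost with within-array loess (0.46).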

The COG E genes in Module 8 mainly occupy two putative operons: one encoding oligopeptide/dipeptide ABC transporters (*teth5141792-1796*) and the other for ethanolamine utilization proteins (*teth5141945-1946*). In fact, genes involved in vitamin B_12_-dependent ethanolamine utilization, including those in COG C and COG E, are all grouped into this module. Moreover, they are all upregulated under xylose (Table S5). 

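The oligopeptide ABC transporter genes Teth5141792 to Teth5141796 rose under xylose by a median of 0.59, from -1.91 ± 0.08 (SD, n = 3) under glucose to -1.24 ± 0.24 (SD, n = 3), with an adjusted p of 0.0468. All 5 probes were higher, by 0.48 to 0.79, with no overlap of the arrays and 0 probes called in limma. Of these probes, 1 was detected on 0 of 3 glucose arrays, so that its change is against the background. The set test was not passed in 6 of the alternatives, such as within-array loess (0.13), or when any 1 of 5 of the 6 arrays was left out, such as glucose mid replicate 3 (0.50). Without centring the median change was 1.06. The ethanolamine utilization genes Teth5141943 to Teth5141946 rose by 0.53 to 1.05, with a median of 0.99 (adjusted p 0.137), overlapping arrays and 0 of 4 called. The locus passed the test without centring, with a median of 1.46. Aldehyde dehydrogenase (Teth5141942) rose from 1.70 ± 0.59 (SD, n = 3) to 2.78 ± 0.24 (SD, n = 3), a change of 1.08 (adjusted p 0.0277 in the set test). This call was lost in 5 of the alternatives, with 0.57 in within-array loess. It was also lost without glucose mid replicate 2 (0.86), glucose mid replicate 1 (0.97), xylose mid replicate 2 (1.02) or xylose mid replicate 3 (1.01).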

Ethanolamine produces acetaldehyde, which is subsequently converted to acetate and ethanol by aldehyde dehydrogenase (Aldh; Teth5141942) and alcohol dehydrogenase (Adh; Teth5141935) (Figure 3C and Figure S5D). 

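Teth5141938 rose under xylose relative to glucose in mid exponential phase by a log2 fold change of 1.30 (standard error 0.33, adjusted p 0.00533). Teth5141939 rose by 1.22 (standard error 0.32, adjusted p 0.00689). All 3 xylose arrays lay above all 3 glucose arrays for both genes. With only the 6 arrays compared in the fit neither gene was called, nor with within-array loess (0.62 and 0.38), and Teth5141939 was not called without glucose mid replicate 1 (1.00).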

Consistent with this, microcompartment proteins (Teth5141938-1939), which protect cytosolic proteins from aldehyde toxicity [13], are also found in Module 8 and are highly upregulated, representing a potential cellular detoxification mechanism against aldehydes in X514.

Aside from the three major COG categories, an additional 54 genes (39.1% of total) are found in the Module 8, including several newly recognized sub-modules, such as ABC transporters and the B12-dependent propanediol utilization pathway (Part III of Text S1; Figure S3). The most notable is a regulatory sub-module centering on the transcriptional antiterminator bglG (teth5140269) in the putative mannitol-specific phosphotransferase system (PTS) operon (Figure S3A). 

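The probe of bglG (Teth5140269) was detected on 10 of the 33 arrays, and it did not enter the rebuilt network. Over all arrays, its r was 0.948 with Teth5140268, above the link cutoff, 0.876 with Teth5140270 and 0.740 with Teth5140271. The signal of bglG lay near the background on most arrays, which limits what these values show.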

In the network, the bglG is directly linked to the other members of this locus (*teth5140268-0270*), suggesting that it regulates their expression. Surprisingly, the *bglG* is also positively linked to the genes encoding oligopeptide/dipeptide (*teth5141792-1796*) and xylose (*teth5140157*) ABC transporters. However, no links are found between the xylose transporters (*teth5140155*-*0157*) and the Module 1 *xylR* (*teth5140159*), which encodes the transcriptional factor regulating xylose transporters in other bacteria, including *E. coli* [12], [14] (Figure S3B). Moreover, the expression of *bglG* but not *xylR* is induced under xylose (Table S3). These data suggest that, in response to xylose availability, BglG regulates xylose transport (instead of XylR) via activation of the putative operons in X514.

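With the oligopeptide ABC transporter genes, the r of bglG over all 33 arrays was 0.741 for Teth5141792, 0.808 for Teth5141793, 0.749 for Teth5141794, 0.799 for Teth5141795 and 0.844 for Teth5141796. With Teth5140157 of the xylose ABC transporter it was 0.395. Without centring the highest of the 6 values was 0.874, so that 0 of the pairs passed the link cutoff in either case.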

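The probe of xylR was detected on all 33 arrays. Its r was 0.616 with Teth5140155, 0.684 with Teth5140157 and 0.681 with Teth5140158, and 0.699, 0.750 and 0.719 without centring, with 0 links.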

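Under xylose, bglG had a log2 ratio of -2.25 ± 0.53 (SD, n = 3) and was detected on 2 of 3 arrays; under glucose the ratio was -2.99 ± 0.73 (SD, n = 3) and it was detected on 0 of 3. The fitted change was 0.73 (standard error 0.38, adjusted p 0.166), and bglG was not called. Since it was not detected under glucose and no lower bound of a fold above 1 could be given, the size of its change was not measured. The change of xylR was 0.53 (standard error 0.26, adjusted p 0.143), from 1.42 ± 0.26 to 1.95 ± 0.49 (SD, n = 3 each), and the arrays overlapped. Without centring both were called, with changes of 1.21 for bglG and 1.00 for xylR. The mannitol PTS locus Teth5140268 to Teth5140271, with 3 of 4 probes tested, had a median change of 0.73 (adjusted p 0.0598, set test), and it passed the test with normexp offset 0 (1.24), with quantile normalization (1.06), and without xylose mid replicate 2 (1.04).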

In addition to Modules 8, 7 and 4, which are involved in xylose, fructose and cellobiose utilization respectively (Part IV and Part V of Text S1; Figure S2B, Figure S5A and Tables S6, S7, S8, S9, S10), the network unravels previously unrecognized functional modules in the X514 glycobiome (Figure 3A; Part VI of Text S1). For example, the presence of Module 5 demonstrates *de novo* B_12_ cofactor biosynthesis in X514, which simplifies nutrient requirements for cells, and reveals the molecular link between B_12_ and carbon metabolism. Additionally, the crucial role of arginine metabolism in the glycobiome is revealed by the discovery of Module 13, which includes arginine metabolism genes (Figure 3A). Arginine serves as a precursor for additional ATP and NH_3_ via the arginine deiminase (ADI) pathway to protect the cell against damage caused by energy depletion and acidification [15]. 

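In the rebuilt network, the 8 genes Teth5140657 to Teth5140664 formed a module of their own with 13 links. Under xylose in mid exponential phase, the arginine biosynthesis genes Teth5140657 to Teth5140663 had a median change from glucose of -0.18 (adjusted p 0.936, set test), 0.30 without centring and 0.40 with the values processed by the authors. The mean over the 7 probes is of the opposite sign to the median, with 3 probes higher and 4 lower. Per array, the median of these genes was 0.86 ± 2.08 (SD, n = 3) under xylose and 1.18 ± 2.87 (SD, n = 3) under glucose, and with each array left out in turn the change ranged from -1.83 to 0.80. Glutamate synthase (Teth5140505) rose by 0.70 (adjusted p 0.125), with all 3 xylose arrays above the glucose arrays, and passed the test without glucose mid replicate 3 (0.97). Teth5140468 to Teth5140470 rose by a median of 1.96 (adjusted p 0.0209), from -1.00 ± 1.54 (SD, n = 3) to 0.20 ± 0.31 (SD, n = 3), with 2 of 3 genes called and overlapping arrays. The change of these genes was 1.03 without glucose mid replicate 1, 1.55 without xylose mid replicate 2 and 0.56 with within-array loess, and the set test was then not passed.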

Under xylose, arginine (*argABCDFGH*, *teth5140657-0663*) and glutamate biosynthesis (the precursor of arginine biosynthesis; *teth5140505* and *teth5140468-0470*) genes are highly expressed (Table S5) during mid exponential phase. Furthermore, the ADI pathway locus (*teth5140483*-*0485*) is activated during late exponential phase under xylose. Therefore, we propose that, in response to xylose, arginine is actively synthesized during mid exponential phase, which could serve as an alternative energy source for ATP generation during late exponential or stationary phases, consistent with the observation that X514 had a longer stationary phase under xylose than glucose (Figure 1A). 

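The ADI locus Teth5140483 to Teth5140485 changed from mid to late exponential phase by a median over its probes of 0.09 under xylose (adjusted p 0.549, set test) and of -0.94 under glucose (adjusted p 0.0497). The median of each array under xylose was -0.03 ± 0.30 (SD, n = 3) in mid and -0.11 ± 0.51 (SD, n = 3) in late exponential phase, a difference smaller than the spread. Of the 3 probes, that of Teth5140483 was detected on 0 of 3 arrays in mid and on 3 of 3 in late exponential phase under xylose, where its expression was at least 1.57-fold higher, with no overlap of the arrays. It was not called in limma (fitted change 1.39, adjusted p 0.0590). Under glucose this probe was detected on 0 of 3 arrays in either phase. The array median of the locus under glucose was 0.06 ± 0.40 (SD, n = 3) in mid and -1.05 ± 0.13 (SD, n = 3) in late exponential phase, with no overlap of the arrays. The decrease under glucose did not pass the test in 5 of the alternatives, or when any 1 of 5 of the 6 arrays was left out; without glucose mid replicate 1 it was -0.71. The difference between the substrates in the change from mid to late was 1.21 (adjusted p 0.0570), and it passed the test in 7 of the alternatives, such as 1.67 without centring. It also passed without glucose mid replicate 2 (1.40) or xylose late replicate 3 (1.33). In mid exponential phase the locus did not differ between xylose and glucose (-0.09, adjusted p 0.936).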

How xylose activates the ADI pathway remains unclear.

(III) Interactions among the Modules. One crucial feature and contribution of the network is the inter-module interactions, revealed via the links among modules, that manifest the intricate relationship among biological pathways. Among the 13 modules in the network (Figure 3A), Modules 1, 3, 5 and 8 each interacts with another five, four, three and three modules, respectively, while Module 10 is involved in binary interactions with another two modules. For example, the modules of DNA replication, transcription, amino acid metabolism and protein biosynthesis (Modules 1, 3 and 10) interact as expected. However, from the interaction relationship between Modules 5 and 8 (Figure 3C), a novel pathway is discovered that explains the positive correlation between B_12_ and ethanol yield (Figure S5D): genes encoding ethanolamine and propanediol (the alternative energy sources for ethanol production) utilization proteins, acetate kinase (producing acetate and ATP) and alcohol dehydrogenase (the final step in ethanol fermentation) are all linked to the porphobilinogen deaminase (*teth5140318*; a key enzyme in B_12_ synthesis) and ATP-cobalamin adenosyltransferase (*teth5141943*; the enzyme converts vitamin B_12_ to coenzyme B_12_) (Figure 3C). Thus, via this pathway, B_12_ synthesis interacts with and promotes ethanol production. Therefore, the network reveals unrecognized pathway interactions and indentifies genes serving crucial junctions.

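Over the 33 arrays, porphobilinogen deaminase (Teth5140318) correlated with 12 genes of ethanolamine and propanediol utilization, acetate kinase and alcohol dehydrogenase with a median r of 0.780 (range 0.722 to 0.831). Of these 12 pairs, 0 passed the link cutoff, and without centring the median r was 0.872 and the highest 0.902. ATP-cobalamin adenosyltransferase (Teth5141943) correlated with the other 11 genes with a median r of 0.949 (range 0.929 to 0.974), and 9 of the 11 pairs were links. Without centring all 11 of these pairs were links, and with the values processed by the authors 2 were.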

Additionally, the absence of inter-module interactions also contains crucial information. There are seven “standalone” modules in the network. For example, Module 8, Module 7 (mostly related to fructose utilization) and Module 4 (related to cellobiose utilization) are free of any connections or links, suggesting relative structural separation and functional independence among glucose, xylose, fructose and cellobiose catabolism in X514 (View II, Figure 2 and Figure S6; Part VII of Text S1).

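The probes of xylABF and xylGH were compared with those of fructose and cellobiose transport and metabolism, as far as they entered the rebuilt network. Between the xylose and the fructose genes, 10 pairs had a median r of -0.02 and a highest r of 0.381. Between the xylose and the cellobiose genes, 10 pairs had r values from -0.11 to -0.06. For fructose and cellobiose, 4 pairs could be measured, with a median r of 0.05. Each of the 3 sets of pairs had 0 links, with centring, without it and with the values processed by the authors. Within the xylose genes, the 4 pairs of Teth5140153 with Teth5140154, Teth5140155, Teth5140157 and Teth5140158 had a median r of 0.949 and a lowest r of 0.897, and 2 were links. Most probes of the fructose and cellobiose genes were detected on fewer than 17 arrays, so that the other pairs were outside the network. The paper proposes from the missing links that catabolism of these sugars is structurally separate and functionally independent.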

Similarly, based on the number of links for each node, the network also reveals the relative importance of genes in biological processes [16]. 

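Table S11 lists 26 genes, of which 23 had probes in the rebuilt network and 16 had at least 1 link. The median number of links was 3 over the 23 genes, and the highest was 8. The highest number of links in the rebuilt network was 24 (Teth5140713), and apart from Teth5141943 all genes with at least 10 links lay between Teth5140703 and Teth5140738. Without centring 22 of the 26 genes had a link, and with the values processed by the authors 19.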

Genes encoding the oligopeptide ABC transporter, xylose ABC transporter, PTS, binding protein-dependent transport systems, pyruvate oxidoreductase, acetate kinase and ethanolamine utilization protein are examples of genes with the highest number of connections (Table S11), suggesting active and important contributions by these genes to the glycobiome.

Furthermore, when integrated in an evolutionary perspective, the network reveals crucial metabolic and regulatory junctions. One prevalent feature of microbial genomes is the apparent redundancy of paralogs with individual contributions that can be elusive. One such example is the nine alcohol dehydrogenase (*adh*) genes in the X514 genome, which could play crucial roles in ethanologenesis by mediating the last and shared step of both pentose and hexose fermentations that converts aldehyde to ethanol. Two of them are NADPH-dependent *adh*s: *teth5140653* (*adhB*) and *teth5140654* (*adhA*); one of them is a bifunctional alcohol dehydrogenase/aldehyde dehydrogenase (*teth5140627*, *adhE*) [17], [18]. These three genes and four iron-containing *adh*s (*teth5140145/0241/0564/1935*) cluster in COG C, whereas an iron-containing *adh* (*teth5141808*) and a short-chain *adh* (*teth5141882*) cluster into COG Q (secondary metabolite catabolism) and COG E, respectively (Figure S7 and Table S12). The network reveals the various roles that these *adh*s play (Part VIII of Text S1). In particular, *teth1541935* is one of the most prominent (i.e., well-connected) nodes in the network. It is located in Module 8 (mostly xylose catabolism and energy production genes) and directly linked to 21 genes involved in ethanol conversion, particularly in B_12_-dependent ethanolamine utilization and propanediol utilization (Figure S5B). Moreover, *teth1541935* is induced under both fructose and xylose compared to glucose and is positively correlated with higher ethanol yields via the ethanolamine and propanediol pathways (Figure 3C).

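In the rebuilt network Teth5141935 had 2 links, to acetate kinase (Teth5141936, r = 0.966) and to Teth5141937 of ethanolamine utilization (r = 0.947). Its r with acetate kinase, aldehyde dehydrogenase and the genes of ethanolamine and propanediol utilization, 11 pairs in all, had a median of 0.926 and a lowest value of 0.848. Of these 11 pairs, 8 were links without centring, when Teth5141935 had 10 links in all. Under fructose Teth5141935 had a log2 ratio of 1.38 ± 0.16 (SD, n = 3) and under glucose of -0.23 ± 0.79 (SD, n = 3), a change of 1.60 (standard error 0.37, adjusted p 0.00352), with no overlap of the arrays. The call under fructose was lost with only the 6 arrays compared, with within-array loess (0.73) and with the values processed by the authors (1.34). Ethanol yields were not analysed here.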

The protein sequence-based phylogeny of all *adh*s in X514 and 39E (39E harbors seven *adh*s; Figure S7B) reveals that, except for *teth5141935* and *teth5140145* in X514 and *teth391597* in 39E, most X514 *adh*s have orthologs in 39E (a total of six such orthologous pairs) and are under stringent negative selection, suggesting a strong evolutionary pressure to preserve their functions (Figure S7B). *Teth5141935* and *0145* are the only two strain-specific *adh*s in X514, and the former coincides with the *teth5141935*, which prominently stands out in the network with 21 links (Figure S5B and Table S12; *teth5140145* is absent in the network). All of these data strongly identify *teth5141935* as a crucial junction in ethanol production and a key target in the rational perturbation of the network. Thus, of the nine *adh*s in the genome, seven are constitutively expressed, six are under negative selection (Ka/Ks <1), and two are X514 lineage-specific innovations with one of the two (*teth5141935*) serving as a crucial junction in energy production.

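The 9 adh genes on the arrays were followed through 7 comparisons, those of xylose, fructose and cellobiose with glucose in mid exponential phase and those of early and late with mid exponential phase under glucose and xylose. Teth5141935 and Teth5140145 were the genes with a call, and the other 7 genes had none. Teth5141935 was called under xylose, fructose and cellobiose, and each of these calls was lost in some of the alternatives. Its call under cellobiose was lost without centring and with the values processed by the authors, and under xylose its arrays overlapped. Teth5140145 was called in late exponential phase under glucose, with a fitted change of -1.25 (adjusted p 0.0346), where it was detected on 0 of 3 arrays, so that expression was at least 1.17-fold higher in mid exponential phase. This call was lost without glucose mid replicate 1 (-0.62) or any 1 of the late arrays, and in 7 of the alternatives. The largest change without a call was -1.25 for Teth5141808 under fructose (adjusted p 0.0549), with no overlap of the arrays, and it was called in 4 of the alternatives and without glucose mid replicate 3 (-1.59). Without centring, when the median of all probes fell by 1.77 in early exponential phase under xylose, further adh genes were called, such as Teth5140241 with -2.34 in that phase.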

### Transcriptional choreographies of the *Thermoanaerobacter* glycobiome reveal the dynamics and the cooperating nature of pentose and hexose utilization

By aligning the three choreographies (glucose, xylose, and dual carbohydrate) progressing across the three growth phases, the network not only provides a “static” model for glycobiome structure and regulation, but reveals the dynamics of this process (View III in Figure 2).

Among the three choreographies, the differentially expressed genes (Figure S8) are mostly those in energy production (C), carbohydrate transport and metabolism (G), amino acid metabolism (E), coenzyme metabolism (H), and inorganic ion transport (P) (Figure S8C and S8D). However, there are a number of prominent discordances.

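Between early and mid exponential phase, 159 genes were called under glucose (67 higher in early phase and 92 lower), 361 under xylose (228 and 133) and, under glucose-xylose, 72 higher in early phase and 81 lower. Between late and mid exponential phase, 225 genes were called under glucose (110 higher in late phase and 115 lower), 112 under xylose (81 and 31) and 3 under glucose-xylose (2 and 1), where 232 genes had an unadjusted p under 0.05. Arrays of the compared phases did not overlap for 25.6%, 37.6% and 28.2% of the genes in the early comparisons and for 43.6%, 20.9% and 28.1% in the late ones, in the same order of substrates, where chance gives 10%. Before centring, the median of all probes moved by -0.39, -1.77 and -0.59 from mid to early phase and by 0.05, 0.51 and -0.63 from mid to late phase, in the same order. Without centring, the calls in early phase were 158 under glucose (8 and 150), 1553 under xylose (4 and 1549) and 194 under glucose-xylose (8 and 186), and those in late phase 61, 171 (157 and 14) and 16 (1 and 15). Single arrays decided some of these counts: without glucose mid replicate 1, 21 genes were called in late phase under glucose, and without glucose early replicate 3, 50 in early phase under glucose. COG categories were not analysed here.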

First, glucose quickly switched on genes involved in carbon transport and metabolism (glycolysis and pentose phosphate pathway (PPP)) during early exponential phase, in both glucose alone and glucose-xylose growth conditions. 

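In early relative to mid exponential phase, the phosphogluconate and glucose-6-phosphate dehydrogenase genes (Teth5141416 and Teth5141417) rose under glucose by a median of 0.78 (adjusted p 0.0198, set test), from 1.13 ± 0.27 (SD, n = 3) to 1.91 ± 0.55 (SD, n = 3). Under glucose-xylose they changed by 0.01 (adjusted p 0.959), or by -0.52 without centring. The rise under glucose did not pass the test without glucose early replicate 1 (0.51), without glucose mid replicate 1 (0.63), without centring (0.38), with within-array loess (0.30) or with the values processed by the authors (0.34). The glycolysis genes of Figure 4A (Teth5141306 to Teth5141310) changed by 0.09 under glucose (adjusted p 0.433) and by -0.22 under glucose-xylose (adjusted p 0.477). For glucose that direction turned to -0.31 without centring and to -0.06 with quantile normalization.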

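Under glucose, the 4 probes of the locus Teth5141115 to Teth5141118 were detected on all 3 early exponential arrays and on 0 of 3 mid exponential arrays. Their per-array median was -0.90 ± 0.63 in early, -3.78 ± 0.15 in mid and -4.06 ± 0.39 in late exponential phase (SD, n = 3 each). They were not detected in late phase either, so that the medians in mid and late phase lie at the background. Expression in early phase was at least 5.40-fold higher than in mid phase for Teth5141115 and at least 1.86-fold higher for Teth5141116, the highest and the lowest of the 4 bounds, and with within-array loess the change of Teth5141115 was 0.87 and it was not called. For the locus Teth5142194 to Teth5142201, 1 of 8 probes passed the detection filter. Its log2 ratio was -1.63 ± 1.16 in early, -2.24 ± 0.19 in mid and -2.53 ± 0.38 in late phase, and the early rise of 0.61 was smaller than the spread. With no filter on dim probes all probes of this locus were tested, and the median rise of 1.80 passed the set test. The PTS genes Teth5140412 and Teth5140413 had a median of -0.23 ± 0.71 in early, 1.95 ± 0.43 in mid and 1.60 ± 0.17 in late phase. The gap between mid and late phase, 0.35, was smaller than the SD in mid phase.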

In glucose alone, the two loci (*teth5141115-1118* and *teth5142194-2201*) encoding carbohydrate-binding proteins (and associated transporters in each locus) peaked at early exponential phase, whereas the glucose-specific IIA/IIBC of PTS (*teth5140412-0413*) peaked during mid exponential phase (Figure 4A). However, in the xylose-alone choreography, a relative delay (“xylose lag”) was observed: the xylose-specific binding protein genes (*teth5141099-1100*) peaked during mid exponential phase with the ABC transport systems (*teth5140986-0992* and *teth5140157-0158*) peaking during late exponential phase (Figure 4A). However, under the dual carbohydrate condition, the “xylose lag” disappeared. Indeed, genes encoding xylose- and glucose-binding proteins peaked during early exponential phase (except teth5141100), while carbohydrate transport systems of glucose-specific PTSs and xylose ABC transporters both peaked during mid exponential phase. 

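Under xylose, the probes of Teth5141099 and Teth5141100 did not pass the detection filter in any condition, and no value is given for them. The 7 genes Teth5140986 to Teth5140992 had a per-array median of -2.07 ± 0.16 in early, -2.11 ± 0.26 in mid and -1.02 ± 0.07 in late exponential phase (SD, n = 3 each). In early phase 3 of the 7 probes, and in mid phase 1, were detected on 0 of 3 arrays. Their rise from mid to late phase was 1.10 (adjusted p 3.20e-06, set test), with all 7 probes higher and no overlap of the arrays, but with within-array loess it was 0.08 and did not pass. From mid to early phase they changed by 0.29 (adjusted p 0.365), a direction that reversed without centring (-1.40) and with the values processed by the authors (-1.46). For xylGH the medians were 2.49 ± 0.28 in early, 0.58 ± 0.20 in mid and 2.52 ± 0.37 in late phase, so that early and late phase differed by less than the spread. Relative to mid phase xylGH was higher by 1.90 in early (adjusted p 1.56e-06) and by 1.93 in late phase (adjusted p 1.06e-06). Without centring the early difference was 0.22, and with the values processed by the authors it was -0.01. Without centring, the medians were -1.08 ± 0.16 in early, -1.30 ± 0.32 in mid and 1.14 ± 0.50 in late phase, so that late phase was highest by 2.23. With background subtracted and dim spots missing, the differences of 1.80 and 2.16 did not pass the test.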

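Under glucose-xylose, Teth5141115 to Teth5141118 had a median of -2.56 ± 0.60 in early, -3.52 ± 0.27 in mid and -4.13 ± 0.30 in late exponential phase (SD, n = 3 each). In mid phase 2 of these 4 probes were detected on 0 of 3 arrays, and in late phase none of the 4 was detected. The early rise of this locus was 0.92 (adjusted p 0.248), with no overlap of the early and mid arrays. The 1 tested probe of Teth5142194 to Teth5142201 had -1.05 ± 0.93, -1.96 ± 0.22 and -2.02 ± 0.60 in the 3 phases. The PTS genes Teth5140412 and Teth5140413 had -0.58 ± 0.13 in early, 0.27 ± 0.22 in mid and 0.52 ± 0.20 in late phase. For Teth5140986 to Teth5140992 the medians were -2.29 ± 0.49, -2.23 ± 0.09 and -1.95 ± 0.05, and for xylGH -0.72 ± 0.13, -0.62 ± 0.11 and -0.65 ± 0.13. For xylGH the 3 phases thus differed by less than the spread. Over glucose, xylose and glucose-xylose, 8 of the 10 locus and substrate pairs of Figure 4A with a tested probe were highest in the phase that the paper gives, 3 of them by more than the largest SD, and without centring 10 of 10, 6 of them by more than the largest SD. The difference between glucose-xylose and xylose in the change from mid to early phase was -2.01 for xylGH (adjusted p 5.31e-05) and -0.09 for Teth5140986 to Teth5140992 (adjusted p 0.477). The difference for xylGH was -0.54 with the values processed by the authors, when it did not pass the test, and that for Teth5140986 to Teth5140992 was 1.07 without centring and -0.37 with within-array loess, when it passed. Without centring the change of xylGH itself from mid to early phase was -0.64 and passed the test.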

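In mid exponential phase under glucose-xylose, the glycolysis genes Teth5141306 to Teth5141310 had a per-array median of 3.58 ± 0.23, against 3.28 ± 0.43 in early and 3.19 ± 0.27 in late phase (SD, n = 3 each). Teth5141416 and Teth5141417 had medians of 1.46 ± 0.23 in early, 1.45 ± 0.33 in mid and 0.92 ± 0.16 in late phase. The decrease of these 2 genes from mid to late phase was -0.53 (adjusted p 0.137, set test), with no overlap of the arrays, and that of the glycolysis genes was -0.38 (adjusted p 0.157). Without centring both decreases passed the test, with -1.15 and -1.00.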

For PPP and glycolysis pathway genes, this finding was consistent with that observed for transporter genes (Figure 4A). Thus, when both glucose and xylose are present, glucose apparently activates xylose transport and catabolism via monosaccharide binding proteins (during early exponential phase) and via monosaccharide transport, PPP and glycolysis genes (during mid exponential phase).

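The difference itself between substrates was tested for the change from mid to early exponential phase. For Teth5141416 and Teth5141417 the change under glucose exceeded that under xylose by 1.82 (adjusted p 0.000537, set test), since under xylose they fell by 1.03 from mid to early phase (adjusted p 0.00522). Their change under glucose-xylose exceeded that under xylose by 1.04 (adjusted p 0.0480), a call that was lost in 5 of the alternatives and with any 1 of 8 arrays left out, such as xylose mid replicate 2 (0.86). For the glycolysis genes these differences were 0.73 (adjusted p 0.112) and 0.14 (adjusted p 0.649), and 2.02 and 1.30 without centring, when both passed the test. The first of these also passed without xylose early replicate 3 (0.85). Among all genes, the change from mid to early phase differed between glucose and xylose for 368 genes (914 without centring). Between glucose-xylose and xylose it differed for 15 genes, where limma gave 212 genes with an unadjusted p under 0.05, and for 354 without centring, 58 without xylose early replicate 3 and 2 without xylose early replicate 1. From the peaks of binding protein and transporter genes under both sugars, the paper proposes that glucose activates xylose transport and catabolism.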

**Figure 4:**
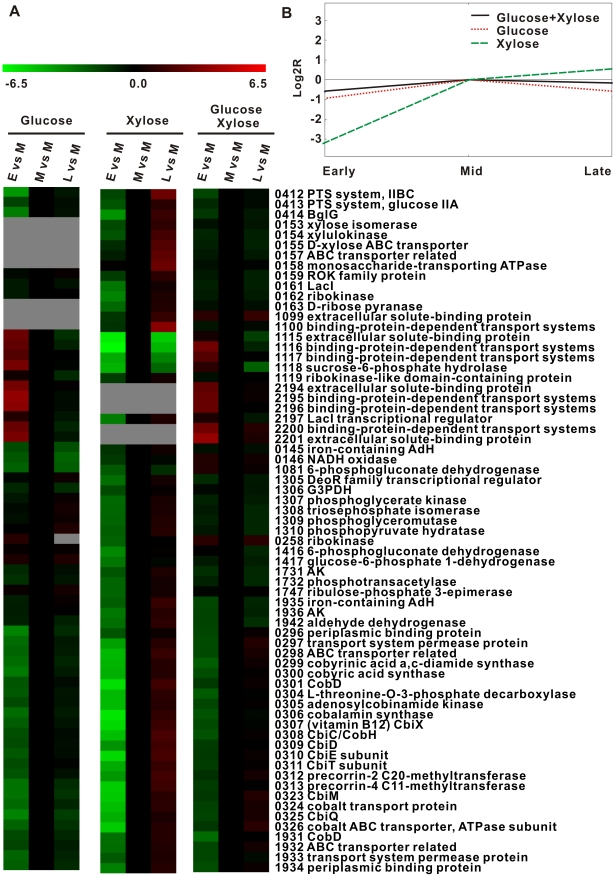
Dynamics of the *Thermoanaerobacter* glycobiome in the presence of glucose, xylose, or glucose-xylose. A) Expression ratios (log_2_ *R*) for representative genes involved in COG C, COG G, COG P and COG H across the time course are distinguished by colors: red, upregulated; black, no change; and green, downregulated. Those with a microarray signal-noise-ratio (SNR) <2 (i.e., expression level not quantifiable) are represented by the color gray. E: early exponential phase; M: mid exponential phase; and L: late exponential phase. B) Centroid graph of gene expression patterns during the exponential growth phase under glucose, xylose or glucose-xylose. Expression patterns are visualized with TM4 software [39].

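Across 1979 genes, the change from mid to early exponential phase under glucose-xylose had a Pearson correlation of -0.07 with that under glucose (Spearman -0.14). With the change under xylose it had a correlation of 0.65 (Spearman 0.61, 1980 genes), and the changes under glucose and xylose had one of 0.12. These correlations are across genes, which are not independent replicates, and the 3 mid exponential arrays of a substrate enter only its own change. The early and mid arrays of glucose lie in different scan sessions, whereas those of xylose and those of glucose-xylose each share a session. An effect of session on the low correlations with the change under glucose can therefore not be told apart from the substrate. Of the genes called in early phase under both glucose-xylose and xylose, 101 of 101 moved in the same direction, and of those called under both glucose-xylose and glucose, 33 of 41. For the change from mid to late phase the correlation of glucose-xylose was -0.30 with glucose and 0.19 with xylose.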

Second, xylose extended cellular coenzyme activities and sustained cellular growth during late exponential phase, whether alone or as one of the dual substrates (Figure 1; also see Figure 5A). In each of the three choreographies, most genes involved in inorganic ion transport and coenzyme metabolism were poorly transcribed during early exponential phase but abundantly expressed during mid exponential phase (Figure 4A). However, their expression quickly decreased during late exponential phase under glucose but not under xylose or xylose-glucose. 

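From mid to early exponential phase, the 25 probes of the B12 biosynthesis genes (Teth5140296 to Teth5140321) fell by a median of 1.58 under glucose (adjusted p 2.92e-05, set test; -1.31 with 4 dim genes at their lower bounds), 1.52 under xylose (adjusted p 1.94e-05) and 1.40 under glucose-xylose (adjusted p 0.000331). All 25 probes were lower in early phase under each substrate, and 19, 22 and 16 of them were called. The 4 cobalt transport genes (Teth5140323 to Teth5140326) fell by 2.25 under glucose (adjusted p 3.68e-05), 1.35 under xylose (adjusted p 0.00799) and 1.25 under glucose-xylose (adjusted p 0.0139). The early and mid arrays did not overlap for either locus under any of the 3 substrates. Under glucose 4 of the B12 biosynthesis genes were detected on 0 of 3 early arrays, and their expression was lower than in mid phase by at least 1.85-fold (Teth5140301) to 2.38-fold (Teth5140309). Within-array loess gave changes of cobalt transport of -0.77, -0.41 and -0.19, of which the last 2 did not pass the test. Without xylose mid replicate 1 the decrease of cobalt transport under xylose was -0.94 and did not pass, nor did that under glucose-xylose without glucose-xylose early replicate 1 (-0.97) or glucose-xylose mid replicate 2 (-1.03). Other genes of ion transport and coenzyme metabolism were not analysed here as a group.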

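From mid to late exponential phase, the cobalt transport genes fell by 1.19 under glucose (adjusted p 0.0168, set test), with 3 of 4 genes called and no overlap of the arrays. Without glucose mid replicate 1 the change was -0.94 and did not pass the test, nor did it without centring (-1.14), with within-array loess (-0.50) or with the values processed by the authors (-1.24). Under xylose the change was -0.08 (adjusted p 0.925), or 0.44 without centring, and under glucose-xylose it was 0.92 (adjusted p 0.0478), with 0 genes called in limma, overlapping arrays and no call in 11 of the alternatives or without any 1 of 4 of the 6 arrays, such as glucose-xylose late replicate 2 (0.68). For B12 biosynthesis the changes were -0.43 under glucose (adjusted p 0.137, 24 of 25 probes lower, no overlap of the arrays), 0.28 under xylose (adjusted p 0.532) and 0.34 under glucose-xylose (adjusted p 0.315), the last of which was -0.29 without centring. The difference between glucose-xylose and glucose in the change from mid to late phase was 2.23 for cobalt transport (adjusted p 0.00296) and 0.70 for B12 biosynthesis (adjusted p 0.0703). Without centring these were 1.56 and 0.02, and neither passed the test. The difference for B12 biosynthesis passed without glucose-xylose mid replicate 2 (0.92) or glucose-xylose late replicate 1 (0.91). Between xylose and glucose the difference was 1.12 for cobalt transport (adjusted p 0.105) and 0.79 for B12 biosynthesis (adjusted p 0.127), and both passed without xylose mid replicate 1 (1.49 and 1.06).

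**Figure D4:**
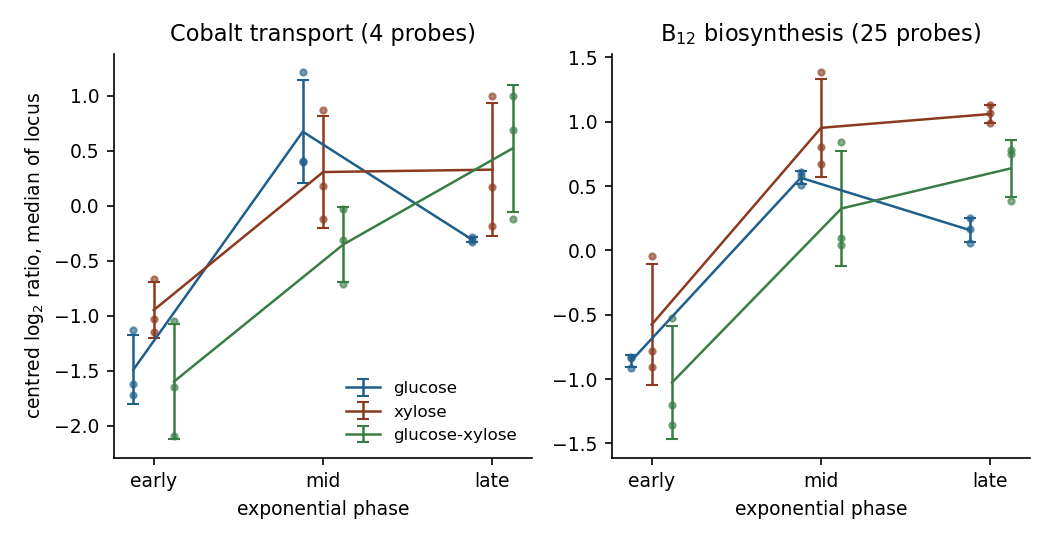
Median centred log2 ratio (Cy5 to Cy3) of the probes of the cobalt transport locus (4 probes) and of the B12 biosynthesis locus (25 probes) on each array, by phase and substrate. Points are arrays and error bars the SD around the mean of 3 arrays, and early exponential phase is the lowest phase for each substrate.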

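Per array, the median log2 ratio of Teth5140323 to Teth5140326 was 0.68 ± 0.47 in mid and -0.31 ± 0.02 in late exponential phase under glucose (SD, n = 3 each). It was 0.31 ± 0.51 and 0.33 ± 0.60 under xylose, and -0.35 ± 0.34 and 0.52 ± 0.58 under glucose-xylose. For Teth5140296 to Teth5140321 it was 0.56 ± 0.05 and 0.16 ± 0.10 under glucose, 0.95 ± 0.38 and 1.06 ± 0.07 under xylose, and 0.33 ± 0.45 and 0.64 ± 0.22 under glucose-xylose.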

Examples of such genes include the putative cobalt transport (*teth5140323*-*0326*) and vitamin B_12_ coenzyme biosynthesis (*teth5140296*-*0321*) operons. The sustained high expression of these genes probably explains the prolonged stationary phase whenever xylose is present.

Therefore, the dual carbohydrate glycobiomes include the respective choreographic features of xylose- and glucose-alone glycobiomes (Figure 4B). In particular, glucose accelerated xylose utilization via activating xylose transport and catabolism genes, whereas xylose maintained and extended coenzyme activities and ion metabolism to delay cellular lysis (Figure 1A and Figure 5A). Such a structurally independent yet functionally collaborating interaction between pentose and hexose catabolism explains the robust glucose-xylose co-utilization and appears to be a key feature of the *Thermoanaerobacter* glycobiome.

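Tested over all genes, the change from mid to late exponential phase differed between xylose and glucose for 111 genes (71 higher and 40 lower under xylose) and between glucose-xylose and glucose for 232 genes (138 and 94). Without centring these were 81 genes (71 and 10) and 215 genes (11 and 204), so that the direction of the latter depends on the centring. The last centred count was 59 without glucose mid replicate 1 and 352 without glucose mid replicate 2, and the first was 69 without glucose late replicate 3. Relative to glucose, 183 genes were called in mid exponential phase under both xylose and glucose-xylose, and all 183 moved in the same direction. Both comparisons use the same 3 glucose arrays, which by itself favours changes in 1 direction.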

### Collaborative pentose and hexose catabolism are exploited for product-yield via optimizing timing and loading of specific carbon supplies

To validate the network-derived findings on the distinct roles and cooperative nature of pentose and hexose, a series of batch fermentation experiments were devised in which, in a substrate-specific manner, the relative loading and timing (and their combinations) of the carbon supply were varied (Figure 5). Under dual carbohydrate conditions, the growth curve was similar to that of glucose alone, while the duration of the stationary phase was similar to that of xylose alone (Figure 5A). Moreover, when introducing xylose but not glucose into a glucose-alone culture, either at inoculation or at mid exponential phase, the stationary phase was extended (Figure 5A and Figure S9). Both findings are consistent with the hypothesized roles and cooperative nature of glucose and xylose.

**Figure 5:**
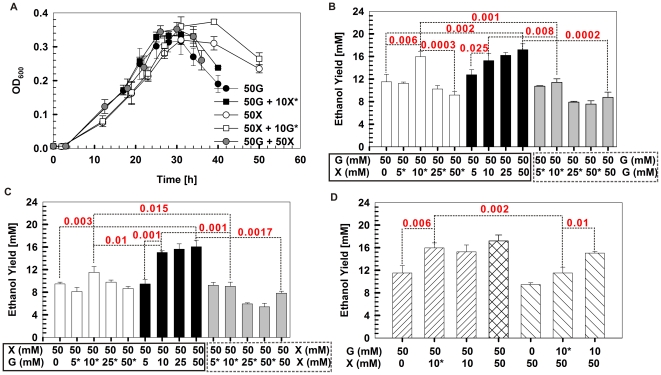
Ethanol yield enhancement via timing optimization and loading of specific carbon supplies. A) Growth curves of *Thermoanaerobacter* sp. X514 under different carbohydrates in defined medium. B, C and D) Ethanol yields under various timing and loading (and their combinations) conditions of specific carbohydrate substrates. Differences between groups were evaluated using one-tailed paired t-tests. For selected pairs that exhibited significant differences, p values are shown (those with p<0.05 are considered significant). *: the substrate (glucose or xylose) was introduced during mid exponential phase; G: glucose; and X: xylose.

Furthermore, the ethanol yields were also examined (Figure 5). First, the dual substrate condition yields significantly more ethanol than did either substrate alone. For example, glucose plus xylose (at 50 mM each) produced 89% more ethanol than did 100 mM glucose (*p* = 0.0002; Figure 5B) and 113% more ethanol than did 100 mM xylose (*p* = 0.0017; Figure 5C).

Second, under dual substrate, there is an additive, substrate concentration-dependent effect on the ethanol yield when supplementing one substrate for the other at inoculation. However, the effect disappeared beyond ∼10 mM of the supplementary substrate. Beyond this threshold, adding more of the supplementary substrate did not further improve ethanol yield. For example, on top of 50 mM glucose, 10 mM supplementary xylose yielded a level of ethanol similar to 50 mM supplementary xylose (*p* value not significant; Figure 5B). On top of 50 mM xylose, 10 mM supplementary glucose yielded a similar amount of ethanol to 50 mM supplementary glucose (*p* value not significant; Figure 5C).

Third, the timing of introducing the supplementary substrate is an important factor in determining ethanol yield. When supplementing 10 mM xylose with 50 mM glucose, no significant difference in ethanol yield was found whether introducing the supplementary substrate at inoculation or during mid exponential phase (Figure 5B) In fact, replacing the supplementary xylose with glucose lowered the ethanol yield (data not shown). However, adding 10 mM supplementary glucose at inoculation to 50 mM xylose yielded 31% more (*p* = 0.01) ethanol than adding the glucose during mid exponential phase (Figure 5C). Replacing supplementary glucose with xylose lowered the ethanol yield (data not shown). This finding is also consistent with the distinct yet collaborative action modes of glucose and xylose.

Finally, the substrate-specific and timing-dependent features were exploited to achieve optimal yield. For example, supplementing 10 mM xylose during mid exponential phase to 50 mM glucose (added at inoculation) yielded 39% more ethanol (*p* = 0.002) than did supplementing 10 mM glucose during mid exponential phase to 50-mM xylose (added at inoculation) (Figure 5D).

Therefore, the distinct yet collaborative glucose and xylose catabolism can be exploited to enhance ethanol yield via optimized timing and balanced loading of the carbon supply in a substrate-specific manner.

### Cellular model of the *Thermoanaerobacter* glycobiome

The structure and dynamics of the glycobiome enables the construction of a hypothetical cellular model of carbohydrate catabolism for thermophilic anaerobes (Figure 6), which highlights the features shared with and distinct from model microbes, such as *E. coli*. First, transcription factors, such as the BglG family anti-terminators, respond to carbon-substrate availability and activate both hexose-specific PTS transport systems and ABC pentose transport systems (in contrast to *E. coli* in which XylR regulates ABC xylose transport) [12]. Second, when the monosaccharides are transported into cells, another set of regulators is expressed: the DeoR-family regulator, responding to hexoses (e.g., fructose), activates glycolysis genes, while *lacI* and other members of the putative PPP operon that includes *lacI* are all induced under xylose (Figure 6). 

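Under fructose in mid exponential phase, the gene of the DeoR-family regulator (Teth5140575) was detected on all 3 arrays and on 0 of the 3 glucose arrays, and its expression was at least 31.8-fold higher. Under xylose, the 6 genes of the lacI locus (Teth5140161 to Teth5140166) rose by a fitted median of 2.62, or 2.19 with the 1 gene that was dim under glucose at its lower bound (adjusted p 0.000121, set test), with changes from 0.03 to 3.16 and 5 of 6 genes called. Per array the median of this locus was 0.13 ± 1.32 (SD, n = 3) under xylose and -2.03 ± 0.18 (SD, n = 3) under glucose, with no overlap of the arrays. With each array left out in turn its change stayed between 1.95 and 3.05, and within-array loess moved it most, to 0.82. With background subtracted and dim spots missing it was 2.54 and did not pass the test.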

The two core pathways of carbon metabolism, glycolysis and PPP, consequently metabolize hexoses, pentoses and disaccharides. Third, the vitamin B_12_ pathway promotes ethanol production through B_12_-dependent ethanolamine and 1, 2-propanediol, while the ADI pathway revives the cell for sustained growth (Figure 6).

**Figure 6:**
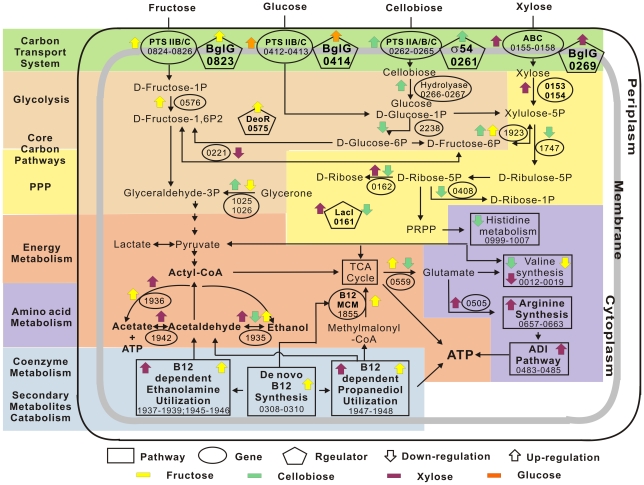
Cellular model of the *Thermoanaerobacter* glycobiome. Key transport, metabolic and regulatory genes and pathways are illustrated. Yellow arrows: genes specifically expressed under fructose (glucose as reference). Green arrows: those specifically expressed under cellobiose (glucose as reference). Purple arrows: those specifically expressed under xylose (glucose as reference). Orange arrows: the two putative operons specifically expressed under glucose but downregulated under all other substrates. Up arrow: upregulation; down arrow: downregulation. IDs of the corresponding genes in X514 are shown.

## Discussion

### Features of the network reconstruction approach

Our study demonstrates a strategy for the efficient and productive reconstruction of functional and regulatory networks based on a rational experimental design, a limited number of transcriptomes sampled and appropriate computational theories. First, to maximize the discriminating power of co-expression-based analysis, time courses (View III; Figure 2) were introduced in the experimental design in contrast to most previous studies in which only substrates (View I and II; Figure 2) were considered and only the mid exponential phase was sampled [19]. In this study, when only the 15 datasets from different substrates (15 microarrays) were used for network construction, no prominent biological insights were revealed (data not shown). Thus, the absence of the time course datasets would have prevented crucial insights, such as the nature of interactions between the glucose and xylose modules. 

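From the 15 arrays of mid exponential phase alone, 496 genes had at least 1 link at the same cutoff, with 1002 links in 19 modules. Apart from these links, 186 pairs passed the cutoff with a negative r, where over all 33 arrays 0 did. Among the genes that Table S1 assigns to Module 8 there were 30 links, and Teth5141935 had 0. These arrays are 5 conditions in triplicate, and no p value was computed for a link.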

Second, we demonstrated that valuable insights can emerge from a transcriptome dataset of a reasonable size (33 total microarrays; View I/II/III; Figure 2). Previous networks were usually constructed with thousands of microarrays [20], and the notion that the construction of biologically meaningful co-expression networks demands “scale” has largely limited such studies to only a few model organisms [21]. Third, one crucial factor determining network quality is the threshold of the Pearson correlation between genes. Methods for rationally choosing this threshold include those based on known biological information [22] and on the statistical comparison of randomized expression data [23], which usually are manual, subjective and require organisms with well-established biological backgrounds. Random matrix theory in an automatic and objective fashion distinguishes system-specific, non-random properties embedded in complex systems [10], [16], and thus is especially valuable in non-model organisms where little or no prior knowledge exits.

### Novel insights into thermoanaerobic carbohydrate catabolism

Hexose and pentose co-utilization is an extraordinary and industrially valued property among ethanologens. *Saccharomyces cerevisiae* and *Zymomonas mobilis* are not able to ferment pentose to ethanol [4], while *E. coli* and *B. subtilis* prefer hexoses over pentoses, due to CCR [6]. In *Thermoanaerobacter*, the intriguing trait of hexose and pentose co-utilization may be tentatively interpreted as an adaptation to barren environments where carbohydrates (and, in particular, monosaccharides, are scarce [8]). Simultaneous activation of catabolic pathways for all monosaccharides available may thus be viewed as an evolutionary acquisition with adaptive value. In addition, as an anaerobe, these cells lack an oxidative PPP for converting hexoses to pentoses [24]. Consequently, any preference for hexose would have compromised the many crucial metabolic processes where pentose played essential roles. Such environmental and evolutionary pressure left striking footprints on their regulatory mode as well. For example, in both *E. coli* and *B. subtilis*, the activation of xylose utilization genes uses XylR [12], [25], which activates xylose utilization loci. In *B. subtilis*, when glucose and xylose are both present, the transcriptional regulator catabolite control protein A (CcpA), which is activated by the hexose-induced phosphorylated histidine-containing protein (HPr), blocks XylR-binding sites upstream of xylose utilization loci, thus preventing xylose from being consumed until glucose is depleted. Alternatively, in *Thermoanaerobacter*, both the hexose- and pentose-transport systems appear to be regulated by BglGs, rather than by XylR for pentose. Our model suggests that one BglG (Teth5140269) positively regulates xylose ABC transporters (Teth5140157) under both xylose alone and dual carbon source (glucose and xylose), a second (Teth5140823) activates fructose-specific PTS transporters (Teth5140824-0826), and a third (Teth5140414) activates glucose-specific PTS transporters (Teth5140412-0413) (Figure 6 and Figure S3). This difference may contribute to the pentose-hexose co-utilization.

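The probe of Teth5140823 was detected on 14 of the 33 arrays and did not enter the rebuilt network. Over all 33 arrays its r was 0.963 with Teth5140824, 0.961 with Teth5140825 and 0.893 with Teth5140826, of which the first 2 pass the link cutoff. Teth5140414 had an r of 0.934 with Teth5140412 and of 0.788 with Teth5140413, with 0 links, and without centring these were 0.946 and 0.936, with 1 link.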

Compared to aerobes, *de novo* B_12_ synthesis is another advantageous trait in *Thermoanaerobacter*, a strict anaerobe, because B_12_ promotes ethanol production in the thermophilic anaerobe *C. thermocellum* [26]. Only strict anaerobes contain this trait because B_12_ is only anaerobically synthesized [27]. This trait simplifies nutrient requirements and promotes ethanol yields via ethanolamine and 1, 2-propanediol utilization pathways in X514, a clear advantage in ethanol production (Figure 3C). Furthermore, the ADI pathway, which is a survival strategy that delays host cell lysis and ethanol damage [15], functions only anaerobically. Under aerobic conditions, another arginine catabolism pathway (arginine to glutamate) is induced [28]. These features and their genetic basis distinguish the *Thermoanaerobacter* glycobiome and suggest novel exploitation strategies to enhance *Thermoanaerobacter* fermentation.

### Impact on CBP strain development for cost-effective cellulosic biofuel production

Mono- or co-cultures of cellulolytic and/or ethanologenic TGPAs (e.g., *C. thermocellum* and *T. ethanolicus* [2], [29]) are promising CBP organisms, but several challenges in their utilization remain. Our study reveals new strategies and targets for overcoming these hurdles.

First, glucose and xylose utilization can be enhanced by engineering specific transport apparatuses. At least five predicted operons, including both ABC transporters and PTSs, may be involved in transporting xylose or glucose, and their individual contributions can be elusive. Our results identify putative operons that are specifically affected by glucose (*teth5140412-0414*) and xylose (*teth5140153-0155* and *teth5140157-0158*), thereby presenting a prioritized list of engineering targets in X514 and related organisms. Second, cellobiose, which is abundant in lignocellosic hydrolysates, is a dimer of glucose. However, in X514, lower biomass and end products were produced under cellobiose than under glucose (Figure S1). The presence of Module 4 (related to cellobiose catabolism) in the network (Figure 3A) and the finding that these genes require a longer induction identify cellobiose utilization as one bottleneck in *Thermoanaerobacter* ethanol yield, reveal a relatively independent mechanism of cellobiose hydrolysis and transport and pinpoint *teth5140262-0267*, which encodes a disaccharide-specific transporter and glycoside hydrolyase cassette, as a key engineering target to improve cellobiose utilization. Third, one of the nine *adh*s in the genome, *teth5141935*, is identified as a top target for engineering ethanol yield. Adhs regulate the balance leading to ethanol; therefore, the perturbation of *teth5141935* should improve ethanol yield [30]. Because large arrays of paralogous *adh*s are the norm rather than the exception in microbes (9 in X514, 7 in *E. coli* and 7 in *S. cerevisiae*; [31]), our network-based approach for functionally distinguishing such paralogs should have broader applications. Finally, we uncovered the distinct properties of glucose and xylose as cellular fuels. Glucose and xylose modules overlap when both monosaccharides are present: the former activates xylose transport and catabolism during early exponential phase (via monosaccharide binding proteins) and mid exponential phase (via monosaccharide transport and PPP and glycolysis genes), while the latter delays cell lysis by sustaining coenzyme and ion metabolisms. This finding could be valuable to the design of more efficient carbon utilization devices and modules in synthetic biology. Furthermore, we experimentally demonstrated that these properties can be rationally exploited to enhance ethanol yield.

In summary, the newly discovered modular and precisely regulated network unveiled unique features of the *Thermoanaerobacter* glycobiome and revealed novel perturbation strategies and targets. Together with the genetic systems under development [30], [32], this network forms the foundation for rational engineering of both fermentation and cellular machineries in TGPA and other ethanologens for efficient hexose-pentose co-utilization. Furthermore, we demonstrated a strategy for cost-effective network reconstruction. The expanded applications of such a strategy and approaches in monocultures (e.g., exploring network fluidity or evolution) and mixed communities could provide new insights into interacting pathways, cells and cellular populations.

## Materials and Methods

### Oligonucleotide probe design and microarray construction

Microarrays for X514 were constructed with 70-mer nucleotide probes. This microarray includes 2315 probes covering 2322 annotated gene sequences. Among these probes, 20 probes were designed from 20 ORFs randomly selected from the human genome and were used as negative controls. Of the 2365 gene sequences used for probe design, no probes could be designed for 43 of them, which were thus not covered by the microarray. Each probe was replicated twice on the microarray, resulting in two sub-arrays on the slide. Gene-specific and group-specific oligonucleotide probes were designed with CommOligo 2.0 software [33] based on the following criteria: identity ≤85%, stretch ≤20 bases, and free energy ≥−40 kCal/Mol to non-target sequences for gene-specific probes; and identity ≥96%, stretch ≥55 bases, and free energy ≤−90 kCal/Mol to target sequences for group-specific probes. All designed oligonucleotides were commercially synthesized by MWG Biotech Inc. (High Point, NC) and prepared, as described by Li et al. [33]. Detailed information of the probes and their targets were reported in Table S13.

### Cell growth conditions and product profiling

*Thermoanaerobacter* sp. X514 was grown anaerobically in defined medium [8] supplemented with either 50 mM glucose, xylose, fructose or cellobiose as the sole carbon source or 50 mM glucose plus 50 mM xylose as dual carbohydrates at 60°C without shaking. X514 was passaged five times on the substrate of interest in defined medium before inoculation. Each sample was harvested during the early exponential (OD_600_∼0.1), mid exponential (OD_600_∼0.17) and late exponential (OD_600_∼0.27) phases. Next, cell pellets were frozen immediately in liquid N_2_ and stored at −80°C prior to RNA extraction. All of the samples were prepared and analyzed in triplicate.

Concentrations of acetate, ethanol and lactate were analyzed using a high-performance liquid chromatograph (Agilent Technologies, CA) equipped with a variable wavelength (190–600 nm) detector (VWD, with UV absorption at 245 nm) and an ion exclusion column (Aminex HPX-87H, 300 mm×7.8 mm, Bio-Rad Laboratories, CA) at a column temperature of 55°C. The mobile phase consisted of 0.025% sulfuric acid at a flow rate of 0.6 ml/min. An Aminex HPX-87P column (Bio-Rad) was used with deionized water as the mobile phase to measure the sugar concentrations.

### Acquisition and analysis of global gene-expression profiles

Total cellular RNA and genomic DNA were isolated and labeled, as previously described [34], [35]. The Cy3-labeled genomic DNA was used as a common reference to co-hybridize the Cy5-labeled RNA samples on each slide. Hybridization was performed using a TECAN HS4800 Pro Hybridization Station (Tecan, NC) by following the manufacturer's instructions. After hybridization, slides were scanned using a ProScanArray microarray analysis system (Perkin Elmer, MA).

To determine the signal intensity of fluorescence for each spot, the scanned 16-bit TIFF images were analyzed by ImaGene 6.1 software (Biodiscovery Inc., EI Segundo, CA) as described by [34]. Details of the microarray data analysis were previously described [34]. Typically, a cutoff |log_2_ *R*| ≥1.0 and |Z score| ≥2.0 were used to determine changes of significance. The complete microarray dataset was deposited as NCBI GEO GSE24458.

### Validation of microarray-based gene-expression profiles: real-time quantification PCR (qRT-PCR)

The robustness of the high-density oligonucleotide microarray-based expression profiles was tested by qRT-PCR of a selected set of 20 genes distributed in different putative operons (Table S14). The specific primer pair for each gene and their respective sequences were listed in Table S14. The qRT-PCR analysis was performed according to a previously described protocol [34]. Copy numbers of the target gene transcripts were determined via comparison with standard curves, and log_2_ *R* ratios were subsequently determined. A high correlation coefficient of 0.932 was observed between the qRT-PCR and the microarray results (Figure S10), validating the reproducibility of the microarray data.

### Construction of the gene co-expression network

All 33 microarray datasets from the sole and dual carbon sources were used for the construction of a gene co-expression network based on random matrix theory [16]. For each spot on the microarray, a normalized Cy5/Cy3 ratio was calculated, and then logarithmic transformation of the ratio was performed. The network was generated with a Pearson correlation coefficient cut-off at 0.94 between each pair of genes [16]. The modules were separated by fast greedy modularity optimization [36]. This algorithm divides an entirely unclustered network where each node in the graph forms a singleton community into organized modular structures by computing modularity between two communities based on the connections between nodes until a maximum modularity value is reached [37].

### Phylogenetic analysis of orthologous and paralogous genes

The amino acid sequences of the nine and seven *adh*s of X514 and 39E, respectively, were extracted from the NCBI reference genome sequences NC_010320.1 and NC_010321.1. These *adh* sequences were analyzed by ClustalW based on MEGA 4 software. Ka/Ks was calculated by the PAML software. Ka/Ks <1 suggests negative selection while Ka/Ks>1 indicates positive selection [38].

## Supporting Information

Figure S1 Thermoanaerobic Carbohydrate Fermentation by X514. A) Sugar utilization. B) Acetate, lactate and ethanol production. All experiments were performed in triplicate, and standard deviations are shown. Differences were evaluated by one-tailed paired t-tests, with p<0.05 considered significant. C) Time courses of ethanol production (early, mid and late exponential phase). D) Time courses of sugar utilization (square) and growth curves (circle) under glucose (black) and xylose (white). E) Growth curves under different mono-carbohydrates during exponential growth phase. Data are fitted with the *Y = ae* *^b^* *X* equation at the exponential growth phase.
(TIF) Click here for additional data file.

Figure S2 One Sub-Module with Newly Revealed Functions and Module 4 (mostly related to cellobiose utilization or encoding hypothetical proteins). A) The genes in the sub-module are the first neighbors of *teth5141834-1835*. B) Module 4. Blue lines indicate positive correlation coefficients. The color code is as in Figure 3A.
(TIF) Click here for additional data file.

Figure S3 Sub-modules Encoding Novel Regulatory Functions. Genes in these sub-modules are the first neighbors of *teth5140269* (A), *teth5140159* (B), *teth5141590* (C) and *teth5141567*, *teth5141275* and *teth5141161* (D). Color code is as in Figure 3A. Blue lines indicate positive correlation coefficients.
(TIF) Click here for additional data file.

Figure S4 Organization of the *xyl* Loci of *Escherichia coli*, *Thermoanaerobacter ethanolicus* 39E and *Thermoanaerobacter* sp. X514. IDs of the corresponding *xyl* genes in X514 are also shown.
(TIF) Click here for additional data file.

Figure S5 Selected Modules and Sub-Modules in the *Thermoanaerobacter* Glycobiome Network. A) Module 7 (mostly fructose catabolism genes). B) Sub-module involving the *adh* (*teth5141935*). C) Two sub-modules involving the *adh*s (*teth5141982* and *teth5140241*). Genes in these sub-modules are the first neighbors of *teth5141935*, *1882* and *0241*. Color code is as in Figure 3A. Blue lines indicate positive correlation coefficients. D) A novel pathway identified in this study underlies the positive correlation between B_12_ and ethanol yield. IDs of the corresponding genes in X514 are also shown.
(TIF) Click here for additional data file.

Figure S6 Genome-Wide Expression Pattern of *Thermoanaerobacter* sp. X514 under Glucose-Xylose. The genes and predicted operons under COG C and G clusters are shown, which are involved in glucose and xylose transport and catabolism. Xyl or X: xylose; and Glu or G: glucose.
(TIF) Click here for additional data file.

Figure S7 Transcriptional Features and Evolutionary Origins of Alcohol Dehydrogenase Genes. A) Transcriptional programs of the genes. G: glucose; X: xylose; F: fructose; C: cellobiose; E: early exponential phase; M: mid exponential phase; and L: late exponential phase. B) Phylogenetic tree of the *adh*s in X514 and 39E. Numbers below the branches are bootstrap (500 times) values, while those above indicate Ka/Ks.
(TIF) Click here for additional data file.

Figure S8 Statistical Analysis of the Genes Differentially Expressed in Different Growth Conditions. A) Numbers of the up- or downregulated genes under each condition. Each column represents the number of genes with significant expression changes (|log_2_ *R*| ≥1 and |Z score| ≥2) under the corresponding sugars: fructose (F), glucose (G), xylose (X) or cellobiose (C), early exponential phase of glucose (eG), mid exponential phase of glucose (mG), late exponential phase of glucose (lG), early exponential phase of xylose (eX), mid exponential phase of xylose (mX) and late exponential phase of xylose (lX). B) Differentially expressed genes (over the total number of significantly changed genes) in each COG category, under mono-carbohydrate cultures at mid exponential phase. C) Differentially expressed genes (over the total number of significantly changed genes) at different growth phases under glucose alone. D) Differentially expressed genes (over the total number of significantly changed genes) at different growth phases under xylose alone. Asterisks indicate that the majority of differentially expressed genes are in these COG categories.
(TIF) Click here for additional data file.

Figure S9 Growth Curves of *Thermoanaerobacter* sp. X514 with 10 mM Glucose or Xylose Introduced at either Inoculation or Mid Exponential Phase. The supplementary substrate was respectively added to 50 mM xylose or glucose added at inoculation. *: the substrate (glucose or xylose) was introduced at mid exponential phase. G: glucose; and X: xylose.
(TIF) Click here for additional data file.

Figure S10 Real-time Quantitative RT-PCR (qRT-PCR) Analysis of Selected Genes for Validating Microarray Data. The induction levels were compared among 14 genes induced by xylose, 14 genes induced by glucose, and 12 genes related to mid exponential phase growth of X514. All of the genes were randomly selected. The comparison was plotted on log_2_ *R*, which was determined by microarrays (*x-*axis) and qRT-PCR (*y-*axis).
(TIF) Click here for additional data file.

Table S1 The 614 Genes Constituting the Reconstructed Genome-Wide Carbon Utilization Network of *Thermoanaerobacter* sp. X514.
(XLS) Click here for additional data file.

Table S2 Up- or Downregulated “Hypothetical Genes” of *Thermoanaerobacter* sp. X514 under the Different Carbohydrates. Bold fonts indicate |Z score| ≥2.
(DOC) Click here for additional data file.

Table S3 Up- or Downregulated Genes in the Transportation and Metabolism of Carbohydrates (COG G) in *Thermoanaerobacter* sp. X514 under Xylose or Glucose-Xylose. Bold fonts indicate |Z score| ≥2. Glu: glucose; and Xyl: xylose.
(DOC) Click here for additional data file.

Table S4 Up- or Downregulated Genes in Energy Metabolism (COG C) in *Thermoanaerobacter* sp. X514 under Xylose or Glucose-Xylose. Bold fonts indicate |Z score| ≥2. Glu: glucose; and Xyl: xylose.
(DOC) Click here for additional data file.

Table S5 Up- or Downregulated Genes in Amino Acid Metabolism (COG E) in *Thermoanaerobacter* sp. X514 under Xylose or Glucose-Xylose. Bold fonts indicate |Z score| ≥2. Glu: glucose; and Xyl: xylose.
(DOC) Click here for additional data file.

Table S6 Up- or Downregulated Genes in the Transportation and Metabolism of Carbohydrates (COG G) in *Thermoanaerobacter* sp. X514 under Fructose. Bold fonts indicate |Z score| ≥2.
(DOC) Click here for additional data file.

Table S7 Up- or Downregulated Genes in Amino Acid Metabolism (COG E) in *Thermoanaerobacter* sp. X514 under Fructose. Bold fonts indicate |Z score| ≥ 2.
(DOC) Click here for additional data file.

Table S8 Up- or Downregulated Genes in Energy Metabolism (COG C) in *Thermoanaerobacter* sp. X514 under Fructose. Bold fonts indicate |Z score| ≥2.
(DOC) Click here for additional data file.

Table S9 Up- or Downregulated Genes in the Transportation and Metabolism of Carbohydrates (COG G) in *Thermoanaerobacter* sp. X514 under Cellobiose. Bold fonts indicate |Z score| ≥2.
(DOC) Click here for additional data file.

Table S10 Up- or Downregulated Genes in Energy Metabolism (COG C) in *Thermoanaerobacter* sp. X514 under Cellobiose. Bold fonts indicate |Z score| ≥2.
(DOC) Click here for additional data file.

Table S11 Top 23 Genes with the Highest Numbers of Connections in the *Thermoanaerobacter* Glycobiome Network.
(DOC) Click here for additional data file.

Table S12 Expression of the Nine Alcohol Dehydrogenase Genes from X514 under Different Carbohydrates. Bold fonts indicate |Z score| ≥2. G: glucose; X: xylose; F: fructose; C: cellobiose; Early: early exponential phase; Mid: mid exponential phase; and Late: late exponential phase.
(DOC) Click here for additional data file.

Table S13 Complete List of Probes and Genes on the *Thermoanaerobacter* sp. X514 Whole-Genome Microarray for Gene Expression Profiling.
(XLS) Click here for additional data file.

Table S14 Primers and Sequences Used for qRT-PCR.
(XLS) Click here for additional data file.

Text S1 Supplemental Materials.
(DOC) Click here for additional data file.

# Supplementary material for: The Thermoanaerobacter Glycobiome Reveals Mechanisms of Pentose and Hexose Co-Utilization in Bacteria
**Source:** PLoS Genet. 2011 Oct 13;7(10):e1002318. doi: 10.1371/journal.pgen.1002318
**Supplement:** Table S2 — Up- or Downregulated “Hypothetical Genes” of Thermoanaerobacter sp. X514 under the Different Carbohydrates. Bold fonts indicate |Z score| ≥2.

**Table S2. Up- or Down-regulated “Hypothetical Genes” of *Thermoanaerobacter* sp. X514 under the Different Carbohydrates. Bold fonts indicated |Z score|≥ 2.**

| **Gene ID** | **No. of links** | **Annotation** | **COG** | **Cellobiose vs Glucose** | | **Xylose vs Glucose** | | **Frcutose vs Glucose** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **log2*R*** | **Z score** | **log2*R*** | **Z score** | **log2*R*** | **Z score** |
| Teth5140703 | 7 | XRE family transcriptional regulator | K | 4.71 | **3.23** | -1.48 | **-2.34** | 1.15 | 1.66 |
| Teth5140704 | 5 | hypothetical protein |  | 4.32 | **2.54** | -1.51 | **-2.37** | 0.98 | 1.51 |
| Teth5140705 | 2 | hypothetical protein |  | 4.70 | **3.70** | -1.48 | **-2.73** | 0.64 | 0.98 |
| Teth5140706 | 12 | hypothetical protein |  | 4.15 | **3.88** | -2.06 | **-3.79** | 1.95 | **2.56** |
| Teth5140707 | 11 | hypothetical protein |  | 3.86 | **3.64** | -1.92 | **-3.48** | 1.82 | **2.36** |
| Teth5140708 | 23 | hypothetical protein |  | 4.49 | **7.32** | -0.93 | -1.83 | 1.74 | **3.08** |
| Teth5140709 | 19 | hypothetical protein |  | 3.02 | 1.62 | -0.97 | -1.45 | 1.02 | 1.08 |
| Teth5140710 | 18 | hypothetical protein |  | 3.12 | **3.26** | -2.41 | **-4.12** | 1.50 | 1.33 |
| Teth5140711 | 13 | hypothetical protein |  | 2.19 | **2.92** | -2.45 | **-4.38** | 1.04 | 1.15 |
| Teth5140712 | 28 | hypothetical protein |  | 3.32 | **5.58** | -2.15 | **-4.14** | 1.59 | **2.09** |
| Teth5140713 | 25 | hypothetical protein |  | 3.59 | **3.97** | -2.06 | **-3.86** | 2.19 | **2.19** |
| Teth5140714 | 25 | Type IV secretory pathway VirB4 components-like protein | U | 3.79 | **6.16** | -1.76 | **-3.38** | 2.57 | **3.46** |
| Teth5140715 | 18 | hypothetical protein |  | 3.41 | **4.66** | -2.62 | **-4.98** | 2.39 | **2.93** |
| Teth5140716 | 22 | hypothetical protein |  | 3.17 | **6.00** | -3.21 | **-6.38** | 1.74 | **2.99** |
| Teth5140717 | 17 | peptidase M23B |  | 3.83 | **5.73** | -1.65 | **-3.17** | 2.72 | **3.91** |
| Teth5140718 | 30 | hypothetical protein |  | 3.18 | **5.50** | -1.46 | **-2.86** | 1.39 | **2.31** |
| Teth5140719 | 19 | hypothetical protein |  | 3.23 | **5.58** | -1.08 | **-2.09** | 1.42 | **2.26** |
| Teth5140720 | 16 | SAF domain-containing protein |  | 3.54 | **5.77** | -1.19 | **-2.30** | 1.17 | 1.96 |
| Teth5141945 | 18 | hypothetical protein |  | NA | NA | 1.41 | **2.53** | 1.54 | **2.72** |
| Teth5141946 | 3 | ethanolamine utilization protein EutJ family protein | E | NA | NA | 0.97 | 1.57 | 1.99 | **2.79** |

# Supplementary material for: The Thermoanaerobacter Glycobiome Reveals Mechanisms of Pentose and Hexose Co-Utilization in Bacteria
**Source:** PLoS Genet. 2011 Oct 13;7(10):e1002318. doi: 10.1371/journal.pgen.1002318
**Supplement:** Table S3 — Up- or Downregulated Genes in the Transportation and Metabolism of Carbohydrates (COG G) in Thermoanaerobacter sp. X514 under Xylose or Glucose-Xylose. Bold fonts indicate |Z score| ≥2. Glu: glucose; and Xyl: xylose.

**Table S3. Up- or Down-regulated Genes in the Transportation and Metabolism of Carbohydrates (COG G) for *Thermoanaerobacter* sp. X514 under Xylose or Glucose-Xylose. Bold fonts indicated |Z score|≥ 2. Glu: glucose, Xyl: xylose**

| **Gene ID** | **Annotation** | **Xyl vs Glu** | | **Glu+Xyl vs Glu** | | **Glu + Xyl vs Xyl** | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **A. Carbon transport** | | **log2*R*** | **Z score** | **log2*R*** | **Z score** | **log2*R*** | **Z score** |
| Teth5140157 | ABC transporter related, XylG | 5.00 | **9.36** | 3.40 | **5.83** | -1.60 | **-2.59** |
| Teth5140158 | monosaccharide-transporting ATPase, XylH | 4.18 | **7.90** | 2.62 | **5.13** | -1.47 | **-2.68** |
| Teth5140159 | ROK family protein, XylR | 0.92 | 1.29 | 0.26 | 0.35 | -0.57 | -0.72 |
| Teth5140160 | oxidoreductase domain-containing protein | 0.66 | 0.70 | 0.46 | 0.44 | 0.08 | 0.07 |
| Teth5140226 | ABC-type xylose transport system periplasmic component-like protein | -4.66 | **-8.74** | -6.58 | **-12.06** | -1.89 | **-3.75** |
| Teth5140227 | ABC transporter related | -3.19 | **-6.24** | -4.89 | **-9.51** | -1.51 | **-2.98** |
| Teth5140412 | PTS system, N-acetylglucosamine-specific IIBC subunit | -4.25 | **-7.23** | -2.35 | **-3.60** | 1.92 | **3.41** |
| Teth5140413 | PTS system, glucose subfamily, IIA subunit | -1.00 | **-1.93** | -1.24 | **-2.31** | -0.22 | -0.42 |
| Teth5140414 | transcriptional antiterminator, BglG | -1.99 | **-3.74** | -1.18 | **-2.15** | 0.91 | 1.69 |
| Teth5140168 | RpiR family transcriptional regulator | 0.32 | 0.57 | 0.00 | 0.00 | -0.20 | -0.32 |
| Teth5140169 | PTS system, glucose subfamily, IIA subunit | 0.09 | 0.18 | -0.73 | -1.44 | -0.82 | -1.62 |
| Teth5140170 | phosphotransferase system, EIIC | -0.27 | -0.53 | -1.63 | **-3.18** | -1.34 | **-2.64** |
| Teth5141115 | extracellular solute-binding protein | 4.53 | **9.01** | 1.59 | **3.08** | -2.94 | **-5.76** |
| Teth5141116 | binding-protein-dependent transport systems inner membrane component | 4.74 | **9.44** | -0.10 | -0.20 | -4.84 | **-9.59** |
| Teth5141117 | binding-protein-dependent transport systems inner membrane component | 3.28 | **6.53** | -0.81 | -1.59 | -4.09 | **-8.09** |
| Teth5141118 | sucrose-6-phosphate hydrolase | 3.33 | **6.61** | 1.25 | **2.46** | -2.08 | **-4.13** |
| Teth5141181 | extracellular solute-binding protein | 0.13 | 0.24 | 0.17 | 0.28 | 0.04 | 0.07 |
| Teth5141182 | binding-protein-dependent transport systems inner membrane component | -0.09 | -0.17 | -1.05 | **-2.04** | -0.91 | -1.76 |
| Teth5141183 | binding-protein-dependent transport systems inner membrane component | -0.05 | -0.09 | -0.41 | -0.72 | -0.32 | -0.58 |
| **B. Carbon metabolism** | |  |  |  |  |  |  |
| Teth5140153 | xylose isomerase, XylA | 8.22 | **10.90** | 7.65 | **7.18** | -0.56 | -0.44 |
| Teth5140154 | Xylulokinase, XylB | 7.03 | **10.05** | 6.35 | **7.11** | -0.65 | -0.61 |
| Teth5140155 | D-xylose ABC transporter, periplasmic substrate-binding protein, XylF | 8.11 | **12.52** | 6.45 | **9.65** | -1.65 | **-2.00** |
| Teth5140161 | periplasmic binding protein/LacI transcriptional regulator | 3.03 | **4.53** | 0.56 | 1.08 | -1.97 | **-2.70** |
| Teth5140162 | ribokinase | 3.67 | **4.77** | 0.46 | 0.86 | -2.48 | **-2.83** |
| Teth5140163 | D-ribose pyranase | 3.54 | **5.93** | 0.63 | 1.22 | -2.33 | **-3.66** |
| Teth5140164 | ABC transporter related | 3.38 | **5.00** | -0.05 | -0.09 | -2.79 | **-3.74** |
| Teth5140165 | monosaccharide-transporting ATPase | 2.78 | **4.39** | -0.54 | -1.04 | -2.67 | **-3.95** |
| Teth5140166 | monosaccharide-transporting ATPase | 0.42 | 0.75 | -1.03 | -1.97 | -1.19 | **-2.04** |
| Teth5140971 | 6-phosphofructokinase | -2.04 | **-2.18** | -2.18 | **-2.16** | 0.32 | 0.39 |
| Teth5140221 | fructose 1 6-bisphosphatase-like protein | -2.74 | **-4.76** | -2.53 | **-4.11** | 0.22 | 0.43 |

# Supplementary material for: The Thermoanaerobacter Glycobiome Reveals Mechanisms of Pentose and Hexose Co-Utilization in Bacteria
**Source:** PLoS Genet. 2011 Oct 13;7(10):e1002318. doi: 10.1371/journal.pgen.1002318
**Supplement:** Table S4 — Up- or Downregulated Genes in Energy Metabolism (COG C) in Thermoanaerobacter sp. X514 under Xylose or Glucose-Xylose. Bold fonts indicate |Z score| ≥2. Glu: glucose; and Xyl: xylose.

**Table S4. Up- or Down-regulated Genes in Energy Metabolism (COG C) for *Thermoanaerobacter* sp. X514 under Xylose or Glucose-Xylose. Bold fonts indicated |Z score|≥ 2. Glu: glucose, Xyl: xylose**

| **Gene ID** | **Annotation** | **Xyl vs Glu** | | **Glu+Xyl vs Glu** | | **Glu + Xyl vs Xyl** | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **log2*R*** | **Z score** | **log2*R*** | **Z score** | **log2*R*** | **Z score** |
| Teth5140415 | trans-homoaconitate synthase | -1.76 | **-3.49** | -2.94 | **-5.82** | -1.04 | **-2.04** |
| Teth5140416 | aconitate hydratase | -1.87 | **-3.68** | -2.73 | **-5.31** | -0.73 | -1.42 |
| Teth5141935 | iron-containing alcohol dehydrogenase | 1.66 | **2.64** | 0.86 | 1.25 | -0.76 | -1.20 |
| Teth5141936 | acetate kinase | 1.97 | **3.34** | 0.78 | 1.20 | -1.19 | **-2.00** |
| Teth5141939 | microcompartments protein | 1.72 | **3.06** | 0.57 | 0.96 | -1.13 | **-2.03** |
| Teth5141942 | aldehyde dehydrogenase | 1.53 | **2.05** | 0.51 | 0.57 | -1.02 | -1.53 |
| Teth5141944 | ethanolamine utilization protein EutN/carboxysome structural protein Ccml | 1.50 | **2.23** | -0.02 | -0.03 | -1.51 | **-2.30** |
| Teth5141981 | NAD(P)H-dependent glycerol-3-phosphate dehydrogenase | 1.43 | **2.30** | 1.03 | 1.56 | -0.29 | -0.45 |
| Teth5141404 | radical SAM domain-containing protein | 1.25 | **2.26** | 0.98 | 1.75 | -0.10 | -0.17 |
| Teth5141405 | glycerophosphodiester phosphodiesterase | 1.31 | **2.47** | 0.68 | 1.31 | -0.46 | -0.83 |
| Teth5140017 | 3-isopropylmalate dehydrogenase | -2.31 | **-4.57** | -1.55 | **-3.04** | 1.02 | **2.01** |
| Teth5141303 | acylphosphatase | 1.89 | **2.60** | 0.64 | 0.71 | -0.82 | -0.97 |
| Teth5140145 | iron-containing alcohol dehydrogenase | -0.33 | -0.63 | -1.01 | -1.92 | -0.64 | -1.27 |
| Teth5140146 | NADH:flavin oxidoreductase/NADH oxidase | -0.87 | -1.66 | -2.13 | **-3.92** | -1.25 | **-2.47** |
| Teth5141378 | NADH:flavin oxidoreductase/NADH oxidase | 0.31 | 0.60 | -0.88 | -1.62 | -1.18 | **-2.20** |

# Supplementary material for: The Thermoanaerobacter Glycobiome Reveals Mechanisms of Pentose and Hexose Co-Utilization in Bacteria
**Source:** PLoS Genet. 2011 Oct 13;7(10):e1002318. doi: 10.1371/journal.pgen.1002318
**Supplement:** Table S5 — Up- or Downregulated Genes in Amino Acid Metabolism (COG E) in Thermoanaerobacter sp. X514 under Xylose or Glucose-Xylose. Bold fonts indicate |Z score| ≥2. Glu: glucose; and Xyl: xylose.

**Table S5. Up- or Down-regulated Genes in Amino Acid Metabolism (COG E) for *Thermoanaerobacter* sp. X514 under Xylose or Glucose-Xylose. Bold fonts indicated |Z score|≥ 2. Glu: glucose, Xyl: xylose**

| **Gene ID** | **Annotation** | **Xyl vs Glu** | | **Glu+Xyl vs Glu** | | **Glu + Xyl vs Xyl** | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| **A. Amino acid metabolism** | | **log2*R*** | **Z score** | **log2*R*** | **Z score** | **log2*R*** | **Z score** |
| Teth5140657 | N-acetyl-gamma-glutamyl-phosphate reductase | 4.41 | **3.68** | 3.87 | **2.72** | -0.28 | -0.22 |
| Teth5140658 | bifunctional ornithine acetyltransferase/N-acetylglutamate synthase protein | 3.97 | **3.15** | 3.58 | **2.41** | 0.12 | 0.09 |
| Teth5140659 | acetylglutamate kinase | 3.30 | **2.86** | 2.47 | 1.95 | 0.11 | 0.09 |
| Teth5140660 | acetylornithine and succinylornithine aminotransferase | 3.00 | **2.87** | 2.62 | **2.31** | 0.83 | 0.79 |
| Teth5140663 | argininosuccinate synthase | 2.03 | **2.32** | 1.47 | 1.64 | 0.92 | 1.07 |
| Teth5140505 | ferredoxin-dependent glutamate synthase | 1.44 | **2.15** | 1.41 | 1.90 | 0.03 | 0.05 |
| Teth5141937 | ethanolamine utilization protein-like protein | 1.72 | **2.73** | 0.77 | 1.14 | -0.92 | -1.44 |
| Teth5141938 | microcompartments protein | 1.80 | **3.06** | 0.76 | 1.22 | -1.02 | -1.70 |
| Teth5140012 | acetolactate synthase, small subunit | -1.39 | **-2.66** | -1.23 | **-2.24** | 0.17 | 0.32 |
| Teth5140013 | ketol-acid reductoisomerase | -1.46 | **-2.91** | -1.14 | **-2.25** | 0.31 | 0.62 |
| Teth5140014 | pyruvate carboxyltransferase | -1.85 | **-3.56** | -2.18 | **-4.10** | -0.24 | -0.47 |
| Teth5140015 | 3-isopropylmalate dehydratase large subunit | -1.18 | **-2.30** | -1.26 | **-2.38** | 0.03 | 0.06 |
| Teth5140017 | 3-isopropylmalate dehydrogenase (Valine, leucine and isoleucine biosynthesis) | -2.31 | **-4.57** | -1.55 | **-3.04** | 1.02 | **2.01** |
| Teth5140018 | dihydroxy-acid dehydratase (Valine, leucine and isoleucine biosynthesis) | -1.62 | **-3.17** | -2.35 | **-4.54** | -0.63 | -1.24 |
| Teth5140483 | arginine deiminase | 0.04 | 0.08 | -2.49 | **-4.88** | -2.49 | **-4.90** |
| Teth5140484 | ornithine carbamoyltransferase | 0.43 | 0.68 | -0.04 | -0.07 | -0.35 | -0.53 |
| Teth5140485 | carbamate kinase | 0.24 | 0.43 | -0.04 | -0.06 | -0.20 | -0.33 |
| Teth5142306 | D-3-phosphoglycerate dehydrogenase | 1.62 | 1.87 | 2.16 | **2.31** | 0.81 | 0.82 |
| Teth5142307 | alanine--glyoxylate transaminase | 1.58 | **2.30** | 2.09 | **2.88** | 0.65 | 0.88 |
| Teth5142309 | homoserine kinase | 0.83 | 1.43 | 1.85 | **2.72** | 1.09 | 1.68 |
| Teth5142310 | threonine synthase | 0.90 | 1.63 | 1.31 | **2.19** | 0.58 | 0.97 |
| Teth5142311 | homoserine dehydrogenase | 1.17 | **2.04** | 2.24 | **3.20** | 1.13 | 1.65 |
| **B. Amino acid transport** | |  |  |  |  |  |  |
| Teth5140468 | extracellular solute-binding protein | 1.30 | **2.17** | 0.17 | 0.27 | -1.08 | -1.87 |
| Teth5140469 | polar amino acid ABC transporter, inner membrane subunit | 1.23 | **2.18** | 0.45 | 0.82 | -0.49 | -0.82 |
| Teth5140470 | ABC transporter related | 1.42 | **2.06** | 0.79 | 1.28 | -0.14 | -0.19 |
| Teth5141793 | oligopeptide/dipeptide ABC transporter, ATPase subunit | 1.01 | 1.97 | 1.01 | 1.97 | -1.59 | **-3.08** |
| Teth5141794 | binding-protein-dependent transport systems inner membrane component | 0.87 | 1.65 | -0.50 | -0.94 | -1.33 | **-2.53** |
| Teth5141795 | binding-protein-dependent transport systems inner membrane component | 0.99 | 1.94 | -0.39 | -0.75 | -1.37 | **-2.68** |
| Teth5141796 | extracellular solute-binding protein | 1.07 | **2.07** | -0.34 | -0.66 | -1.39 | **-2.65** |

# Supplementary material for: The Thermoanaerobacter Glycobiome Reveals Mechanisms of Pentose and Hexose Co-Utilization in Bacteria
**Source:** PLoS Genet. 2011 Oct 13;7(10):e1002318. doi: 10.1371/journal.pgen.1002318
**Supplement:** Table S6 — Up- or Downregulated Genes in the Transportation and Metabolism of Carbohydrates (COG G) in Thermoanaerobacter sp. X514 under Fructose. Bold fonts indicate |Z score| ≥2.

**Table S6. Up- or Down-regulated Genes in the Transportation and Metabolism of Carbohydrates (COG G) for *Thermoanaerobacter* sp. X514 under Fructose.** Bold fonts indicated |Z score|≥ 2.

| **Gene ID** | **Annotation** | **Fructose vs Glucose** | |
| --- | --- | --- | --- |
| **A. Carbon transport** | | **log2*R*** | **Z score** |
| Teth5140823 | transcriptional antiterminator, BglG | 3.77 | **6.67** |
| Teth5140824 | putative PTS IIA-like nitrogen-regulatory protein PtsN | 4.20 | **7.79** |
| Teth5140825 | PTS system, fructose subfamily, IIC subunit | 6.05 | **9.34** |
| Teth5140826 | PTS system, fructose-specific, IIB subunnit | 3.28 | **6.33** |
| Teth5140577 | putative PTS IIA-like nitrogen-regulatory protein PtsN | 4.78 | **9.21** |
| Teth5140578 | PTS system, fructose subfamily, IIC subunit | 4.95 | **8.56** |
| Teth5140132 | PTS system fructose subfamily IIA component | -3.01 | **-6.01** |
| Teth5140134 | PTS system mannose/fructose/sorbose family IID component | -1.84 | **-3.67** |
| Teth5140412 | PTS system, N-acetylglucosamine-specific IIBC subunit | -5.69 | **-9.61** |
| Teth5140413 | PTS system, glucose subfamily, IIA subunit | -2.15 | **-4.19** |
| Teth5140414 | transcriptional antiterminator, BglG | -4.06 | **-7.73** |
| Teth5140168 | RpiR family transcriptional regulator | -0.71 | -1.35 |
| Teth5140169 | PTS system, glucose subfamily, IIA subunit | -1.31 | **-2.61** |
| Teth5140170 | phosphotransferase system, EIIC | -0.54 | -1.06 |
| Teth5140171 | hypothetical protein | -0.60 | -1.17 |
| **B. Carbon metabolism** | |  |  |
| Teth5141081 | 6-phosphogluconate dehydrogenase | -1.38 | **-2.23** |
| Teth5140575 | DeoR family transcriptional regulator | 4.84 | **9.17** |
| Teth5140576 | 1-phosphofructokinase | 5.96 | **11.75** |
| Teth5141923 | transketolase domain-containing protein | 1.35 | **2.69** |
| Teth5141025 | dihydroxyacetone kinase, DhaK subunit | -1.85 | **-3.63** |
| Teth5141026 | dihydroxyacetone kinase, L subunit | -1.35 | **-2.55** |

# Supplementary material for: The Thermoanaerobacter Glycobiome Reveals Mechanisms of Pentose and Hexose Co-Utilization in Bacteria
**Source:** PLoS Genet. 2011 Oct 13;7(10):e1002318. doi: 10.1371/journal.pgen.1002318
**Supplement:** Table S7 — Up- or Downregulated Genes in Amino Acid Metabolism (COG E) in Thermoanaerobacter sp. X514 under Fructose. Bold fonts indicate |Z score| ≥ 2.

**Table S7. Up- or Down-regulated Genes in Amino Acid Metabolism (COG E) for *Thermoanaerobacter* sp. X514 under Fructose.** Bold fonts indicated |Z score|≥ 2.

| **Gene ID** | **Annotation** | **Fructose vs Glucose** | |
| --- | --- | --- | --- |
| **A. Amino acid metabolism** | | **log2*R*** | **Z score** |
| Teth5140013 | ketol-acid reductoisomerase | -1.15 | **-2.28** |
| Teth5140014 | pyruvate carboxyltransferase | -1.19 | **-2.27** |
| Teth5140015 | 3-isopropylmalate dehydratase large subunit | 2.71 | **3.55** |
| Teth5140017 | 3-isopropylmalate dehydrogenase | -1.06 | **-2.09** |
| Teth5140661 | carbamoyl phosphate synthase small subunit | -3.97 | **-6.89** |
| Teth5140662 | carbamoyl-phosphate synthase, large subunit | -3.45 | **-3.87** |
| Teth5142106 | asparagine synthetase B | -2.09 | **-4.00** |
| Teth5141337 | asparaginase/glutaminase | -1.63 | **-3.22** |
| Teth5142348 | peptidase M1, membrane alanine aminopeptidase | -1.59 | **-3.11** |
| Teth5141204 | putative alpha-isopropylmalate/homocitrate synthase family transferase | -1.95 | **-3.87** |
| Teth5141937 | ethanolamine utilization protein-like protein | 1.60 | **2.51** |
| Teth5141938 | microcompartments protein | 1.29 | **2.25** |
| Teth5141939 | microcompartments protein | 1.30 | **2.34** |
| Teth5141945 | hypothetical protein | 1.54 | **2.72** |
| Teth5141946 | ethanolamine utilization protein EutJ family protein | 1.99 | **2.79** |
| Teth5141947 | propanediol utilization protein | 1.79 | **2.19** |
| Teth5141948 | microcompartments protein | 1.39 | **2.33** |
| Teth5141853 | LAO/AO transport system ATPase | 1.39 | **2.56** |
| Teth5141855 | methylmalonyl-CoA mutase, large subunit | 1.46 | **2.57** |
| Teth5142307 | alanine--glyoxylate transaminase | 1.49 | **2.34** |
| **B. Amino acid transport** | |  |  |
| Teth5141201 | glycine betaine/L-proline ABC transporter, ATPase subunit | -1.94 | **-3.72** |
| Teth5141202 | binding-protein-dependent transport systems inner membrane component | -1.04 | **-2.02** |
| Teth5141853 | LAO/AO transport system ATPase | 1.39 | **2.56** |

# Supplementary material for: The Thermoanaerobacter Glycobiome Reveals Mechanisms of Pentose and Hexose Co-Utilization in Bacteria
**Source:** PLoS Genet. 2011 Oct 13;7(10):e1002318. doi: 10.1371/journal.pgen.1002318
**Supplement:** Table S8 — Up- or Downregulated Genes in Energy Metabolism (COG C) in Thermoanaerobacter sp. X514 under Fructose. Bold fonts indicate |Z score| ≥2.

**Table S8. Up- or Down-regulated Genes in Energy Metabolism (COG C) for *Thermoanaerobacter* sp. X514 under Fructose.** Bold fonts indicated |Z score|≥ 2.

| **Gene ID** | **Annotation** | **Fructose vs Glucose** | |
| --- | --- | --- | --- |
| **log2*R*** | **Z score** |
| Teth5140218 | dehydrogenase (flavoprotein)-like protein | -2.72 | **-5.25** |
| Teth5140219 | dehydrogenase (flavoprotein)-like protein | -1.86 | **-3.62** |
| Teth5140415 | trans-homoaconitate synthase | -2.41 | **-4.81** |
| Teth5140416 | aconitate hydratase | -2.18 | **-4.32** |
| Teth5140830 | malate dehydrogenase | -1.51 | **-2.97** |
| Teth5141935 | iron-containing alcohol dehydrogenase | 1.54 | **2.56** |
| Teth5141936 | acetate kinase | 1.56 | **2.60** |
| Teth5140502 | ferredoxin-NADP(+) reductase subunit alpha | 1.45 | **2.57** |
| Teth5140560 | 4Fe-4S ferredoxin iron-sulfur binding domain-containing protein | 1.56 | **3.08** |
| Teth5141939 | microcompartments protein | 1.30 | **2.34** |

# Supplementary material for: The Thermoanaerobacter Glycobiome Reveals Mechanisms of Pentose and Hexose Co-Utilization in Bacteria
**Source:** PLoS Genet. 2011 Oct 13;7(10):e1002318. doi: 10.1371/journal.pgen.1002318
**Supplement:** Table S9 — Up- or Downregulated Genes in the Transportation and Metabolism of Carbohydrates (COG G) in Thermoanaerobacter sp. X514 under Cellobiose. Bold fonts indicate |Z score| ≥2.

**Table S9. Up- or Down-regulated Genes in the Transportation and Metabolism of Carbohydrates (COG G) for *Thermoanaerobacter* sp. X514 under Cellobiose.** Bold fonts indicated |Z score|≥ 2.

| **Gene ID** | **Annotation** | | **Cellobiose vs Glucose** | |
| --- | --- | --- | --- | --- |
| **A. Carbon transport** | | | **log2*R*** | **Z score** |
| Teth5140412 | | PTS system, N-acetylglucosamine-specific IIBC subunit | -7.10 | **-11.77** |
| Teth5140413 | | PTS system, glucose subfamily, IIA subunit | -2.74 | **-5.33** |
| Teth5140414 | | transcriptional antiterminator, BglG | -5.28 | **-9.95** |
| Teth5140168 | | RpiR family transcriptional regulator | -1.95 | **-3.66** |
| Teth5140169 | | PTS system, glucose subfamily, IIA subunit | -2.12 | **-4.24** |
| Teth5140170 | | phosphotransferase system, EIIC | -2.90 | **-5.69** |
| Teth5140171 | | hypothetical protein | -1.22 | **-2.38** |
| Teth5140262 | | PTS system lactose/cellobiose family IIC subunit | 4.72 | **7.21** |
| Teth5140263 | | YdjC family protein | 5.12 | **7.92** |
| Teth5140264 | | phosphotransferase system, lactose/cellobiose-specific IIB subunit | 3.47 | **5.86** |
| Teth5140265 | | phosphotransferase system PTS, lactose/cellobiose-specific IIA subunit | 3.50 | **5.66** |
| Teth5140268 | | PTS system, mannitol-specific IIC subunit | 0.17 | 0.33 |
| Teth5140269 | | transcriptional antiterminator, BglG | 0.51 | 0.99 |
| Teth5140270 | | phosphoenolpyruvate-dependent sugar phosphotransferase system, EIIA 2 | -0.24 | -0.46 |
| Teth5140271 | | mannitol-1-phosphate 5-dehydrogenase | -0.96 | -1.89 |
| Teth5140533 | | phosphotransferase system, lactose/cellobiose-specific IIB subunit | -3.23 | **-5.67** |
| Teth5140534 | | PTS system lactose/cellobiose family IIC subunit | -3.95 | **-6.74** |
| Teth5140535 | | phosphotransferase system PTS, lactose/cellobiose-specific IIA subunit | -3.65 | **-6.89** |
| **B. Carbon metabolism** | | |  |  |
| Teth5140266 | | glycoside hydrolase family protein | 4.92 | **7.40** |
| Teth5140267 | | Beta-glucosidase | 4.49 | **7.14** |
| Teth5141025 | | dihydroxyacetone kinase, DhaK subunit | 1.41 | **2.54** |
| Teth5141026 | | dihydroxyacetone kinase, L subunit | 1.79 | **2.85** |
| Teth5141747 | | ribulose-phosphate 3-epimerase | -1.18 | **-2.09** |
| Teth5141923 | | transketolase domain-containing protein | 1.58 | **3.02** |
| Teth5140162 | | ribokinase | -1.34 | **-2.63** |
| Teth5140164 | | ABC transporter related | -1.53 | **-3.05** |
| Teth5140165 | | monosaccharide-transporting ATPase | -1.90 | **-3.67** |
| Teth5140166 | | monosaccharide-transporting ATPase | -1.80 | **-3.50** |
| Teth5140408 | | phosphopentomutase | -1.85 | **-2.77** |
| Teth5141600 | | phosphoglycerate mutase | -1.97 | **-2.81** |
| Teth5141416 | | 6-phosphogluconate dehydrogenase-like protein | -3.23 | **-4.45** |
| Teth5141417 | | glucose-6-phosphate 1-dehydrogenase | -1.30 | **-2.17** |
| Teth5141195 | | pyruvate kinase., pyruvate, water dikinase | -1.41 | **-2.06** |
| Teth5141081 | | 6-phosphogluconate dehydrogenase | -1.31 | **-2.04** |
| Teth5142238 | | phosphomannomutase | -1.31 | **-2.10** |

# Supplementary material for: The Thermoanaerobacter Glycobiome Reveals Mechanisms of Pentose and Hexose Co-Utilization in Bacteria
**Source:** PLoS Genet. 2011 Oct 13;7(10):e1002318. doi: 10.1371/journal.pgen.1002318
**Supplement:** Table S10 — Up- or Downregulated Genes in Energy Metabolism (COG C) in Thermoanaerobacter sp. X514 under Cellobiose. Bold fonts indicate |Z score| ≥2.

**Table S10. Up- or Down-regulated Genes in Energy Metabolism (COG C) for *Thermoanaerobacter* sp. X514 under Cellobiose.** Bold fonts indicated |Z score|≥ 2.

| **Gene ID** | **Annotation** | **Cellobiose vs Glucose** | |
| --- | --- | --- | --- |
| **log2*R*** | **Z score** |
| Teth5140079 | electron transport complex, RnfABCDGE type, C subunit | -1.91 | **-3.01** |
| Teth5140080 | electron transport complex, RnfABCDGE type, D subunit | -1.80 | **-2.61** |
| Teth5140081 | electron transport complex, RnfABCDGE type, G subunit | -2.30 | **-3.48** |
| Teth5140082 | electron transport complex, RnfABCDGE type, E subunit | -2.19 | **-3.20** |
| Teth5140083 | electron transport complex, RnfABCDGE type, A subunit | -2.47 | **-2.61** |
| Teth5140084 | electron transport complex, RnfABCDGE type, B subunit | -2.55 | **-3.75** |
| Teth5141850 | sodium ion-translocating decarboxylase, beta subunit | -2.69 | **-3.31** |
| Teth5141851 | sodium pump decarboxylase, gamma subunit | -1.13 | **-2.17** |
| Teth5142362 | V-type ATP synthase subunit D Teth5142362 | -1.41 | **-2.51** |
| Teth5140972 | Na+/H+ antiporter NhaC | -2.63 | **-4.61** |
| Teth5141571 | sodium:dicarboxylate symporter | -2.79 | **-4.91** |
| Teth5141587 | 2-oxoglutarate ferredoxin oxidoreductase subunit alpha | -1.19 | **-1.62** |
| Teth5141588 | 2-oxoglutarate ferredoxin oxidoreductase subunit beta | -1.41 | **-2.44** |
| Teth5140145 | iron-containing alcohol dehydrogenase | -2.48 | **-4.75** |
| Teth5140146 | NADH:flavin oxidoreductase/NADH oxidase | -2.67 | **-5.00** |
| Teth5140216 | L-lactate dehydrogenase | -3.55 | **-4.69** |
| Teth5140218 | dehydrogenase (flavoprotein)-like protein | -3.71 | **-7.20** |
| Teth5140219 | dehydrogenase (flavoprotein)-like protein | -3.42 | **-6.65** |
| Teth5140415 | trans-homoaconitate synthase | -2.76 | **-5.51** |
| Teth5140416 | aconitate hydratase | -2.80 | **-5.52** |
| Teth5140830 | malate dehydrogenase | -2.22 | **-4.32** |

# Supplementary material for: The Thermoanaerobacter Glycobiome Reveals Mechanisms of Pentose and Hexose Co-Utilization in Bacteria
**Source:** PLoS Genet. 2011 Oct 13;7(10):e1002318. doi: 10.1371/journal.pgen.1002318
**Supplement:** Table S11 — Top 23 Genes with the Highest Numbers of Connections in the Thermoanaerobacter Glycobiome Network.

**Table S11. The Top 23 Genes with the Highest Numbers of Connections in the Thermoanaerobic Glycobiome** Network.

| **Gene ID** | **No. of links** | **Annotation** | **COG** |
| --- | --- | --- | --- |
| Teth5140154 | 12 | xylulokinase | G |
| Teth5140155 | 20 | D-xylose ABC transporter, periplasmic substrate-binding protein | G |
| Teth5140157 | 28 | ABC transporter related | G |
| Teth5140268 | 24 | PTS system, mannitol-specific IIC subunit | G |
| Teth5140269 | 17 | transcriptional antiterminator, BglG | K |
| Teth5140270 | 34 | phosphoenolpyruvate-dependent sugar phosphotransferase system, EIIA 2 | G |
| Teth5140402 | 32 | ABC transporter related | R |
| Teth5140403 | 12 | inner-membrane translocator | R |
| Teth5140404 | 28 | inner-membrane translocator | R |
| Teth5140408 | 21 | phosphopentomutase | G |
| Teth5140941 | 17 | 4Fe-4S ferredoxin iron-sulfur binding domain-containing protein | C |
| Teth5140942 | 20 | 2-ketoisovalerate ferredoxin reductase | C |
| Teth5140986 | 29 | xylose isomerase domain-containing protein |  |
| Teth5140988 | 20 | oxidoreductase domain-containing protein | R |
| Teth5141589 | 26 | pyruvate/ketoisovalerate oxidoreductase, gamma subunit | C |
| Teth5141792 | 37 | oligopeptide/dipeptide ABC transporter, ATPase subunit | E |
| Teth5141793 | 34 | oligopeptide/dipeptide ABC transporter, ATPase subunit | EP |
| Teth5141794 | 29 | binding-protein-dependent transport systems inner membrane component | EP |
| Teth5141795 | 34 | binding-protein-dependent transport systems inner membrane component | EP |
| Teth5141796 | 25 | extracellular solute-binding protein | E |
| Teth5141935 | 21 | iron-containing alcohol dehydrogenase | C |
| Teth5141936 | 20 | acetate kinase | C |
| Teth5141937 | 21 | ethanolamine utilization protein-like protein | E |
| Teth5141938 | 16 | microcompartments protein | E |
| Teth5141939 | 18 | microcompartments protein | QC |
| Teth5141942 | 17 | aldehyde dehydrogenase | C |

# Supplementary material for: The Thermoanaerobacter Glycobiome Reveals Mechanisms of Pentose and Hexose Co-Utilization in Bacteria
**Source:** PLoS Genet. 2011 Oct 13;7(10):e1002318. doi: 10.1371/journal.pgen.1002318
**Supplement:** Table S12 — Expression of the Nine Alcohol Dehydrogenase Genes from X514 under Different Carbohydrates. Bold fonts indicate |Z score| ≥2. G: glucose; X: xylose; F: fructose; C: cellobiose; Early: early exponential phase; Mid: mid exponential phase; and Late: late exponential phase.

**Table S12. Expression of the Nine Alcohol Dehydrogenase Genes of *Thermoanaerobacter* sp. X514 under the Different Carbohydrates. Bold fonts indicated |Z score|≥2. G: glucose, X: xylose, F: fructose, C: cellobiose, Early: early-exponential phase, Mid: mid-exponential phase, Late: late-exponential phase.**

| **Gene ID** | **Annotation** | **X vs G** | | **F vs G** | | **C vs G** | | **Early vs Mid (G)** | | **Late vs Mid (G)** | | **Early vs Mid (X)** | | **Late vs Mid (X)** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **log2*R*** | **Z score** | **log2*R*** | **Z score** | **log2*R*** | **Z score** | **log2*R*** | **Z score** | **log2*R*** | **Z score** | **log2*R*** | **Z score** | **log2*R*** | **Z score** |
| Teth5140241 | iron-containing alcohol dehydrogenase | 1.35 | 1.08 | -0.11 | -0.10 | -1.00 | -0.89 | -0.06 | -0.04 | 1.23 | 0.91 | **-2.77** | **-2.36** | 0.54 | 0.36 |
| Teth5140564 | iron-containing alcohol dehydrogenase | 0.28 | 0.24 | 0.10 | 0.09 | -1.58 | -1.58 | -0.31 | -0.20 | 0.77 | 0.39 | -1.75 | -1.30 | 0.86 | 0.57 |
| Teth5140627 | *adhE* | 0.06 | 0.05 | 0.47 | 0.35 | -1.08 | -0.76 | -0.71 | -0.38 | 0.84 | 0.40 | **-2.71** | **-2.52** | 0.83 | 0.51 |
| Teth5140653 | *adhB* | -0.04 | -0.04 | 0.52 | 0.83 | -0.71 | -0.95 | -0.41 | -0.26 | 0.22 | 0.12 | -1.65 | -1.41 | 0.86 | 0.52 |
| Teth5140654 | *adhA* | -0.31 | -0.28 | 0.63 | 0.50 | -0.80 | -0.72 | -1.04 | -1.87 | -0.33 | -0.58 | **-1.89** | **-2.04** | 0.56 | 0.31 |
| Teth5141882 | iron-containing alcohol dehydrogenase | 0.67 | 1.26 | -0.09 | -0.17 | **-1.34** | **-2.61** | -0.62 | -1.20 | 0.00 | -0.01 | **-2.22** | **-4.10** | 0.63 | 1.18 |
| Teth5141935 | iron-containing alcohol dehydrogenase | **1.66** | **2.64** | **1.54** | **2.56** | 0.13 | 0.21 | -0.76 | -1.16 | 0.23 | 0.36 | **-2.39** | **-3.85** | 1.42 | 1.80 |
| Teth5141808 | short-chain alcohol dehydrogenase | -0.22 | -0.39 | **-1.41** | **-2.61** | **-2.42** | **-4.39** | -0.09 | -0.15 | 0.23 | 0.37 | **-2.35** | **-4.34** | 0.31 | 0.49 |
| Teth5140145 | iron-containing alcohol dehydrogenase | -0.33 | -0.63 | -0.50 | -0.97 | **-2.48** | **-4.75** | **-1.93** | **-3.65** | **-1.99** | **-3.76** | **-1.28** | **-2.50** | 0.46 | 0.88 |

# Supplementary material for: The Thermoanaerobacter Glycobiome Reveals Mechanisms of Pentose and Hexose Co-Utilization in Bacteria
**Source:** PLoS Genet. 2011 Oct 13;7(10):e1002318. doi: 10.1371/journal.pgen.1002318
**Supplement:** Text S1 — Supplemental Materials.

**Text S1**

**The *Thermoanaerobacter* Glycobiome Reveals Mechanisms of Pentose and Hexose Co-Utilization in Bacteria**

**Lu Lin1, 2, §, Houhui Song1, §, Qichao Tu2, Yujia Qin2, Aifen Zhou2, Wenbin Liu2, Zhili He2, Jizhong Zhou2, *, and Jian Xu1, ***

§These authors contributed equally to this work.

**Running title:** Co-utilization of pentose and hexose in bacteria

**Part I. *Thermoanaerobacter* sp. X514 Efficiently and Simultaneously Metabolizes both Hexoses and Pentoses but with Distinct Product Portfolios.** Glucose, xylose, and cellobiose are the primary mono- and disaccharides released from lignocellulose, while fructose, the major component of fructans, enabled the highest growth rate in X514. Therefore, growth experiments were first performed in defined medium with glucose, xylose, fructose and cellobiose as the sole carbon source. The results of these experiments suggest that different carbon substrates result in distinct product portfolios. First, more fructose than any other carbohydrate was consumed, and fructose resulted in more ethanol, acetate and lactate production. Therefore, under fructose, more carbon fluxes were directed to fermentation pathways (**Figure S1A** and **Figure S1B**). Second, between glucose and xylose, no significant difference (*p* > 0.05) was observed in ethanol yield and substrate consumed (**Figure S1A** and **Figure S1B**), though xylose yielded less lactate. Altogether, given the lower number of carbons in xylose than in glucose, the conversion efficiency from xylose to ethanol was higher than for glucose. Third, when compared with glucose, cellobiose produced less acetate. Because acetate production is a key step in ATP generation, cellular ATP production was less efficient under cellobiose than under glucose, which was consistent with the slower growth under cellobiose (**Figure 1A** and **Figure S1E**).

In addition, to appreciate the dynamics of carbon utilization in X514, the complete time-course of carbon consumption was investigated. A relative delay (“xylose lag”) was observed when compared to glucose (**Figure S1D**).

**Part II. Diversity of Nodes and Modules in the *Thermoanaerobacter* Glycobiome Network.** The functional network serves as an experimental foundation for annotating and validating the structure and function of genes, operons, novel regulatory circuits and other genomic features because similar gene-expression patterns suggest functional relationships [1].

Among the 614 total nodes (genes) included in the network, there are 120 hypothetical proteins, suggesting a much broader scope of the glycobiome than those deduced solely on the basis of genome annotation. For example, the hypothetical proteins (encoded by *teth5141834-1835*) in Module 8 (mostly related to xylose catabolism) strongly correlate with carbohydrate transport (*teth5140269-0272* and *teth0154-0157*), dipeptide ABC transport (*teth5141792-1795*) and energy production (*teth5141589*, *1935*, *1914*, and *0945*) genes via multiple links, thereby serving as junctions between carbohydrate (likely xylose-specific) transport and energy production (**Figure S2A**). 

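Of the 32 pairs between Teth5141834 or Teth5141835 and the genes named here, 20 could be measured in the rebuilt network. Their median r was 0.686, with a range from 0.325 to 0.791, and 0 were links. The highest value was that of Teth5141834 with Teth5141792. Without centring the median was 0.804 and the highest r 0.900, again with 0 links.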

Another example is the hypothetical proteins found in Module 4 (mostly involved in cellobiose catabolism or encoding hypothetical proteins). They include Teth5140704-0709, which are directly linked to the XRE family transcriptional regulator (Teth5140703) and other hypothetical proteins (Teth5140710-0713, 0725, 0726-0729, 0733-0734 and 0736-0737) (**Figure S2B** and **Table S2**). 

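The r of Teth5140703 with the 10 genes Teth5140704 to Teth5140713 had a median of 0.949 and a range from 0.904 to 0.996, and 6 of the 10 pairs were links. Between Teth5140704 to Teth5140709 and the other hypothetical genes named here, 66 of 78 pairs could be measured, with a median r of 0.943 and 35 links. Without centring, 4 of the 10 and 22 of the 66 pairs were links.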

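The 18 genes Teth5140703 to Teth5140720 were each higher in mid exponential phase under cellobiose than under glucose, by 3.96 to 6.22 on the log2 scale, and all 18 were called. Per array their median was 4.95 ± 0.51 (SD, n = 3) under cellobiose and -0.49 ± 0.23 (SD, n = 3) under glucose. The median change was 5.31 (adjusted p 1.12e-11, set test), and 2.61 with the values processed by the authors. Teth5140703, the regulator, rose by 5.99 (standard error 0.32, adjusted p 1.50e-14). With the ratio of the RNA signal to the mean of the DNA channel, an alternative chosen after the data were seen, it rose by 1.18.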

Notably, all of these genes are upregulated in the presence of cellobiose, suggesting previously unknown members of the cellobiose-specific glycobiome.

A total of 115 partial (consisting of at least two genes) or complete operons, which were previously only predicted and not experimentally tested [2], are found in the network (**Figure 3A**). For 90 of the predicted operons, member genes all reside in a single module, thus validating the previous definition of these putative operons. For the additional 24 predicted operons, member genes are divided into separate modules. However, they are all connected by the links between modules, underscoring the different functional role that each member of the putative operon contributes and the role of the predicted operon in integrating multiple functions into a coordinated cellular activity. However, one inconsistency with the original putative operon structures is discovered. The components of this predicted operon (*teth5140263-0271*; defined according to Microbes Online [2]) are not found in a single module: one part, which encodes a mannitol-specific PTS, resides in Module 8 (*teth5140268-0271*), whiles the other part, encoding a cellobiose-specific PTS (*teth5140263-0267*), resides in Module 4 (**Figure 3B** and **Figure S2B**). Additionally, there are no links between them (**Figure 3A**). Thus, this example highlights the value of the network in uncovering predicted operon structure annotation errors or alternative regulatory mechanisms.

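Of the 20 pairs between Teth5140263 to Teth5140267 and Teth5140268 to Teth5140271, 2 could be measured in the rebuilt network, with r of 0.488 and 0.494. Over all probes and arrays the 20 pairs had a median r of 0.592 and a highest r of 0.688, with 0 links.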

The co-expression network also reveals novel regulatory units in *Thermoanaerobacter* via its component nodes and modulized structure [3]. One such example involves *teth5141567*, which is annotated as a transcriptional regulator, but neither its functional role nor its regulatory targets were clear. 

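Over the 33 arrays, the 2 pairs of the regulator with Teth5141607 and Teth5142054 had r of 0.866 and 0.790, both under the link cutoff. Without centring these pairs had r of 0.955 and 0.931, and 1 was a link.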

The network reveals that this regulator positively correlates with an RNA-binding S1 domain-containing protein (Teth5141607) and a translation initiation factor IF-3 (Teth5142054), thus suggesting its role and target genesin regulating translation (**Figure S3D**). In another case, the regulatory protein ArsR (Teth5141161 and 1275), which functions as a transcriptional repressor of an arsenic resistance operon in other bacteria [4], might be responsible for the regulation of heavy metal translocating P-type ATPase (*teth5141162-1163* and *teth5141276*) in X514 because it directly connects to those genes (**Figure S3D**).

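Teth5141161 had an r of 0.975 with Teth5141162, and Teth5141275 an r of 0.978 with Teth5141276. Both pairs were links, with centring, without it and with the values processed by the authors. The pair of Teth5141161 and Teth5141163 could not be measured.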

**Part III. Additional Genes Found in the Module 8 (Mostly Xylose Utilization and Energy Production Genes).** First, genes encoding ABC transporters are found in Module 8 (**Figure 3B**). These include xylose-specific ABC transporters in COG G (*teth5140155-0157* and *teth5140989*), oligopeptide ABC transporters in COG E (*teth5141792-1793*), an ABC inorganic iron transport system in COG P (*teth5141395-1398* and *1793*), an ABC transport system in COG O and COG R (*teth5140402* and *1396*), and an additional ABC transport system (*teth5140402-0404*). This finding reveals that genes encoding ABC transporters tend to be under “central” control because their expression is tightly coordinated, independent of their substrates. In contrast, genes encoding carbohydrate PTSs, which are found in a variety of modules (**Figure 3A**), feature “de-centralized” regulation.

Second, a B12-dependent propanediol utilization pathway (COG Q) is present. All these genes (*teth5141947-1948*) are upregulated during xylose fermentation. 

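Under xylose in mid exponential phase, Teth5141947 and Teth5141948 rose from glucose by a median of 1.02 (adjusted p 0.0601, set test), with changes of 0.99 and 1.05, and 0 of 2 were called in limma. Per array their median was 1.77 ± 0.26 (SD, n = 3) under xylose and 0.75 ± 0.54 (SD, n = 3) under glucose, with no overlap of the arrays. The locus passed the test without centring (1.49) and with the values processed by the authors (1.43), and with centring when glucose mid replicate 3 was left out (1.33).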

Because propanediol could be used as an alternative source for ATP, this finding provides further evidence that ethanol and energy generation is more active in the presence of xylose.

Third, two previously unrecognized regulatory sub-modules that are involved in xylose utilization are detected. Besides the sub-module of BglG (see **Main Text**), another such sub-module centers on the RpiR-family transcriptional regulator Teth5141590(**Figure S3C**). Members of this family are regulators of phosphosugar metabolism genes [5]. Thus, *teth5141590* is co-expressed with the other members of the phosphosugar metabolism locus (*teth5141589-1591*). However, the network reveals a positive correlation between this regulator and genes involved in microcompartment systems (*teth5141951-1955* and *teth5141938-1939*), which protect the cell from damage by organic metabolites [6]. Thus, these findings suggest a novel functional association between phosphosugar metabolism and cell protection machineries and identify the key regulatory role of RpiR in this crosstalk.

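Teth5141590 had r of 0.883 and 0.911 with the other 2 genes of this locus, both under the link cutoff. Without centring both pairs were links, with a median r of 0.965.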

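With the 7 genes of the microcompartment systems named here, the r of Teth5141590 had a median of 0.676 and a range from 0.618 to 0.709, and 0 pairs were links. This median was 0.842 without centring, again with 0 links.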

**Part IV. Module 7 (Mostly Fructose Utilization Genes)**. A module of fructose metabolism is identified in the network (**Figure S5A**). These genes are generally induced by fructose. They include a fructose-specific PTS (*teth5140823-0826* and *0577-0578*) and proteins required for fructose metabolism (*teth5140575-0576*) (**Table S6**). In addition, the locus (*teth5141853-1855*) involved in vitamin B12-dependent methylmalonyl-CoA mutase (MCM) is also found in this module, which is upregulated in the presence of fructose (**Table S7**). 

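In mid exponential phase, 234 of 1970 genes tested were called changed under fructose relative to glucose, 144 higher and 90 lower. The arrays did not overlap for 667 genes (34.0%), where chance gives 10%, and before centring the median of all probes moved by -0.12. Without centring 122 genes were called, 52 higher and 70 lower, and within-array loess gave 82 genes, 29 higher and 53 lower.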

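Of the fructose PTS locus Teth5140823 to Teth5140826, 3 of 4 probes were tested, and they rose under fructose by 5.19 to 6.34, with a median of 6.11 (adjusted p 4.36e-07, set test). Under glucose 2 of these 3 probes were detected on 1 of 3 arrays, so that their changes lie in part against the background. The median of the arrays was 3.65 ± 0.17 (SD, n = 3) under fructose and -2.69 ± 1.93 (SD, n = 3) under glucose. All 3 fructose arrays lay above all 3 glucose arrays. Teth5140575 to Teth5140578 were detected on 0 of the 3 glucose arrays and on all fructose arrays, and expression was at least 12.1-fold higher for Teth5140577, 20.4-fold for Teth5140578 and 29.4-fold for Teth5140576. In the network 1 of the 16 pairs between the PTS and the other fructose genes could be measured, with an r of 0.645, and over all probes the 16 pairs had a median r of 0.704 and 0 links.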

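Teth5141853 to Teth5141855 rose under fructose by a median of 1.46 (adjusted p 0.00300, set test), from 0.00 ± 0.88 (SD, n = 3) under glucose to 1.49 ± 0.26 (SD, n = 3), and all 3 genes were called, with no overlap of the arrays. With the values processed by the authors the change was 0.86 and did not pass the test, nor did it with background subtracted and dim spots missing (1.57). Of 24 pairs of these genes with the genes of fructose transport and metabolism, 6 could be measured in the rebuilt network, with r from 0.520 to 0.768 and 0 links.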

MCM catalyzes the isomerization of methylmalonyl-CoA to succinyl-CoA in the catabolism of propanoate, which can be used as the carbon source to produce acetate and ethanol [7].

Further analysis reveals that many genes involved in energy production and conversion are upregulated under fructose (using glucose as a baseline). 

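Acetate kinase (Teth5141936) rose under fructose from -0.32 ± 0.62 (SD, n = 3) to 1.20 ± 0.18 (SD, n = 3), a change of 1.52 (standard error 0.33, adjusted p 0.00238), and it was not called with within-array loess (0.81). The ethanolamine utilization genes Teth5141937 to Teth5141939 rose by a median of 1.29 (adjusted p 0.00206, set test) and Teth5141943 to Teth5141946 by 1.60 (adjusted p 0.00855), with every gene of both groups called. The propanediol utilization genes Teth5141947 and Teth5141948 rose by a median of 1.71 (adjusted p 0.00296), to 2.46 ± 0.08 (SD, n = 3) under fructose. All 3 fructose arrays lay above all 3 glucose arrays for each of these loci. For the ethanolamine utilization genes Teth5141937 to Teth5141939, within-array loess moved the change most, to 0.47.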

Examples include acetate kinase (*teth5141936*), iron-containing alcohol dehydrogenase (*teth5141935*), propanediol utilization protein (*teth5141947-1948*) and the vitamin B12-dependent ethanolamine utilization pathway (*teth5141937-1939* and *1945-1946*) (**Table S7** and **Table S8**). In addition, the expression of ferredoxin-NADP+ reductase genes (*teth5140502* and *0560*) is elevated under fructose, thereby providing reducing equivalents to ethanol fermentation (**Table S8**)[8]. Together, these results reveal the mechanism contributing to the higher levels of acetate and ethanol produced under fructose (**Figure S1B**).

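Teth5140502 rose under fructose from -0.13 ± 0.50 (SD, n = 3) to 1.13 ± 0.48 (SD, n = 3), a change of 1.26 (standard error 0.32, adjusted p 0.00650), with no overlap of the arrays. Without glucose mid replicate 1 its change was 0.98 and it was not called, nor was it without centring (1.17) or with within-array loess (0.38). Teth5140560 was detected on 0 of the 3 glucose arrays, and its expression under fructose was at least 1.29-fold higher. Its fitted change of 1.76 turned to -0.05 with within-array loess.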

**Part V. Module 4 (Mostly Cellobiose Utilization Genes and Hypothetical Genes)**. Genes in this module are induced by cellobiose (**Table S9** and **Figure S2B**). These genes include the PTS lactose/cellobiose family EIIA/B/C, which transports cellobiose across the membrane, and glycoside hydrolase (*teth5140262-0267*), which hydrolyzes cellobiose into glucose-1P and fluxes into glycolysis and the pentose phosphate pathway (PPP).

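Teth5140262 to Teth5140267 rose under cellobiose with a fitted median of 6.17 (adjusted p 2.28e-19, set test), and all 6 genes were called. With the 3 genes that were not detected under glucose at their lower bounds, the median was 5.56 and the changes went from 3.91 to 6.62. Their array medians were 2.90 ± 0.17 (SD, n = 3) under cellobiose and -2.96 ± 0.07 (SD, n = 3) under glucose. Teth5140263, Teth5140264 and Teth5140265 were detected on 0 of the 3 glucose arrays, and their expression was at least 34.8-fold, 15.0-fold and 20.0-fold higher under cellobiose. Teth5140262 and Teth5140266 were detected on 1 of the 3 glucose arrays, and their changes too lie in part against the background. Within-array loess moved the median change most, to 2.24.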

Many genes involved in energy production/conversion are downregulated under cellobiose (using glucose as a baseline). 

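In mid exponential phase, 277 of 1970 genes tested were called changed under cellobiose relative to glucose, 135 higher and 142 lower, and the arrays did not overlap for 704 genes (35.9%), where chance gives 10%. Before centring the median of all probes changed by -1.30 under cellobiose. Relative to this shift about as many genes rose as fell, whereas without centring 1297 genes were called, 50 higher and 1247 lower.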

A prominent cluster is the electron-transporting, ferredoxin-linked, Na+-translocating Rnf complex (*teth5140079-0084*) [9]. 

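The 6 genes Teth5140079 to Teth5140084 were each lower under cellobiose, by -0.12 to -0.89, with a median of -0.55 (adjusted p 0.0368, set test) and 0 genes called in limma. The arrays had a median of 1.50 ± 0.10 (SD, n = 3) under cellobiose and 1.82 ± 0.09 (SD, n = 3) under glucose, with no overlap of the arrays. The median change without centring was -1.83. The test was not passed with within-array loess (-0.02), with centring on the probes detected on all arrays (-0.50) or with scan session as a random block, or without glucose mid replicate 1 (-0.52), glucose mid replicate 3 (-0.48), cellobiose mid replicate 2 (-0.54) or cellobiose mid replicate 3 (-0.55).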

Other examples include the Na+-translocating decarboxylase (*teth5141850-1851*) and the Na+/H+ antiporters (*teth5140972*), which maintain H+ and Na+ gradients, as well as Na+/solute symporters (*teth5141571*), which allow for the influx of solutes (**Table S10**). This finding indicates that the energy conversion from cellobiose in X514 is less efficient, consistent with the observed slower growth, lower biomass and fewer end products observed with cellobiose as the sole carbon-source (**Figure 1** and **Figure S1**). 

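Teth5141850 and Teth5141851 changed under cellobiose by a median of 0.48 (adjusted p 0.272, set test), a direction that turned without centring (-0.90), with centring on the genomic DNA control spots (-0.03), with the values processed by the authors (-1.24) and with no spot left out (-0.56). Teth5141850 was detected on 1 of 3 glucose arrays. The change passed the test without glucose mid replicate 1 (0.69). Teth5140972 fell by 0.95 (standard error 0.36, adjusted p 0.0561), from -0.24 ± 1.16 (SD, n = 3) to -1.20 ± 0.12 (SD, n = 3), and Teth5141571 fell by 1.05 (standard error 0.39, adjusted p 0.0543). Neither was called, and for Teth5141571 the arrays did not overlap. Without centring they fell by 2.24 and 2.33 and both were called, as when glucose mid replicate 3 was left out (-1.50 and -1.27).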

Because cellobiose is composed of two glucoses, the activity of cellobiose-specific glycoside hydrolases is probably a crucial bottleneck in the efficient utilization of disaccharides under CBP conditions.

**Part VI. Additional Modules Involving Carbohydrate Metabolism**. First, a novel energy driver of the glycobiome is identified by the presence of Module 9 which includes V-type ATPase (which is mostly found in archaea and eukaryotes) in the network instead of the F-type ATPase that functions in most bacteria [10]. Second, the presence of Module 6, which includes genes responsible for heavy metal translocation, emphasizes the importance of heavy metal ions, such as cobalt for B12 biosynthesis and iron for alcohol dehydrogenase, in supporting the *Thermoanaerobacter* glycobiome. Third, valine, leucine and isoleucine make a glucose-specific contribution to the glycobiome because Module 12, consisting of genes synthesizing these three amino acids (*teth5140012-0018*), is induced by glucose but not by other substrates. Therefore, a larger carbon flux is directed to amino acid biosynthesis from pyruvate during glucose fermentation (**Table S5**), explaining the observation that acetate and ethanol yields under glucose are lower than that under fructose, which is also a hexose.

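Of Teth5140012 to Teth5140018, 4 of 7 probes passed the detection filter. Relative to glucose, their median change in mid exponential phase was -0.99 under xylose, or -0.89 with its 1 dim gene at the lower bound (adjusted p 0.0979, set test), 0.05 under fructose (adjusted p 0.940) and -0.38 under glucose-xylose (adjusted p 0.671). Without centring the changes under fructose and glucose-xylose were -0.05 and 0.19. The spread between the glucose arrays was large (-2.39 ± 1.04, SD, n = 3), and without glucose mid replicate 1 the change under xylose (-1.60) passed the test. Under cellobiose these probes were detected on 0 of 3 arrays, and no lower bound of a fold above 1 could be given for any of them, so that the size of a change was not measured. The fitted value, which compares glucose with the background, was -0.96 (adjusted p 0.230) and 0.12 with within-array loess, and it passed the test without centring (-2.24) and without glucose mid replicate 1 (-1.70).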

**Part VII. Glucose-Specific and Xylose-Specific Genes Are Simultaneously and Actively Expressed under the Co-Presence of Glucose and Xylose**. Among the notable genes involved in COG G, COG C and COG E, the expression pattern under dual carbohydrate sources displays distinct and linked characteristics in contrast to sole carbon sources (mid exponential under the dual carbohydrate was defined as treatment with those under single glucose or xylose as controls). First, the expression of glucose- and xylose-specific transport systems was induced under dual carbohydrate treatment. In contrast to glucose as the sole carbon source, most genes in the putative operons involved in xylose uptake and transport (*teth5140153-0155* and *teth5140157-0159*) were significantly upregulated, whereas the genes involved in the glucose PTS (*teth5140412-0414*) were downregulated (**Table S3** and **Figure S6**). However, when compared with xylose as the sole carbon source, the genes encoding the glucose-specific PTS EII and its regulatory factor (*teth5140412* and *0414*) were upregulated, while xylose ABC transporter genes were downregulated. Therefore, under the co-presence of glucose and xylose, the two sets of glucose-specific and xylose-specific genes are simultaneously and actively expressed, though the fold-change of transcript abundance is less than that under each single substrate, possibly due to the need to maintain energy balance.

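Relative to glucose, 378 of 1980 genes tested were called changed under glucose-xylose in mid exponential phase, 168 higher and 210 lower, and the arrays did not overlap for 925 genes (46.9%), where chance gives 10%. Before centring, the median of all probes was higher by 0.63, and without centring 539 genes were called, 464 higher and 75 lower. Teth5140153, Teth5140154 and Teth5140155 were at least 92.3-fold, 25.7-fold and 27.9-fold higher, and Teth5140157 and Teth5140158 at least 4.80-fold and 2.24-fold, since none of the 5 was detected under glucose. The fitted median change of xylABF was 6.18, or 4.80 with its genes at their lower bounds (adjusted p 2.22e-15, set test), and that of xylGH 3.07, or 1.71 at the bounds (adjusted p 2.23e-10), which within-array loess moved to 0.24, when it did not pass the test. xylR (Teth5140159) changed by 0.25 (standard error 0.26, adjusted p 0.512). The glucose PTS genes Teth5140412 to Teth5140414 fell by a median of 1.10 (adjusted p 0.000598), from 0.68 ± 0.34 (SD, n = 3) to -0.40 ± 0.25 (SD, n = 3), and all 3 were called.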

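Relative to xylose, Teth5140412 rose under glucose-xylose by 2.22 (standard error 0.42, adjusted p 0.00203), from -1.28 ± 0.12 (SD, n = 3) to 0.95 ± 0.19 (SD, n = 3), and Teth5140414 rose by 1.20 (standard error 0.39, adjusted p 0.0578), which did not pass the cutoff in limma and did with within-array loess (1.02). The arrays of both genes did not overlap. xylGH fell by a median of 1.20 (adjusted p 0.000272, set test), with 1 of 2 genes called, and xylABF by 0.40 (adjusted p 0.0675). With the Cy5 channel alone the change of xylABF was -1.27 and it passed the test, and with within-array loess it was 0.34. Relative to glucose the glucose PTS genes were lower under xylose by a median of -2.30 (adjusted p 1.06e-06), a larger decrease than under glucose-xylose. The paper concludes that glucose-specific and xylose-specific genes are expressed together under both sugars, at levels under those with each sugar alone.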

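Under glucose-xylose in mid exponential phase, alcohol dehydrogenase (Teth5141935) and acetate kinase (Teth5141936) changed by a median of 0.59 relative to glucose (adjusted p 0.222, set test) and of -0.65 relative to xylose (adjusted p 0.164). Relative to glucose they passed the test without centring (1.16), with within-array loess (0.54) and without glucose mid replicate 3 (0.97). Relative to xylose the arrays did not overlap, and within-array loess gave 0.05. The butanoate operon Teth5140936 to Teth5140938 changed by -0.48 relative to glucose (adjusted p 0.329), or 0.08 without centring, and by -0.61 relative to xylose (adjusted p 0.163), where the arrays did not overlap and the Cy5 channel alone passed the test (-0.64). For Teth5140939 to Teth5140947 the changes were -0.04 relative to glucose (adjusted p 0.559), or 0.53 without centring, and 0.10 relative to xylose (adjusted p 0.992), where the mean is of the opposite sign to the median.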

Secondly, under the dual carbohydrate program, the expression pattern of COG C (energy-conversion) genes was similar to the profile induced by glucose alone but not to xylose alone (**Table S4).** Therefore, the dual carbohydrate transcriptional program inherits certain features in energy conversion from the glucose-alone program.

Third, the dual carbohydrate transcriptional program maintained the distinct and crucial characteristic of activated arginine metabolism. Similar to under xylose, arginine metabolism genes (**Table S5**) remained upregulated under the dual sugars (compared to glucose alone), though the induced level was lower than that under xylose alone. Furthermore, under glucose plus xylose, few genes with altered expression were detected when compared to xylose (|Z score| < 2). In addition, genes involved in valine and leucine biosynthesis were repressed under dual carbohydrate in contrast to glucose-alone growth (**Table S5**). Hence, the dual carbohydrate transcriptional program includes features from the xylose-alone program, particularly those related to amino acid metabolism (**Table S5**).

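The arginine biosynthesis genes changed under glucose-xylose by a median of -0.12 relative to glucose (adjusted p 0.996, set test), with 2 of 7 probes higher and 5 lower and 0 called in limma. Without centring the median was 0.45, and with the values processed by the authors it was 0.32. Relative to xylose they changed by -0.21 (adjusted p 0.936), or 0.31 with within-array loess. Their per-array median under glucose-xylose was 0.81 ± 1.72 (SD, n = 3). Leaving out each array in turn gave changes relative to glucose from -1.77 to 0.84.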

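Between glucose-xylose and xylose in mid exponential phase, 100 of 1980 genes were called, 60 higher and 40 lower under glucose-xylose. The arrays of the 2 substrates were scanned in different sessions, so that session and substrate cannot be told apart in this comparison. With session as a random block fewer genes were called, as the closing section gives. The arrays did not overlap for 661 genes (33.5%), where chance gives 10%, and before centring the median of all probes moved by 0.10. Without centring 14 genes were called, 5 higher and 9 lower. With the cutoffs of the paper on log2R and Z, 45 genes passed. For this setting Z was taken as the difference of the 2 means over the square root of 0.25 plus the sum of the 2 variances, since the text of the paper does not give its formula. The count was 44 without glucose-xylose mid replicate 2.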

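Per array, the 4 tested probes of Teth5140012 to Teth5140018 had a median of -2.71 ± 0.46 (SD, n = 3) under glucose-xylose, within the spread of the glucose arrays, and 0 of 4 genes were called in limma. All 4 were lower, by -0.10 to -0.64.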

**Part VIII. The Differentiated Roles of *adh*s in *Thermoanaerobacter***. The gene co-expression network reveals the various roles of the *adh*s. First, all the three NADPH-dependent *adh*s (*adhA/B/E*) are absent from the network. Furthermore, the expression of those genes remains constant among the carbohydrates tested. 

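Under xylose, fructose and cellobiose relative to glucose in mid exponential phase, Teth5140627 changed by -0.32, 0.50 and 0.31, Teth5140653 by -0.38, 0.79 and 0.88, and Teth5140654 by -0.62, 0.09 and 0.24. None of these changes was called in limma, and Teth5140653 was called under fructose with quantile normalization (1.03). Teth5140653 had an adjusted p of 0.0290 under cellobiose, with a change under the fold cutoff and no overlap of the arrays, and it was called without glucose mid replicate 1 (1.09) and with the Cy5 channel alone (1.00). Without centring its change under cellobiose was -0.40, and that of Teth5140654 -1.05.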

Considering that AdhB and AdhE primarily function in ethanol production from acetyl-CoA and acetaldehyde and that AdhA mediates ethanol consumption for NAD cofactor recycling [11, 12], these three Adhs in X514 may maintain basic ethanol production under different carbon substrates.Second, although the additional iron-containing *adh* (*teth5140145*) is absent from the network, it is downregulated under cellobiose, suggesting that iron-containing *adh*s are more sensitive to changes of carbohydrate substrates. 

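Teth5140145 was detected on 0 of 3 arrays under cellobiose and on 2 of 3 under glucose, where its log2 ratio was -2.19 ± 1.15 (SD, n = 3). No lower bound of a fold above 1 could be given, so that the size of a change was not measured. The fitted value, which compares glucose with the background, was -0.29 (standard error 0.41, adjusted p 0.645), and from -0.78 to 0.34 with each array left out in turn. The gene was called lower without centring (-1.58) and with the values processed by the authors (-1.85).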

Third, three iron-containing *adhs* exist in the network, including *teth5140241* and *teth5141882* in Module 1 and *teth5141935* in Module 8 (**Figure S5B and Figure S5C**). 

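Under cellobiose Teth5141935 rose by 1.41 (standard error 0.37, adjusted p 0.00691), a change that was 0.13 without centring and -0.05 with the values processed by the authors. The call was also lost with within-array loess (0.70), and without glucose mid replicate 1 (1.06). Teth5140241 changed under xylose, fructose and cellobiose by 0.60, -0.44 and -0.06, and Teth5141882 by 0.30, 0.26 and 0.33, with 0 calls in limma. Under cellobiose Teth5141882 was detected on 1 of 3 arrays. Teth5140241 was called under cellobiose without centring (-1.34) and under xylose without glucose mid replicate 2 (1.01). For Teth5141882 under cellobiose the change was -1.11 with the values processed by the authors.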

Module 1 and the genes directly linked to *teth5140241* and *teth5141882* are involved in DNA replication or modification (e.g., methylation) (**Figure 3A**), excluding the roles of these two *adhs* in energy production.

**References**

1. Stuart JM, Segal E, Koller D, Kim SK (2003) A gene-coexpression network for global discovery of conserved genetic modules. Science 302: 249-255.

2. Alm EJ, Huang KH, Price MN, Koche RP, Keller K, et al. (2005) The MicrobesOnline Web site for comparative genomics. Genome Res 15: 1015-1022.

3. Yang Y, Harris DP, Luo F, Xiong W, Joachimiak M, et al. (2009) Snapshot of iron response in *Shewanella oneidensis* by gene network reconstruction. BMC Genomics 10: 131.

4. Wu J, Rosen BP (1991) The ArsR protein is a trans-acting regulatory protein. Mol Microbiol 5: 1331-1336.

5. Kim C, Song S, Park C (1997) The D-allose operon of *Escherichia coli* K-12. J Bacteriol 179: 7631-7637.

6. Stojiljkovic I, Baumler AJ, Heffron F (1995) Ethanolamine utilization in *Salmonella typhimurium*: nucleotide sequence, protein expression, and mutational analysis of the cchA cchB eutE eutJ eutG eutH gene cluster. J Bacteriol 177: 1357-1366.

7. Bobik TA, Havemann GD, Busch RJ, Williams DS, Aldrich HC (1999) The propanediol utilization (pdu) operon of *Salmonella enterica* serovar typhimurium LT2 includes genes necessary for formation of polyhedral organelles involved in coenzyme B-12-dependent 1,2-propanediol degradation. J Bacteriol 181: 5967-5975.

8. Feng X, Mouttaki H, Lin L, Huang R, Wu B, et al. (2009) Characterization of the central metabolic pathways in *Thermoanaerobacter* sp. strain X514 via isotopomer-assisted metabolite analysis. Appl Environ Microbiol 75: 5001-5008.

9. Speelmans G, Poolman B, Abee T, Konings WN (1994) The F- or V-type Na(+)-ATPase of the thermophilic bacterium *Clostridium fervidus*. J Bacteriol 176: 5160-5162.

10. Seedorf H, Fricke WF, Veith B, Bruggemann H, Liesegang H, et al. (2008) The genome of *Clostridium kluyveri*, a strict anaerobe with unique metabolic features. Proc Natl Acad Sci U S A 105: 2128-2133.

11. Burdette D, Zeikus JG (1994) Purification of acetaldehyde dehydrogenase and alcohol dehydrogenases from *Thermoanaerobacter ethanolicus* 39E and characterization of the secondary-alcohol dehydrogenase (2 degrees Adh) as a bifunctional alcohol dehydrogenase—acetyl-CoA reductive thioesterase. Biochem J 302 ( Pt 1): 163-170.

12. Pei J, Zhou Q, Jiang Y, Le Y, Li H, et al. (2010) *Thermoanaerobacter* spp. control ethanol pathway via transcriptional regulation and versatility of key enzymes. Metab Eng 12: 420-428.

How the deposited data were processed for this re-analysis (not part of the article)

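The 33 arrays compared RNA of Thermoanaerobacter sp. X514 with its genomic DNA. Cultures grew at 60 °C on glucose, xylose, fructose or cellobiose, or on glucose and xylose together (glucose-xylose), and 11 groups of 3 arrays each were made from the sample labels: early, mid and late exponential phase for glucose, xylose and glucose-xylose, and mid exponential phase for fructose and cellobiose. Each array carried 5376 spots, of which 4590 held the 2 spots of each of 2295 gene probes. There were also 20 human control probes, 48 genomic DNA control spots and 698 empty spots, and 19 of the gene probes were group-specific probes.

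For each array the authors deposited the spot intensities of the RNA channel (Cy5) and of the genomic DNA channel (Cy3) as ImaGene gave them, with the local background, its standard deviation and a flag, and with no normalization, per the file headers and the methods. In these files, the authors also gave the ratio of net signal to background standard deviation of each spot, again without normalization. The authors deposited 1 further table with a value per probe and array. When checked against the spot files, its intensities were the RNA signal less background, averaged over the spots of a probe and multiplied by 1 factor per array. That factor followed the mean of the DNA channel (SD of 0.0027 on the log2 scale over the arrays), and 447 of 75557 values compared differed from this by more than 0.01. The methods of the paper instead give a Cy5/Cy3 ratio for each spot. The correlation of this table with the uncentred ratio computed here was 0.878 to 0.936 per array. Of its 75735 values, 164 were not given.

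Here the mean signal of each channel was corrected for background (normexp, offset 50, limma 3.58.1 in R 4.3.3), the log2 ratio of RNA to DNA was taken per spot, and each array was centred on the median of its gene probes. The 2 spots of a probe were then averaged. Flagged spots were left out (5 to 58 gene spots per array, at most 1.26%), and the flags were the same in both channels. Saturated spots were kept (0 to 22 gene spots per array in the RNA channel). A probe counted as detected on an array at a signal-to-noise ratio of at least 2 in the RNA channel. Probes detected on all 3 arrays of at least 1 group were kept, which left 1981 probes, 32 of them with missing values (143 in all).

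From 1433 to 1994 gene probes were detected per array (62.4% to 86.9%), with a median signal-to-noise ratio of 3.53 to 16.4. The human control probes had a median of at most 0.156. The median net RNA signal per array ranged from 590.4 to 3753, and the median log2 ratio before centring from -4.07 to -1.28. Cellobiose arrays were the dimmest, with 1433, 1498 and 1583 probes detected. Replicate arrays of a group correlated at 0.834 to 0.990 over the probes kept. A fold change of a probe that was not detected on any array of one group is a lower bound: the ratio was set against the lowest corrected RNA signal of any detected gene spot on the same array.

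Groups were compared in 1 limma fit over all 33 arrays, with 5 comparisons at mid exponential phase, 6 of early or late with mid exponential phase of the same substrate, and 4 differences between such phase changes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1, which is the fold cutoff of the paper. The moderated variance had 5.40 prior degrees of freedom. The 40 loci that the paper names were tested with fry (limma), with the p adjusted over 585 of the 600 pairs of locus and comparison, on the 1949 probes without missing values; the other pairs had no probe to test. Several of these loci were named in the paper because they changed on the same arrays, so that their p values describe these arrays. Phase peaks were taken as the phase with the highest mean of a locus. For the network, probes detected on at least 17 arrays were linked at a positive Pearson correlation of at least 0.94 over the 33 arrays. Negative pairs past the cutoff were counted apart. Modules of 5 or more genes were found by fast greedy modularity (igraph 2.1.4).

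The named genes were chosen by a rule set before the data were examined: every gene that the paper names in the sentence or table beside a passage, and for each of the 11 comparisons the 3 called genes with the largest increase and the 3 with the largest decrease among those whose 3 arrays of 1 group all lay above the 3 of the other. The plan held further choices that the spot files did not allow. It named the median of the local background, and the files give its mean, which was used. It named the median signal as an alternative, which the files do not hold. Flags in either channel gave the same spots as flags in the DNA channel. No scan date is given, but each array carries a number, read here as an acquisition time in seconds, although no label says that it is a time. This reading places the arrays in 5 sessions more than 6 hours apart. These are glucose mid exponential phase; glucose early and late and all xylose arrays; fructose and cellobiose replicates 2 and 3; fructose and cellobiose replicate 1; and all glucose-xylose arrays. Glucose mid exponential phase is alone in its session, so that session and condition cannot be separated in any comparison with it. Nor can they be separated between glucose-xylose and xylose, whose arrays lie in different sessions. How the peaks were counted, and that a pair of probes in the network must share more than 50% of the arrays, was set after the data were seen.

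Alternatives covered the background correction, the normalization and centring, the RNA channel alone, the table of the authors, the filters, flagged spots, the replicate number and the session as blocks (statmod 1.5.0), the arrays in the fit, the cutoffs of the paper with a Z score whose formula the paper does not state, the network settings and each array left out in turn. The ratio of the RNA signal to the mean of the DNA channel without centring was added after the data were seen. The closing section gives their effect. Before use, the scripts were tested on simulated data with known changes. Of 200 changed genes, 185 (92.5%) were called in the right direction and 3 unchanged genes were called. In a comparison simulated with no change, 0 genes were called by limma. A shifted locus had an adjusted p of 1.18e-11 in the set test and 0 other pairs were called, and 5 simulated modules with 100 genes were recovered. The simulated noise was independent between genes and arrays, without offsets of whole arrays or sessions, and the modules were correlated far above the cutoff. These runs therefore test the scripts and do not give the rate of false calls or links on the real arrays.

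Growth, ethanol and other products, the PCR measurements and the functional categories of the genes were not analysed here, because the array files hold none of them. The copy of Table S1 used here lists 595 genes in 10 modules, fewer than the network of the paper. Genes were followed by their locus number as spotted on the array, without a genome sequence.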

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

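Scan session as a random block was planned as an alternative, and its use here as a test of the session of the glucose mid arrays was chosen only after its result was seen. In 4 comparisons the change between phases differed between substrates, by a test of the difference itself (an interaction term in limma, adjusted p under 0.05). From mid to early exponential phase, 368 genes changed differently under glucose and xylose (150 with the higher value under glucose, 218 with the lower), and 15 under glucose-xylose and xylose (2 higher, 13 lower). From mid to late exponential phase, 111 genes changed differently under xylose and glucose (71 higher, 40 lower) and 232 under glucose-xylose and glucose (138 higher, 94 lower). For the late difference of xylose and glucose more calls were higher than lower under each scaling, but the direction of the other calls depends on the centring. Without centring the counts were 914 (897 higher, 17 lower), 354 (353 higher, 1 lower), 81 (71 higher, 10 lower) and 215 (11 higher, 204 lower). Centred on the genomic DNA control spots they were 368 (211 higher, 157 lower), 5 (2 higher, 3 lower), 106 (85 higher, 21 lower) and 178 (121 higher, 57 lower). The other scalings are in the next part.

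For the early difference of glucose and xylose, 1 of 100 splits of the arrays, the real one, gave as many genes. For the other 3 differences 22, 12 and 8 of 100 splits gave as many, in the order above. The splits exchanged substrates among the arrays of each phase apart. Some splits thereby turn a lasting difference between substrates into a difference between phase changes. They do not represent data without such a difference, so that these shares decide nothing and chance stays open for each count. The counts also depend on single arrays. The early difference of glucose and xylose lay between 273 and 398 when any 1 array was left out. The early difference of glucose-xylose and xylose was 2 without xylose early replicate 1 or replicate 2, 58 without xylose early replicate 3, 9 without xylose mid replicate 1 and 7 without glucose-xylose mid replicate 2. The late difference of xylose and glucose was 72 without glucose late replicate 2, 69 without glucose late replicate 3 and 72 without xylose late replicate 3. The late difference of glucose-xylose and glucose was 59 without glucose mid replicate 1, 352 without glucose mid replicate 2, 120 without glucose late replicate 2, 98 without glucose late replicate 3, 101 and 79 without glucose-xylose mid replicate 2 or 3, and 148 and 111 without glucose-xylose late replicate 2 or 3.

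Glucose mid exponential phase was scanned in a session of its own, and it enters the differences of glucose with xylose and with glucose-xylose. Glucose early and late and all xylose arrays were scanned in 1 session, and in these arrays alone the change from early to late differed between glucose and xylose for 109 genes (80 higher, 29 lower). As many genes were called in 7 of 100 splits of these arrays, which exchanged substrates in the same way and decide nothing. Chance stays open for this count, and it does not decide whether differences between glucose and xylose come from the session. It also concerns late against early and not the changes from mid exponential phase. With session as a random block, 251 genes were called between xylose and glucose in mid exponential phase, where 302 were called without it. Session and condition cannot be told apart there, because glucose mid exponential phase has no array in another session. In the early difference of glucose-xylose and xylose each substrate was scanned in 1 session, so that a shift of a session cancels. A different course of expression with the phase of growth on each substrate, which the design names, stays open as untested.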

How the results depend on the processing

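The ratio of the RNA signal to the mean of the DNA channel was the only alternative chosen after the data were seen, and all others were set before the data were examined. Counts of called genes are named by the group compared, with glucose in mid exponential phase as the reference for xylose, fructose and cellobiose, and mid exponential phase as the reference for early and late. Brackets hold the higher and the lower calls. The reported counts were 302 (120 and 182) for xylose, 234 (144 and 90) for fructose, 277 (135 and 142) for cellobiose, 378 (168 and 210) for glucose-xylose against glucose, 100 (60 and 40) for glucose-xylose against xylose, 159 (67 and 92) for glucose early, 225 (110 and 115) for glucose late, 361 (228 and 133) for xylose early, 112 (81 and 31) for xylose late, 153 (72 and 81) for glucose-xylose early, 3 (2 and 1) for glucose-xylose late, 368 (150 and 218) for the early difference of glucose and xylose, 15 (2 and 13) for the early difference of glucose-xylose and xylose, 111 (71 and 40) for the late difference of xylose and glucose and 232 (138 and 94) for the late difference of glucose-xylose and glucose. There were 191 locus and comparison pairs (106 and 85), 8 phase peaks and 211 genes with a link.

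An offset of 0, spots left in despite their flags, quantile normalization and centring on the probes detected on all arrays left each of these 18 counts within 1.5 times. The cause of the changes below was not tested unless it is given. Within-array loess was left out of the main processing because the reference is genomic DNA. The ratio then follows the RNA signal, and a fit to intensity also removes differences in expression. With quantile normalization the split of the calls became 326 for cellobiose (122 and 204), 154 for glucose early (47 and 107) and 343 for xylose early (182 and 161, shift -0.05). With centring on the probes detected on all arrays it became 303 for xylose (88 and 215), 240 for fructose (119 and 121), 377 for glucose-xylose against glucose (118 and 259, shift -0.12) and 153 for glucose early (34 and 119, shift -0.04). With background subtracted and dim spots missing, the counts were 0 for glucose-xylose late (206 at an unadjusted p under 0.05 in limma), 4 for the early difference of glucose-xylose and xylose and 89 for locus and comparison pairs. Within-array loess gave 70 for xylose, 82 for fructose (29 and 53), 164 for cellobiose (51 and 113), 240 for glucose-xylose against glucose, 163 for glucose-xylose against xylose, 26 for glucose early (4 and 22, shift 0.02), 25 for glucose late (17 and 8), 60 for xylose early, 65 for xylose late (57 and 8), 46 for glucose-xylose early, 1 for glucose-xylose late (1 and 0), 52 for the early difference of glucose and xylose (14 and 38), 4 for the early difference of glucose-xylose and xylose (1 and 3), 48 for the late difference of xylose and glucose (38 and 10), 35 for the late difference of glucose-xylose and glucose and 67 for genes with a link.

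Without centring, a shift of a whole array stays in every gene, so that the median of all genes moves, and it is given as the shift on the log2 scale. Without centring there were 361 for xylose (295 and 66, shift 0.50), 122 for fructose (52 and 70), 1297 for cellobiose (50 and 1247, shift -1.26), 539 for glucose-xylose against glucose (464 and 75, shift 0.59), 14 for glucose-xylose against xylose (5 and 9), 158 for glucose early (8 and 150, shift -0.28), 61 for glucose late, 1553 for xylose early (4 and 1549, shift -1.63), 171 for xylose late (157 and 14, shift 0.48), 194 for glucose-xylose early (8 and 186, shift -0.49), 16 for glucose-xylose late (1 and 15, shift -0.58), 914 for the early difference of glucose and xylose (897 and 17, shift 1.32), 354 for the early difference of glucose-xylose and xylose (353 and 1, shift 1.12), 81 for the late difference of xylose and glucose (71 and 10, shift 0.47), 215 for the late difference of glucose-xylose and glucose (11 and 204, shift -0.62), 209 for locus and comparison pairs (94 and 115) and 1007 for genes with a link. From the values processed by the authors came 261 for xylose (207 and 54, shift 0.45), 89 for fructose (26 and 63, shift -0.11), 1282 for cellobiose (40 and 1242, shift -1.26), 451 for glucose-xylose against glucose (341 and 110, shift 0.44), 123 for glucose-xylose against xylose (39 and 84), 132 for glucose early (7 and 125, shift -0.30), 40 for glucose late, 1527 for xylose early (6 and 1521, shift -1.59), 118 for xylose late (110 and 8, shift 0.46), 141 for glucose-xylose early (14 and 127, shift -0.50), 3 for glucose-xylose late (0 and 3, shift -0.57), 837 for the early difference of glucose and xylose (817 and 20, shift 1.27), 309 for the early difference of glucose-xylose and xylose (309 and 0, shift 1.09), 77 for the late difference of xylose and glucose (74 and 3, shift 0.50), 42 for the late difference of glucose-xylose and glucose (5 and 37, shift -0.51), 185 for locus and comparison pairs (74 and 111) and 745 for genes with a link. The ratio to the mean of the DNA channel, chosen after the data were seen, gave 287 for xylose (236 and 51, shift 0.48), 81 for fructose (29 and 52), 1243 for cellobiose (41 and 1202, shift -1.20), 452 for glucose-xylose against glucose (381 and 71, shift 0.51), 87 for glucose-xylose against xylose (35 and 52), 120 for glucose early (8 and 112, shift -0.27), 22 for glucose late (15 and 7), 1561 for xylose early (5 and 1556, shift -1.60), 131 for xylose late (122 and 9, shift 0.43), 147 for glucose-xylose early (10 and 137, shift -0.50), 5 for glucose-xylose late (0 and 5, shift -0.61), 930 for the early difference of glucose and xylose (913 and 17, shift 1.30), 357 for the early difference of glucose-xylose and xylose (357 and 0, shift 1.10), 53 for the late difference of xylose and glucose (48 and 5, shift 0.41), 95 for the late difference of glucose-xylose and glucose (4 and 91, shift -0.61), 195 for locus and comparison pairs (84 and 111) and 767 for genes with a link.

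Centring on the genomic DNA control spots gave 434 for cellobiose (68 and 366, shift -0.42), 373 for glucose-xylose against glucose (114 and 259, shift -0.12), 96 for glucose-xylose against xylose (45 and 51), 181 for glucose early (22 and 159, shift -0.15), 247 for glucose late (65 and 182, shift -0.21), 431 for xylose early (98 and 333, shift -0.40), 136 for glucose-xylose early (33 and 103, shift -0.13), 3 for glucose-xylose late (1 and 2), 368 for the early difference of glucose and xylose (211 and 157, shift 0.22), 5 for the early difference of glucose-xylose and xylose (2 and 3, shift 0.26) and 106 for the late difference of xylose and glucose (85 and 21, shift 0.17). The RNA channel alone gave 211 for glucose-xylose against xylose, 148 for glucose late (90 and 58), 100 for glucose-xylose early, 0 for glucose-xylose late (188 at an unadjusted p under 0.05 in limma), 245 for the early difference of glucose and xylose, 9 for the early difference of glucose-xylose and xylose, 61 for the late difference of xylose and glucose and 110 for the late difference of glucose-xylose and glucose (52 and 58). Scan session as a random block gave 43 for glucose-xylose against xylose, 80 for glucose early, 100 for glucose late, 69 for the late difference of xylose and glucose and 114 for the late difference of glucose-xylose and glucose.

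With no filter on dim probes there were 5 for glucose-xylose late. When probes had to be detected on all 33 arrays, fewer genes were tested, and there were 170 for xylose, 117 for fructose, 124 for cellobiose, 198 for glucose-xylose against glucose, 50 for glucose-xylose against xylose, 84 for glucose early, 118 for glucose late, 208 for xylose early, 37 for xylose late, 79 for glucose-xylose early, 242 for the early difference of glucose and xylose, 2 for the early difference of glucose-xylose and xylose, 39 for the late difference of xylose and glucose, 148 for the late difference of glucose-xylose and glucose, 98 for locus and comparison pairs, 1 for phase peaks and 78 for genes with a link. With only the arrays compared, which leaves fewer arrays to estimate the spread, there were 139 for xylose, 98 for fructose, 28 for glucose early, 5 for glucose late, 6 for glucose-xylose early, 49 for glucose-xylose late and 0 for the early difference of glucose-xylose and xylose (167 at an unadjusted p under 0.05 in limma). The cutoffs of the paper on log2R and Z, another criterion, passed 112 for xylose, 64 for fructose, 124 for cellobiose, 166 for glucose-xylose against glucose, 45 for glucose-xylose against xylose, 44 for glucose early, 31 for glucose late, 145 for xylose early, 69 for xylose late, 48 for glucose-xylose early, 16 for glucose-xylose late, 106 for the early difference of glucose and xylose, 9 for the early difference of glucose-xylose and xylose and 74 for the late difference of glucose-xylose and glucose.

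The replicate numbers were checked as pairs. In 3 of the 11 comparisons every correlation of arrays with the same number was over 0.1. These were glucose-xylose against glucose in mid phase, glucose early and glucose-xylose late, where pairing stays open. Over all comparisons the correlations went from -0.58 to 0.44, so the numbers were not taken to pair the arrays. Of the 103 locus and 144 gene results, 2 and 3 lost their call with the replicate number as a block, and 1 and 2 gained one. With the replicate number as a block there were 0 for glucose-xylose late (235 at an unadjusted p under 0.05 in limma). The network had 436 genes with a link at r of 0.90, 138 at r of 0.96, 133 with Spearman correlation, 496 from the 15 mid exponential arrays and 67 from the deviations from the group means. Leaving out a whole group or using all gene probes left the number within 1.5 times. The median signal could not be run, and spots flagged in either channel were the same spots.

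When each array was left out in turn, a group kept at least 2 arrays. The lowest and highest counts, with the arrays by group and replicate number, were 50 to 253 for glucose early (without glucose early 3 and glucose mid 3, and 246 without glucose early 2, 68 without glucose mid 1), 273 to 398 for the early difference of glucose and xylose (without glucose early 3 and glucose mid 3), 166 to 199 for locus and comparison pairs (without glucose mid 1 and glucose early 2), 7 to 8 for phase peaks (without glucose early 3 and glucose early 1), 269 to 346 for xylose (without xylose mid 1 and glucose mid 3), 166 to 259 for fructose (without fructose mid 2 and glucose mid 3), 225 to 334 for cellobiose (without cellobiose mid 3 and glucose mid 1), 299 to 444 for glucose-xylose against glucose (without glucose mid 1 and glucose mid 3) and 21 to 340 for glucose late (without glucose mid 1 and glucose mid 2, and 137 without glucose late 2, 95 without glucose late 3).

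For the other counts these ranges were 69 to 127 for the late difference of xylose and glucose (without glucose late 3 and glucose mid 3, and 72 without glucose late 2, 72 without xylose late 3), 59 to 352 for the late difference of glucose-xylose and glucose (without glucose mid 1 and glucose mid 2, and 120 without glucose late 2, 98 without glucose late 3, 101 without glucose-xylose mid 2, 79 without glucose-xylose mid 3, 148 without glucose-xylose late 2, 111 without glucose-xylose late 3), 268 to 439 for xylose early (without xylose early 2 and xylose early 3), 2 to 58 for the early difference of glucose-xylose and xylose (without xylose early 1 and xylose early 3, and 2 without xylose early 2, 9 without xylose mid 1, 7 without glucose-xylose mid 2), 44 to 117 for glucose-xylose against xylose (without glucose-xylose mid 2 and xylose mid 1, and 53 without glucose-xylose mid 1), 96 to 151 for xylose late (without xylose mid 2 and xylose mid 3), 67 to 218 for glucose-xylose early (without glucose-xylose mid 2 and glucose-xylose early 3, and 79 without glucose-xylose early 1), 0 to 15 for glucose-xylose late (without glucose-xylose mid 1 with 198 at an unadjusted p under 0.05 in limma and without glucose-xylose late 1, and 1 without glucose-xylose mid 2, 0 without glucose-xylose mid 3 with 154 at an unadjusted p under 0.05 in limma, 1 without glucose-xylose late 2, 0 without glucose-xylose late 3 with 148 at an unadjusted p under 0.05 in limma) and 204 to 228 for genes with a link (without glucose mid 1 and glucose-xylose late 3). Over all arrays left out, 590 of 684 refits of 103 locus results kept their direction and their side of the threshold, 35 changed sign without a call before or after, 43 lost the call, 16 gained one and 0 reversed with a call. For 144 gene results it was 776 of 864 refits, with 39 changes of sign without a call, 40 lost, 9 gained and 0 reversed with a call.

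Of the 103 locus results and 144 gene results, the direction and the side of the threshold stayed for the following numbers, and brackets hold the loci and genes that changed sign without a call before or after. They were 99 loci and 142 genes with an offset of 0 (3 and 1), 95 loci and 131 genes with quantile normalization (5 and 7), 97 loci and 136 genes with centring on the probes detected on all arrays (2 and 5), 92 loci and 122 genes with the genomic DNA control spots (5 and 12), 91 loci and 123 genes with the RNA channel alone (8 and 11), 97 loci and 139 genes with the session block (0 and 0), 74 loci and 95 genes with within-array loess (9 and 15), 65 loci and 101 genes with no centring (16 and 19), 69 loci and 97 genes with the values processed by the authors (13 and 24) and 65 loci and 97 genes with the ratio to the mean of the DNA channel (15 and 22). With background subtracted and dim spots missing, 62 of the 94 loci and 89 of the 112 genes with a refit stayed (9 and 12), and 21 loci and 7 genes lost their call. Of the 144 genes, 122 stayed with only the arrays compared and 117 with the cutoffs of the paper. Where a result was called with or without the alternative, the reversed values with within-array loess were -0.047 for Teth5140560 in fructose mid and 2.14 for Teth5140654 in xylose late. Without centring they were -1.40 for the sugar ABC transport locus from Teth5140986 in xylose early, -0.90 for Na decarboxylase in cellobiose mid, -1.24 for Teth5140564 in xylose early, -1.16 for Teth5140653 in xylose early and -1.38 for Teth5140654 in xylose early. With the values processed by the authors they were -0.0080 for xylGH in xylose early, -1.46 for the sugar ABC transport locus from Teth5140986 in xylose early, -1.24 for Na decarboxylase in cellobiose mid, -1.02 for Teth5140145 in xylose early, -1.14 for Teth5140564 in xylose early, -1.11 for Teth5141882 in cellobiose mid and -0.052 for Teth5141935 in cellobiose mid, and with the ratio to the mean of the DNA channel -0.016 for xylGH in xylose early, -1.46 for the sugar ABC transport locus from Teth5140986 in xylose early, -1.15 for Na decarboxylase in cellobiose mid, -1.05 for Teth5140145 in xylose early, -1.14 for Teth5140564 in xylose early, -1.02 for Teth5141882 in cellobiose mid and -0.029 for Teth5141935 in cellobiose mid.

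Signal over background limits the genes near the floor. Between 1433 and 1994 gene probes were detected per array, and the median signal to noise went from 3.53 to 16.4. Teth5141099 and Teth5141100 passed the filter in no group, and 1 of the 8 genes Teth5142194 to Teth5142201 was tested. For a gene dim on all arrays of a group the data give only a lowest fold.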

Differences from the paper's values

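The ratio of the RNA signal to the mean of the DNA channel was the only alternative in this part that was chosen after seeing the values, and the rule for lower bounds given below was applied only after a first comparison had been seen. The network of the paper holds 614 genes and the network rebuilt here 211. A count within 1.5 times that of the paper is taken here to close the gap. This was so with the values processed by the authors (745), with links at r of 0.90 (436) and with the 15 mid exponential arrays (496), and the gap stayed open with the other network alternatives set before the data were examined, such as no centring (1007), links at r of 0.96 (138), Spearman correlation (133) and all gene probes (246). Pairs with a negative r past the cutoff were not counted as links. There were 9 of them at r of 0.90 and 186 with the 15 arrays. The paper describes its links as positive. With the ratio to the mean of the DNA channel, which was chosen after seeing the values and drops 29 of the paper's called items, the network held 767 genes. For Module 8 the paper gives 2001 links, and 65 were found here among its genes, and no alternative closed this gap (183 links without centring, 176 at r of 0.90 and 92 with the values processed by the authors). Table S1 gives each gene a number of links, and over the 138 genes of Module 8 these add up to 1998, which counts a link within the module once for each of its 2 genes. For Teth5141935 the paper gives 21 links and 2 were found here. This gap did not close under any alternative either.

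Of 40 medians of loci and 81 values of genes in the supplementary tables that were also measured here, 11 and 41 differed from the paper by more than the spread between the arrays or in sign, and 4 and 25 of all compared had the opposite sign. The 41 and the 25 include Teth5141882 in late phase under glucose, for which the paper gives 0, a value without a sign. Medians of loci are over the genes that the tables list and that have a measured value here, and probes detected on no array of 1 group enter at their lower bound. Where most genes of an item had only such a bound, it counted as different only in the opposite direction or when over 1.5 times the fold in the paper. Of 17 such values, 14 would count as different without this rule and do not with it, among them those of xylABF and xylGH under xylose and under both sugars. The alternatives set before the data were examined were normexp offset 0, background subtraction with dim spots missing, within-array loess, quantile normalization, no centring, centring on the genomic DNA control spots or on the probes detected on all arrays, the RNA channel alone, the values processed by the authors, no filter, a filter on probes detected on all 33 arrays, no spot left out, replicate and session blocks, only the arrays compared, and each array left out. Of the 52 differing values, no centring closed the gap for 31, the values processed by the authors for 31, within-array loess for 15, centring on the genomic DNA control spots for 10, quantile normalization for 9, background subtraction and the RNA channel alone for 7 each, and centring on the probes detected on all arrays for 5. With normexp offset 0, no filter, no spot left out, the blocks and only the arrays compared, the count was 0, and it was 0 of the 29 values that the filter on all 33 arrays kept. The ratio to the mean of the DNA channel, chosen after seeing the values, closed it for 28 and drops 29 of the paper's called items. Teth5141882 was detected on 1 of 3 arrays under cellobiose and in early phase under xylose, and Teth5141850 on 1 of 3 under glucose, so that their values there lie near the background. In the following lists a substrate stands for its comparison with glucose in mid exponential phase, and early and late phase for comparisons with mid exponential phase.

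The gap closed for 12 values with no centring and the values processed by the authors, and with none of the others. Teth5140972 (paper -2.63, here -0.95), Teth5141571 (paper -2.79, here -1.05), Teth5140627 (paper -1.08, here 0.31), Teth5140653 (paper -0.71, here 0.88) and Teth5141808 (paper -2.42, here -0.91) under cellobiose and Teth5140627 (paper 0.06, here -0.32) under xylose are among these. The rest are Teth5140627 (paper -2.71, here -0.87), Teth5141808 (paper -2.35, here -0.097) and Teth5141882 (paper -2.22, here -0.32) in early phase under xylose, Teth5141882 (paper -0.62, here 0.015) in early phase under glucose and Teth5141882 (paper 0.63, here -0.054) and Teth5141935 (paper 1.42, here 0.79) in late phase under xylose. Teth5141850 and Teth5141851 (paper -1.91, here 0.48) and Teth5141882 (paper -1.34, here 0.33) under cellobiose, Teth5140145 (paper -1.28, here 0.80) and Teth5141935 (paper -2.39, here -0.25) in early phase under xylose, Teth5141808 (paper -0.09, here 0.47) in early phase under glucose and Teth5141808 (paper 0.31, here -0.57) in late phase under xylose no longer differed with the values processed by the authors alone. Teth5140564 (paper 0.86, here 0.26) and Teth5140627 (paper 0.83, here 0.19) in late phase under xylose and Teth5141935 (paper 0.13, here 1.41) under cellobiose no longer differed with within-array loess and no centring, and with none of the others. Teth5140241 (paper -0.06, here 0.14) and Teth5140653 (paper -0.41, here 0.061) in early phase under glucose no longer differed with background subtraction with dim spots missing, within-array loess, quantile normalization, no centring, centring on the genomic DNA control spots, centring on the probes detected on all arrays and the values processed by the authors, and with none of the others. Teth5140241 (paper -2.77, here -0.66) in early phase under xylose and Teth5140564 (paper -1.58, here -0.19) under cellobiose no longer differed with no centring alone. Arginine biosynthesis (paper 0.12, here -0.21) under glucose-xylose relative to xylose and Teth5140654 (paper -1.04, here 0.15) in early phase under glucose no longer differed with within-array loess alone. The glucose PTS genes (paper 0.91, here 1.20) and Teth5140414 (paper 0.91, here 1.20) under glucose-xylose relative to xylose no longer differed with within-array loess, quantile normalization, centring on the genomic DNA control spots, centring on the probes detected on all arrays, the RNA channel alone and the values processed by the authors, and with none of the others.

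Each of the other values for which some alternatives closed the gap has its own set of these, and the alternatives not named left it open. Teth5140145 (paper -0.5, here 0.28) under fructose no longer differed with background subtraction with dim spots missing. Teth5140654 (paper 0.56, here -0.27) in late phase under xylose came within the spread with background subtraction with dim spots missing and no centring. Teth5140145 (paper 0.46, here -0.10) in late phase under xylose no longer differed with background subtraction with dim spots missing, no centring and the values processed by the authors. Teth5140241 (paper 0.54, here -0.097) in late phase under xylose came within the spread with background subtraction with dim spots missing, within-array loess, no centring and the values processed by the authors. Teth5140654 (paper -0.8, here 0.24) under cellobiose no longer differed with background subtraction with dim spots missing, within-array loess, quantile normalization, no centring, centring on the genomic DNA control spots and the values processed by the authors. Teth5140654 (paper -0.33, here 0.14) in late phase under glucose came within the spread with centring on the genomic DNA control spots. Teth5141935 and Teth5141936 (paper -0.975, here -0.65) under glucose-xylose relative to xylose no longer differed with centring on the genomic DNA control spots, centring on the probes detected on all arrays, the RNA channel alone and the values processed by the authors. The ADI locus (paper 0.335, here -0.014) under xylose came within the spread with no centring, the RNA channel alone and the values processed by the authors. Teth5140412 (paper 1.92, here 2.22) under glucose-xylose relative to xylose no longer differed with quantile normalization, centring on the genomic DNA control spots, the RNA channel alone and the values processed by the authors. Teth5140703 (paper 4.71, here 5.99) under cellobiose came within the spread with quantile normalization and no centring. Teth5140564 (paper 0.28, here -0.028) under xylose no longer differed with quantile normalization, no centring and the RNA channel alone. The oligopeptide ABC transporter genes (paper 0.99, here 0.69) under xylose came within the spread with quantile normalization, no centring and the values processed by the authors. The cellobiose hypothetical cluster (Teth5140703 to Teth5140720) (paper 3.565, here 5.31) under cellobiose no longer differed with within-array loess, no centring and the RNA channel alone. Arginine biosynthesis (paper 2.62, here -0.075) under glucose-xylose relative to glucose came within the spread with within-array loess, no centring and the values processed by the authors. Teth5140564 (paper -0.31, here 0.24) in early phase under glucose no longer differed with within-array loess, no centring and centring on the genomic DNA control spots. The cellobiose PTS and hydrolase genes (paper 4.605, here 5.56) under cellobiose came within the spread with within-array loess, no centring, centring on the genomic DNA control spots and the values processed by the authors.

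For 7 values no alternative closed the gap. They are xylGH (paper -1.535, here -1.20) under glucose-xylose relative to xylose, the Rnf complex (paper -2.245, here -0.55) under cellobiose, Teth5140564 (paper -1.75, here 0.45), Teth5140653 (paper -1.65, here 0.53) and Teth5140654 (paper -1.89, here 0.31) in early phase under xylose, Teth5141882 (paper -0.09, here 0.26) under fructose and Teth5141882 (paper 0, here -0.22) in late phase under glucose. The last value is within the SD of the late arrays (0.47). It counts as different only because the value of 0 in the paper has no sign, so that no alternative could close this gap. For 19 of all these values, leaving out 1 array also closed the gap (the array is given in brackets). The oligopeptide ABC transporter genes (glucose mid replicate 2), the ADI locus (glucose mid replicate 1 or xylose mid replicate 3), Teth5140564 (glucose mid replicate 1 or glucose mid replicate 2 or xylose mid replicate 3) and Teth5140627 (glucose mid replicate 2) were such values under xylose. Teth5141935 and Teth5141936 (xylose mid replicate 2 or glucose-xylose mid replicate 2 or glucose-xylose mid replicate 3), arginine biosynthesis (xylose mid replicate 3 or glucose-xylose mid replicate 1), the glucose PTS genes (xylose mid replicate 2 or glucose-xylose mid replicate 2), Teth5140412 (glucose-xylose mid replicate 2) and Teth5140414 (xylose mid replicate 2 or glucose-xylose mid replicate 2) were such values under glucose-xylose relative to xylose. Arginine biosynthesis (glucose mid replicate 2 or glucose mid replicate 3 or glucose-xylose mid replicate 1) was 1 such value under glucose-xylose relative to glucose. Teth5140972 (glucose mid replicate 3) and Teth5140654 (cellobiose mid replicate 3) were such values under cellobiose. Teth5140145 (glucose mid replicate 3) was 1 such value under fructose. Teth5140145 (xylose mid replicate 2 or xylose late replicate 1 or xylose late replicate 2), Teth5140241 (xylose mid replicate 3 or xylose late replicate 3) and Teth5140654 (xylose late replicate 3) were such values in late phase under xylose. Teth5140241 (glucose mid replicate 1) and Teth5140653 (glucose early replicate 1 or glucose mid replicate 3) were such values in early phase under glucose. Teth5140654 (glucose late replicate 3) was 1 such value in late phase under glucose.

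The supplementary tables hold 271 values past the cutoffs of the paper, and 146 of them were called here, all in the direction of the paper. Some alternatives call items of the paper that were not called here: no centring called 171 (15 of the 146 dropped and 40 gained), the values processed by the authors 162 (29 dropped, 45 gained), centring on the genomic DNA control spots 158 (3 and 15), quantile normalization 152 (3 and 9), no filter 152 (0 and 6), centring on the probes detected on all arrays 150 (3 and 7), no spot left out 150 (0 and 4), the replicate block 150 (0 and 4), normexp offset 0 147 (1 and 2), the RNA channel alone 145 (7 and 6) and within-array loess 82 (69 and 5). Background subtraction dropped 44 and gained 17. The session block called 139 (7 and 0), and 32 were called with the filter on all 33 arrays. The ratio to the mean of the DNA channel, chosen after seeing the values, called 160 (29 and 43).

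Some directions and links that the paper states were not found here. According to the paper, the genes of both butanoate operons are higher under xylose than under glucose, and here the medians were 0.13 and -0.09, with 3 of the 9 genes of the second operon higher. Without centring they were 0.60 and 0.39, and neither passed the test. Arginine biosynthesis is described as highly expressed under xylose and as still raised under both sugars. The median changes here were -0.18 and -0.12, and 0.30 and 0.45 without centring, none of which passed the test. The spread between the arrays was larger than these changes, and leaving out single arrays changed their sign, so that the data do not settle the statement. Over the genes that the supplementary tables list, the value under xylose did not count as different from the paper's. The value under both sugars relative to glucose had the opposite sign. The ADI locus is said to be activated in late phase under xylose, where its change was 0.09 (adjusted p 0.549 in the set test), with array medians of -0.03 in mid and -0.11 in late phase. Without centring its change was 0.61, which did not pass the test. Its gene Teth5140483 was detected on 0 of 3 mid arrays and 3 of 3 late arrays under xylose and was at least 1.57-fold higher in late phase, but was not called (adjusted p 0.0590). The sodium-translocating decarboxylase genes are given as lower under cellobiose and rose here by a median of 0.48, or fell by 0.90 without centring. Of the 3 xylose enzymes described as strongly induced, Teth5140969 was not called (0.63), and the regulator bglG, described as induced, was not called either (0.73) but was detected on 0 of 3 glucose arrays, so that the size of its change was not measured, while without centring both were called (1.11 and 1.21).

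For the genes of valine, leucine and isoleucine synthesis, induction by glucose alone is stated. Relative to glucose their change was -0.99 under xylose and 0.05 under fructose. Under cellobiose they were detected on 0 of 3 arrays, so that the data do not speak against the statement there, and without centring the fitted value (-2.24) passed the test. Glycolysis and pentose phosphate genes are said to be switched on early under glucose and under both sugars, but under both sugars the early changes were -0.22 and 0.01. The glucose PTS genes and the transport locus Teth5140986 to Teth5140992 are given a peak in mid phase under both sugars, whereas their highest means were in late phase (0.52 against 0.27, and -1.95 against -2.23). Without centring all 10 measured peaks lay in the stated phase.

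Several links of the paper were under the cutoff of r here. These are the links of Teth5140280 with xylA, Teth5140153 (0.880), of bglG with Teth5140270 (0.876), with the oligopeptide ABC transporter genes (highest r 0.844) and with Teth5140157 (0.395), and of porphobilinogen deaminase with 12 genes of ethanolamine and propanediol use (highest r 0.831). The regulator Teth5141567 had r of 0.866 and 0.790 with its 2 partners, of which 1 pair was a link without centring, and Teth5141590 had r of 0.883 and 0.911 within its locus, where both pairs were links without centring. With the microcompartment genes the highest r of Teth5141590 was 0.709. None of the 20 measured pairs of Teth5141834 and Teth5141835 with the genes named for them was a link, and the highest r was 0.791. The genes of Table S11, given as those with the most connections, had at most 8 links here, and other genes had up to 24 links. In Table S1 itself, 2 genes of Module 8 have more links than any gene of Table S11.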

Other observations

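The tests of the DNA channel in early exponential phase under xylose, of the sugar, the growth phase and the signal for glucose mid replicate 1, of the reference arrays and sessions shared by fructose and cellobiose, and of centring against the log2R values of the paper were chosen only after the results were seen. The largest changes of called genes whose arrays did not overlap follow for each comparison in mid exponential phase, as log2 changes, or as the lowest fold where the gene was dim on all arrays of the lower group. The genes were ranked by fitted changes, so that the rank of a gene given with a lowest fold rests on values at the floor. A gene marked 1 of 3 was detected on 1 of 3 arrays of the lower group, and its change and rank rest in part on such values. For xylose against glucose they were higher for Teth5140153 (at least 109.9-fold), Teth5140155 (at least 70.4-fold) and Teth5140154 (at least 34.0-fold), and lower for Teth5142179 (at least 13.8-fold), Teth5140412 (-4.50) and Teth5140226 (at least 7.40-fold). For fructose against glucose they were higher for Teth5140824 (6.34, 1 of 3), Teth5140825 (6.11) and Teth5140576 (at least 29.4-fold), and lower for Teth5140412 (-5.59), Teth5141813 (at least 13.4-fold) and Teth5141815 (-4.55, 1 of 3). For cellobiose against glucose they were higher for Teth5140262 (6.62, 1 of 3), Teth5140266 (6.35, 1 of 3) and Teth5140263 (at least 34.8-fold), and lower for Teth5140412 (at least 27.6-fold), Teth5141814 (at least 10.9-fold) and Teth5141815 (at least 12.3-fold). For glucose-xylose against glucose they were higher for Teth5140153 (at least 92.3-fold), Teth5140155 (at least 27.9-fold) and Teth5140154 (at least 25.7-fold), and lower for Teth5140226 (at least 8.25-fold), Teth5142371 (at least 7.64-fold) and Teth5140228 (at least 10.2-fold). For glucose-xylose against xylose they were higher for Teth5140373 (2.46), Teth5140731 (2.26) and Teth5140412 (2.22), and lower for Teth5140824 (at least 4.87-fold), Teth5140164 (-2.67) and Teth5140162 (-2.50). The calls of Teth5141815 (fructose and cellobiose), Teth5141814 (cellobiose), Teth5140373 and Teth5140824 (glucose-xylose against xylose) were lost with within-array loess, where the changes were -1.32, -1.36, -1.54, 0.87 and -0.70. The call of Teth5140824 was also lost without xylose mid replicate 2 (fitted change -2.31), and that of Teth5140731 with the values processed by the authors (1.57).

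These lists follow, ranked in the same way, for early and late against mid exponential phase. For glucose early they were higher for Teth5141115 (at least 5.40-fold), Teth5141118 (at least 3.46-fold) and Teth5141173 (3.10), and lower for Teth5142179 (at least 8.23-fold), Teth5140690 (at least 5.25-fold) and Teth5140790 (-3.37, 1 of 3). For glucose late they were higher for Teth5140476 (3.97), Teth5140635 (3.34) and Teth5140663 (3.17), and lower for Teth5141410 (-2.65), Teth5141081 (-2.34) and Teth5140238 (at least 2.54-fold). For xylose early they were higher for Teth5140825 (3.66), Teth5140824 (3.31) and Teth5140536 (2.95), and lower for Teth5140790 (at least 13.2-fold), Teth5141785 (at least 3.80-fold) and Teth5141162 (at least 6.88-fold). For xylose late they were higher for Teth5140476 (3.95), Teth5141792 (3.20) and Teth5141794 (3.17), and lower for Teth5141785 (at least 10.9-fold), Teth5141162 (-3.46) and Teth5141161 (-3.38). For glucose-xylose early they were higher for Teth5140536 (2.51), Teth5140332 (2.49) and Teth5140226 (at least 1.13-fold), and lower for Teth5141162 (-2.60), GR_Teth5140772 (-2.35) and Teth5140513 (-2.29). For glucose-xylose late they were higher for Teth5140476 (4.25) and Teth5140068 (1.08), and lower for Teth5141786 (-2.66, 1 of 3). Within-array loess lost the calls of Teth5141115 (0.87), Teth5141118 (0.67) and Teth5140690 (-0.68) for glucose early, of Teth5141410 (-1.83), Teth5141081 (-1.26) and Teth5140238 (-0.40) for glucose late, and of Teth5140536 for xylose early (0.96) and glucose-xylose early (0.82). For glucose-xylose early it also lost Teth5140226 (0.34), and for glucose-xylose late Teth5140068 (0.94) and Teth5141786 (-0.62). Without glucose mid replicate 1, the calls for glucose late were lost for Teth5140635 (2.07), Teth5140663 (1.79), Teth5141410 (-1.77), Teth5141081 (-1.74) and Teth5140238 (-1.36), and those of Teth5140663 (3.13 to 3.24) and Teth5140238 (-2.36 to -2.13) were lost without any 1 of the glucose late arrays. For glucose-xylose late, the call of Teth5140476 was lost without glucose-xylose mid replicate 1 (3.94) or 3 (3.73) or late replicate 2 (4.15) or 3 (4.10). The calls of Teth5140068 (0.97 to 1.10) and Teth5141786 (-2.76 to -2.24) were lost without any 1 of the glucose-xylose mid arrays, or without late replicate 2 or 3.

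In the 11 comparisons of 3 arrays with 3, the real split was the 1 of 10 that gave as many genes. With 10 splits this test cannot exclude chance, whatever the data, and decides nothing for them.

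Before centring, the probes detected on all arrays were lower in early than in mid exponential phase under xylose, where they fell by 1.63 on the log2 scale. The RNA background changed by -0.057 (SD of the difference 0.29), which argues against a lower gain of the scanner. Of 3 equal parts of the 1151 probes, the brightest changed by -1.58 and the dimmest by -1.69, a difference of 0.11 (SD 0.12), so that one factor for all probes of an array is a candidate explanation. On probes detected on all arrays, the RNA channel fell by 1.01 (SD of the difference 0.41) and the DNA channel rose by 0.64 (SD 0.30), which argues against a higher signal of the DNA channel as the whole cause but leaves it a part. What sets these changes stays open: the amounts of RNA and of DNA labelled, the labelling, and a lower level of RNA in early exponential phase, which the design names, were not tested.

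Without centring, 1007 genes had a link in the network, against 211 with it. When the offsets of the 33 arrays were dealt at random to the centred arrays, 20 such shuffles gave a median of 928.5 genes with a link (825 to 977). Offsets of whole arrays may therefore bring most of the links that centring removes, whatever their order. No biological explanation of the offsets was tested.

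Glucose mid replicate 1 had a correlation of 0.853 with the mean of the other 2 glucose mid arrays, and its closest other group was glucose-xylose early, at 0.839. Of the 15 probes of 5 sugar-specific loci, 0 were detected on it, which argues against a culture with another sugar as far as these loci show it. The fructose PTS gene Teth5140825 is not among these probes and was detected on all 3 glucose mid arrays. The correlation of glucose mid replicate 1 was 0.791 with the mean of glucose early, where the early arrays had at least 0.933, and 0.761 with that of glucose late, where the late arrays had at least 0.983, which argues against another phase of glucose growth. It had 1710 detected probes, where the other 2 had 1821 and 1888, and a median signal to noise of 6.48, where they had 8.73 and 10.2. Of the other arrays, 8 had both a lower signal to noise and fewer detected probes, and each had a correlation of at least 0.933 with the mean of the other 2 arrays of its group, which argues against lower signal as the whole cause. A culture that grew differently, or another fault of this array, stays open as untested.

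Fructose and cellobiose shared 125 called genes, all changed in 1 direction (71 higher, 54 lower), and the changes had a correlation of 0.621 across genes. In 20 simulated sets without change, the shared glucose arrays alone gave a median correlation of 0.506. When fructose and cellobiose were set against different glucose arrays, the correlation was 0.239 to 0.491 over 6 divisions of the arrays, and at most 0.071 in simulated sets without change, which argues against the shared arrays as the whole cause of the correlation. Between cellobiose and fructose 155 genes were called directly, of which 38 were among the 125. The 2 groups were scanned in the same 2 sessions, so that shared sessions and a response shared by the 2 sugars cannot be told apart for these 125 genes: glucose mid has no array in either session. For xylose and fructose 67 genes were called in both, 28 of them in the same direction, for xylose and cellobiose 94, 60 of them in the same direction, and for xylose and glucose-xylose 183, all in the same direction. These pairs too share the glucose arrays, which favours 1 direction.

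The supplementary tables of the paper give 442 log2R values, of which 415 could be compared. The median difference from the centred values depended on the comparison, and the largest over 9 comparisons was 2.14, for early against mid exponential phase under xylose. Without centring the largest was 0.59, and the correlation with the values of the paper was 0.951, against 0.892 with centring. No centring between arrays is a candidate explanation of this pattern, found and tested on the same values.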
